# Transcriptional repression of beige fat innervation via a YAP/TAZ-S100B axis

**DOI:** 10.1038/s41467-023-43021-8

**Published:** 2023-11-04

**Authors:** Xun Huang, Xinmeng Li, Hongyu Shen, Yiheng Zhao, Zhao Zhou, Yushuang Wang, Jingfei Yao, Kaili Xue, Dongmei Wu, Yifu Qiu

**Keywords:** Metabolism, Metabolic disorders, Mechanisms of disease

## Abstract

Sympathetic innervation is essential for the development of functional beige fat that maintains body temperature and metabolic homeostasis, yet the molecular mechanisms controlling this innervation remain largely unknown. Here, we show that adipocyte YAP/TAZ inhibit sympathetic innervation of beige fat by transcriptional repression of neurotropic factor S100B. Adipocyte-specific loss of *Yap/Taz* induces *S100b* expression to stimulate sympathetic innervation and biogenesis of functional beige fat both in subcutaneous white adipose tissue (WAT) and browning-resistant visceral WAT. Mechanistically, YAP/TAZ compete with C/EBPβ for binding to the zinc finger-2 domain of PRDM16 to suppress *S100b* transcription, which is released by adrenergic-stimulated YAP/TAZ phosphorylation and inactivation. Importantly, *Yap/Taz* loss in adipocytes or AAV-S100B overexpression in visceral WAT restricts both age-associated and diet-induced obesity, and improves metabolic homeostasis by enhancing energy expenditure of mice. Together, our data reveal that YAP/TAZ act as a brake on the beige fat innervation by blocking PRDM16-C/EBPβ-mediated *S100b* expression.

## Abstract (web summary)

Sympathetic innervation is essential for the development of functional beige fat that maintains metabolic homeostasis. Qiu and colleagues discover that YAP/TAZ can act as a brake on the beige fat innervation by blocking PRDM16-C/EBPβ-mediated S100b expression.

## Introduction

As a dynamic metabolic organ, adipose tissue remodels its cellular size and components in response to different metabolic cues such as environmental temperature and nutritional status. One of the most metabolically beneficial remodeling is the biogenesis of beige fat. Different from classical brown fat, beige fat emerges postnatally from white adipose tissue (WAT) through a process called “browning” or “beiging” upon cold exposure or other stimuli, and exhibits strong induction of thermogenic gene program and heat production^1^. Emerging evidence suggests that recruited beige fat is associated with improvements in glucose and lipid homeostasis in ways far beyond thermogenesis^2^. Importantly, beige fat is found to exist in adult humans around supraclavicular region and displays a molecular signature resembling murine beige fat, which offers great therapeutic potential for metabolic diseases^1,3,4^.

Sympathetic innervation plays a critical role in beige fat development and function^5^. Calsyntenin 3β has been proposed to promote adipocyte secretion of S100B, a neurotrophic factor, which stimulates sympathetic innervation of themogenic fat^6^. However, a latest study reported that Calsyntenin 3β does not regulate S100B secretion and innervation but restricts lipid droplet fusion and expansion to facilitate lipid lipolysis and fatty acid oxidation^7^. Thus, it becomes unclear whether adipocyte S100B can promote sympathetic innervation and how it is regulated.

PRDM16 is a zinc finger-containing transcriptional regulator that is indispensable for beige fat biogenesis. Loss of *Prdm16* blocks the induction of a thermogenic program in cultured subcutaneous adipocytes, partially turns subcutaneous WAT (scWAT) into visceral WAT (vWAT) and impairs the recruitment of beige fat in response to β3-adrenergic or PPARγ agonists in WAT^8–10^. PRDM16 acts as a coactivator of transcriptional factors like PPARγ and PGC1α to promote thermogenic gene expression^11^. Surprisingly, little is known about how PRDM16 activity is regulated in brown and beige fat.

Both Yes-associated protein (YAP) and transcriptional coactivator with PDZ-binding motif (TAZ) are key molecular effectors of the Hippo pathway in mammals, which govern cell proliferation, stem cell maintenance, and tissue homeostasis^12^. Recent studies indicate that YAP/TAZ play important roles in adipose tissue development and function. TAZ acts as a PPARγ corepressor in adipocytes to regulate cell differentiation and glucose homeostasis^13,14^. In addition, YAP/TAZ are required for adipocyte survival in diet-induced obesity and promote obesity-related adipose tissue fibrosis^15,16^. However, the roles of YAP/TAZ in beige fat development and function are unknown.

Here, we identify YAP/TAZ as corepressors of C/EBPβ by competing its binding to PRDM16. A disruption of PRDM16-C/EBPβ complex formation leads to an inhibited expression of neurotropic factor S100B. YAP/TAZ deficiency in adipocytes increases sympathetic innervation, which promotes beige fat development and thermogenesis. Importantly, targeting the YAP/TAZ-S100B axis in white adipocytes can prevent both age-associated and diet-induced obesity and ameliorates related metabolic dysfunction.

## Results

### PRDM16 interacts with YAP/TAZ

To identify regulators of PRDM16 activity in beige adipocytes, PRDM16 protein complex was immunopurified from differentiated beige adipocytes of scWAT and analyzed by mass spectrometry (MS). In accordance with previous studies, as known components of PRDM16 complex, CtBP1, CtBP2, ZFP516, and LSD1 were identified in our assay^17–19^. Of interest, we found that YAP/TAZ were pulled down in the PRDM16 complex (Fig. 1a). We confirmed the interaction between PRDM16 and YAP/TAZ via co-immunoprecipitation (co-IP) assays in 293T cell (Fig. 1b, c). Endogenous co-IP assays corroborated the interaction between PRDM16 and YAP/TAZ in beige adipocytes (Fig. 1d). We further identified that the 5th fragment of PRDM16 (F5, amino acid 880-1038), corresponding to zinc finger-2 domain (ZF2), mediates its binding to YAP and TAZ (Fig. 1e, f, h). F5 deletion abolished the interaction between PRDM16 and YAP/TAZ (Fig. 1g, h). These data demonstrate that PRDM16 interacts with YAP/TAZ through its ZF2 domain.

**Fig. 1:**
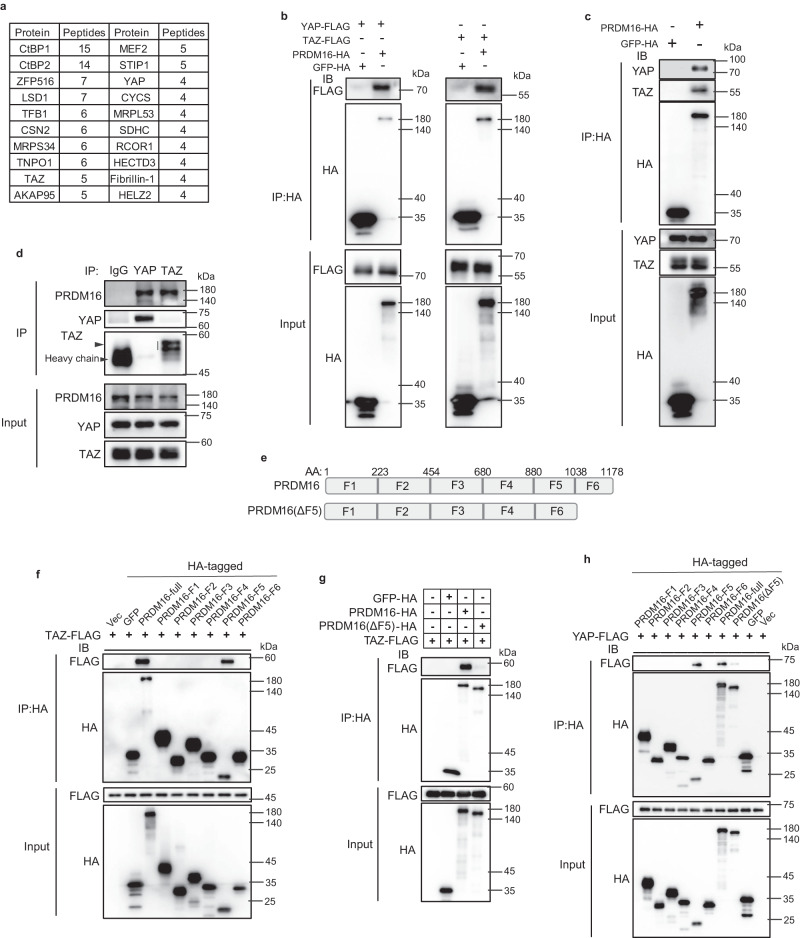
PRDM16 interacts with YAP and TAZ through ZF2 domain. **a** PRDM16-associated proteins identified by LC-MS/MS (top 20 according to the total numbers of peptides identified). **b** Co-IP of overexpressed PRDM16 and YAP/TAZ in HEK-293T cells. IB, immunoblot; co-IP, co-immunoprecipitation. **c** Co-IP of overexpressed PRDM16 and endogenous YAP/TAZ in HEK-293T cells. **d** Co-IP of endogenous YAP/TAZ and PRDM16 in SVF-derived beige cells. **e** Schematic of PRDM16 fragments and PRDM16(ΔF5). F5 is ZF2 domain. AA, amino acid. **f** Co-IP of TAZ and PRDM16 fragments in HEK-293T cells. **g** Co-IP of TAZ and PRDM16(ΔF5) in HEK-293T cells. **h** Co-IP of YAP and PRDM16 fragments in HEK-293T cells. For (**b**–**d**) and (**f**–**h**), representative results are from two independent experiments. Source data are provided as a Source data file.

### Loss of *Yap/Taz* in white adipocytes promotes beige fat biogenesis

PRDM16 acts as a transcriptional coactivator to drive the development of brown adipocytes in classic BAT and to determine the beige adipocyte identity in scWAT^8,9,20–22^. Having established the interaction between PRDM16 and YAP/TAZ, we next investigated the functional implications of this interaction, particularly in adaptive thermogenesis. 

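Total RNA of subcutaneous white adipose tissue (scWAT) was sequenced from 3 male mice with floxed *Yap* and *Taz* alleles and no Cre recombinase (YT-FF) and from 3 male mice that also carried Cre under the *Adipoq* promoter, which is active in mature adipocytes (YT-AKO). The mice were 8 weeks old and housed at 22 °C. The sample labels call the control genotype wild type, and the control libraries are named YT-FF here after the paper's methods. The authors aligned the paired-end reads to the mouse genome mm10 with HISAT2 and counted the fragments on the exons of each gene of the GENCODE vM25 annotation with featureCounts. The deposited values are these counts per gene, without normalization. Fragments were counted without regard to strand, and fragments that aligned to several places or overlapped several genes were left out, so genes with overlapping exons or near-identical copies lost counts. The YT-FF libraries 1, 2 and 3 held 20500634, 19718848 and 18253559 counted fragments (median 19718848), and the libraries labelled YT-AKO 1, 2 and 3 held 18059038, 21838493 and 17740987 (median 18059038). From these counts, 16807 of 55401 genes passed edgeR's filter on low counts and were compared between the groups with edgeR's quasi-likelihood test, with TMM normalization and Benjamini-Hochberg adjustment over all tested genes. The TMM factors were 1.15, 1.16 and 1.07 for YT-FF 1 to 3 and 0.954, 0.777 and 0.955 for YT-AKO 1 to 3, and values in CPM use them. The counts also differed with gene length (summed exons). Across the tested genes, which are not independent replicates, Spearman's rho between log2 fold change and log2 length was -0.376, and -0.283 without YT-AKO 2. 

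**Figure D1:**
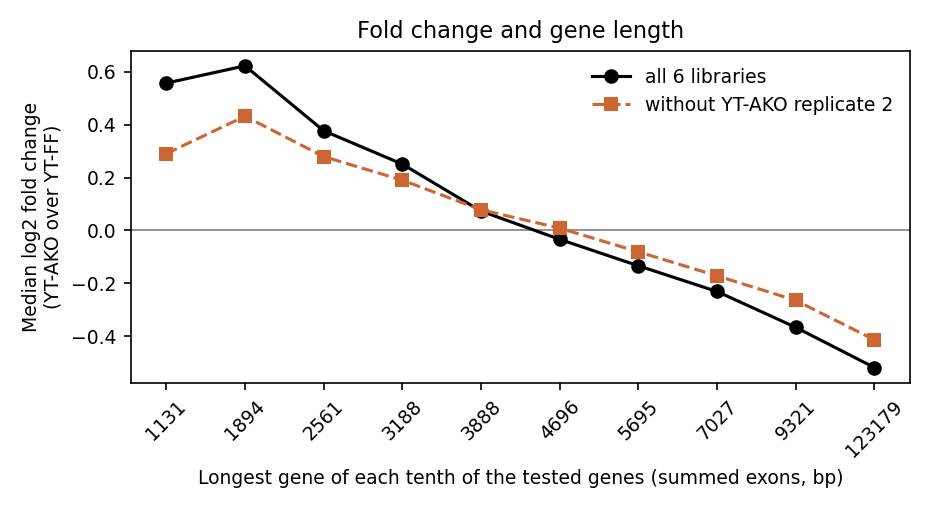
Median log2 fold change of the libraries labelled YT-AKO over YT-FF in 10 groups of genes of increasing length, with all 6 libraries (circles) and without YT-AKO replicate 2 (squares). The medians were 0.56 in the shortest genes (up to 1131 bp) and -0.52 in the longest, and 0.29 and -0.41 without that library.

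The targeted genes were examined first in every library. *Yap1* (ENSMUSG00000053110, chromosome 9, 7931999 to 8004596 of mm10) had 1622, 1300 and 1295 counts in YT-FF 1 to 3 and 649, 492 and 529 counts in the libraries labelled YT-AKO 1 to 3. Its log2 fold change was -0.98 (standard error 0.167, adjusted p = 0.0179 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and it shares 1.25% of its exon bases with Gm20416. *Wwtr1*, which encodes TAZ (ENSMUSG00000027803, chromosome 3, 57455649 to 57575910), had 1818, 1729 and 1918 counts in YT-FF and 3015, 2253 and 2716 counts in the libraries labelled YT-AKO. Its log2 fold change was 0.89 (standard error 0.182, adjusted p = 0.0220 from the same edgeR test with Benjamini-Hochberg adjustment), so 1 of the 2 targeted genes went against the label. The counts are summed over all exons of a gene and all cells of the tissue. The loss of single exons in adipocytes is not visible in them. In TMM-normalized CPM, every library labelled YT-AKO lay below every YT-FF library for *Yap1* and above every one for *Wwtr1* (two-sided exact permutation test, p = 0.1 for each, the smallest p that 3 libraries against 3 allow). In TPM, *Wwtr1* went only from 66.5 ± 6.93 in YT-FF to 80.8 ± 28.3 in the libraries labelled YT-AKO (mean ± SD, n = 3). *Yap1* fell from 26.3 ± 2.19 to 8.68 ± 2.97 TPM. With each library left out in turn, the log2 fold change of *Yap1* stayed between -1.08 and -0.90 and that of *Wwtr1* between 0.81 and 1.03. Without YT-FF 1, edgeR's adjusted p rose to 0.110 for *Yap1* and 0.120 for *Wwtr1*, and without YT-FF 2 to 0.111 and 0.123 (Benjamini-Hochberg). Over all tested genes, 0 were higher and 0 lower at an adjusted p under 0.05 without YT-FF 1, and 0 and 2 without YT-FF 2. A correction for gene length took *Yap1* to a log2 fold change of -0.58, and scaling by library totals alone moved *Wwtr1* most, to 0.59 (adjusted p = 0.0798 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). 

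**Figure D2:**
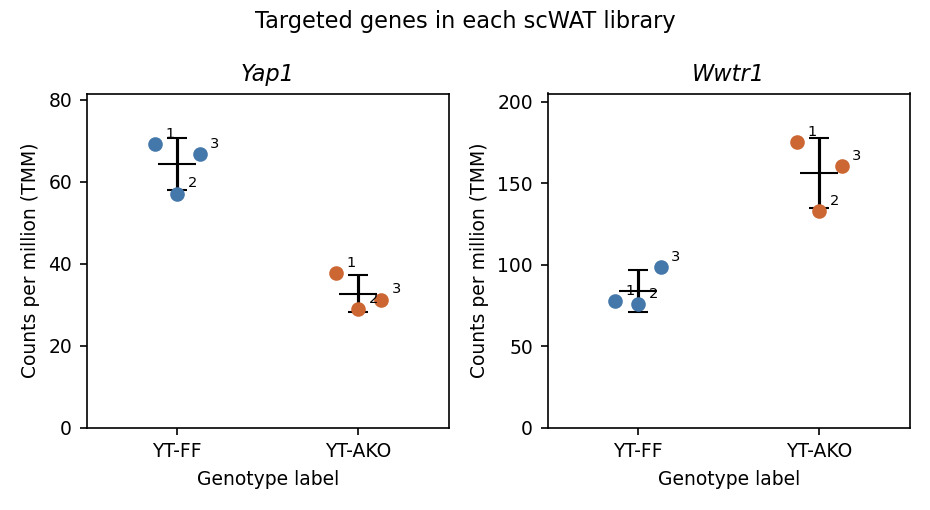
TMM-normalized counts (CPM) of *Yap1* and *Wwtr1* in each scWAT library (points, numbered by replicate), with the mean and SD of the 3 libraries of each genotype label. *Yap1* fell from 64.3 ± 6.34 to 32.7 ± 4.53 CPM (mean ± SD, n = 3), and *Wwtr1* rose from 84.1 ± 12.7 to 156 ± 21.5 CPM.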

We first deleted *Yap* and *Taz* constitutively in mature adipocytes by crossing *Yap*^*fl/fl*^*;Taz*^*fl/fl*^ with *Adipoq*^*Cre*^ mice (*Yap*^*fl/fl*^*;Taz*^*fl/fl*^*;Adipoq*^*Cre*^, termed YT-AKO) and performed bulk RNA sequencing (RNA-seq) analysis of scWAT from YT-AKO and control mice housed at room temperature. Immunoblot analysis confirmed the knockout efficiency as shown by an evident decrease of YAP/TAZ protein expression both in scWAT and BAT from YT-AKO mice (Fig. 2d and Supplementary Fig. 1d). Interestingly, KEGG and BP (Biological Process) pathway analyses showed that metabolic pathways, mitochondrial oxidative phosphorylation and thermogenesis pathways were enriched on the top among the upregulated after deletion of *Yap/Taz* (Fig. 2a). 

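Genes were called changed at an adjusted p-value under 0.01 and a log2 fold change beyond 1 in either direction, as in Fig. 2a. With edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 15 genes were higher and 6 lower in the libraries labelled YT-AKO, and 6852 genes had an unadjusted p under 0.05. The direction follows labels that *Wwtr1* went against. DESeq2, the tool named in the paper's methods, moved these counts most, to 1344 genes higher and 646 lower, among them all 21 genes of the edgeR test. Without YT-AKO 2, edgeR called 619 genes higher and 324 lower. Without YT-FF 3 it called 0 higher and 2 lower, with 6016 genes at an unadjusted p under 0.05. Leaving out any one of the other 4 libraries left 0 calls, with 4507 to 7037 genes at an unadjusted p under 0.05. The KEGG and BP gene sets of Fig. 2a were not used here. In their place, 31 lists of genes taken from the paper or written by hand were tested for an excess of genes called higher by DESeq2, with a one-sided hypergeometric test against the 16132 genes with an adjusted p and Benjamini-Hochberg adjustment over the lists. The nuclear-encoded subunits of complex I had 36 of 37 genes called higher (adjusted p = 4.79e-37), those of complex III 8 of 9 (6.54e-08), those of complex IV 13 of 16 (2.01e-11) and those of complex V 13 of 17 (6.77e-11). Mitochondrial ribosomal proteins had 54 of 77 genes called higher (adjusted p = 2.22e-39 in the hypergeometric test), cytosolic ribosomal proteins 36 of 81 (2.25e-17) and fatty acid oxidation genes 13 of 20 (1.52e-09). The 15 genes called higher by edgeR held 0 members of these 7 lists. The 37 genes encoded by the mitochondrial chromosome had a count of 0 in every library and were not tested.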

Besides, neurodegenerative disease (Huntington, Parkinson and Alzheimer) pathways were also enriched, whereas the gene sets of them were nearly same with that of thermogenesis pathway (Supplementary Fig. 1a). Together, this Gene Ontology (GO) analysis indicates that thermogenesis pathway was greatly activated in scWAT from YT-AKO mice. Indeed, nearly all the genes in the set of thermogenesis pathway were upregulated in YT-AKO group (Fig. 2b). 

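Each list was also compared with all other tested genes by its log2 fold changes, using camera with an inter-gene correlation of 0.01, and its own change was tested with fry. The 29 thermogenesis genes of Fig. 2b had a median log2 fold change of 2.25 between the libraries labelled YT-AKO and YT-FF. Fig. 2b shows the thermogenesis set of Fig. 2a, an enrichment among genes higher in these same libraries. The paper does not state how the listed genes were chosen. All 29 lay at 2.00 or above, while the 37 complex I subunits ran from 0.56 to 3.09. A choice by fold change in these libraries would give such a floor and raise the median. A test of the rise of the 29 genes might restate that choice, so none is given. With library totals alone, which lowered the median of all tested genes from -0.02 to -0.34, their median was 1.86, and it was 1.96 after correction for gene length. With each library left out in turn it stayed between 1.54, without YT-AKO 2, and 2.48. The median log2 deviations of these genes from their means over the 6 libraries were -1.18, -1.34 and -0.75 in YT-FF 1 to 3 and 0.53, 2.01 and 0.62 in YT-AKO 1 to 3, so YT-AKO 2 held the highest levels. The subunits of complex I had a median log2 fold change of 1.93 (camera, adjusted p = 1.22e-24 over the 31 lists), those of complex III 1.78, those of complex IV 1.89 and those of complex V 1.40. The cytosolic ribosomal proteins, of which 80 rose and 1 fell, had a median of 1.30 (camera, adjusted p = 1.93e-11), which was 0.55 without YT-AKO 2. Under fry, complex I stayed under 0.05 before adjustment over the lists and not after it (adjusted p = 0.0599), and the cytosolic ribosomal proteins stayed above it in both (adjusted p = 0.221). With the correlation estimated from the data, camera called neither list before or after adjustment (adjusted p = 0.367 and 0.575). These directions follow the genotype labels, against which *Wwtr1* was higher in the libraries labelled YT-AKO. From the pathways enriched among the genes higher in YT-AKO scWAT, with mitochondrial oxidative phosphorylation and thermogenesis on the top, the paper concludes that the thermogenesis pathway was activated in scWAT when *Yap* and *Taz* were deleted in adipocytes.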

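All 29 genes listed in Fig. 2b were higher in the libraries labelled YT-AKO, with adjusted p-values under 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, over all tested genes and adjusted over the list alone. These genes may have been chosen among those found higher in these same libraries, so neither count is taken as independent evidence. The labels set the direction, and *Wwtr1* went against them. The log2 fold changes ran from 2.00 for *Ndufa12* to 5.27 for *Ucp1*, and in every gene the 3 YT-AKO libraries lay above the 3 YT-FF libraries. *Cox8b* (ENSMUSG00000025488, chromosome 7, 140898945 to 140900446) rose from 33.4 ± 7.52 to 786 ± 644 CPM (mean ± SD, n = 3), a log2 fold change of 4.56 (standard error 0.596, adjusted p = 0.0166 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Cox7a1* (ENSMUSG00000074218, chromosome 7, 30184144 to 30186078) rose from 6.28 ± 3.57 to 95.9 ± 63.4 CPM, a log2 fold change of 3.94 (standard error 0.599, adjusted p = 0.0171 from the same edgeR test). The SDs of the YT-AKO group reflect library 2, in which *Cox8b* reached 1527 CPM against 362 in library 1 and 468 in library 3. Without YT-AKO 2, the log2 fold change of *Cox8b* was the lowest of the 6 fits that each left out one library, 3.64. All 29 adjusted p-values were under 0.05 when any one library labelled YT-AKO was left out. Without YT-FF 3, 17 genes passed, and without YT-FF 1 or YT-FF 2, 0 passed. Over all tested genes, 0 were higher and 0 lower at this threshold without YT-FF 1, and 0 and 2 without YT-FF 2. The loss in those fits was therefore not particular to the listed genes. Some of the genes lose fragments to other genes. Exons of *Atp5o* are overlapped over 47.9% of their length by other genes, those of *Ndufb6* over 39.0% by Smim27, those of *Ndufa13* over 30.0% by Tssk6, those of *Ndufb9* over 19.5% by Gm49356, those of *Ndufa2* over 11.5% by Tmco6 and those of *Cox4i1* over 9.94% by Emc8. *Cox5b*, *Ndufa12* and *Ndufs5* have processed copies elsewhere in the genome that share 61.9%, 78.8% and 72.6% of their 50-base words.

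**Figure D3:**
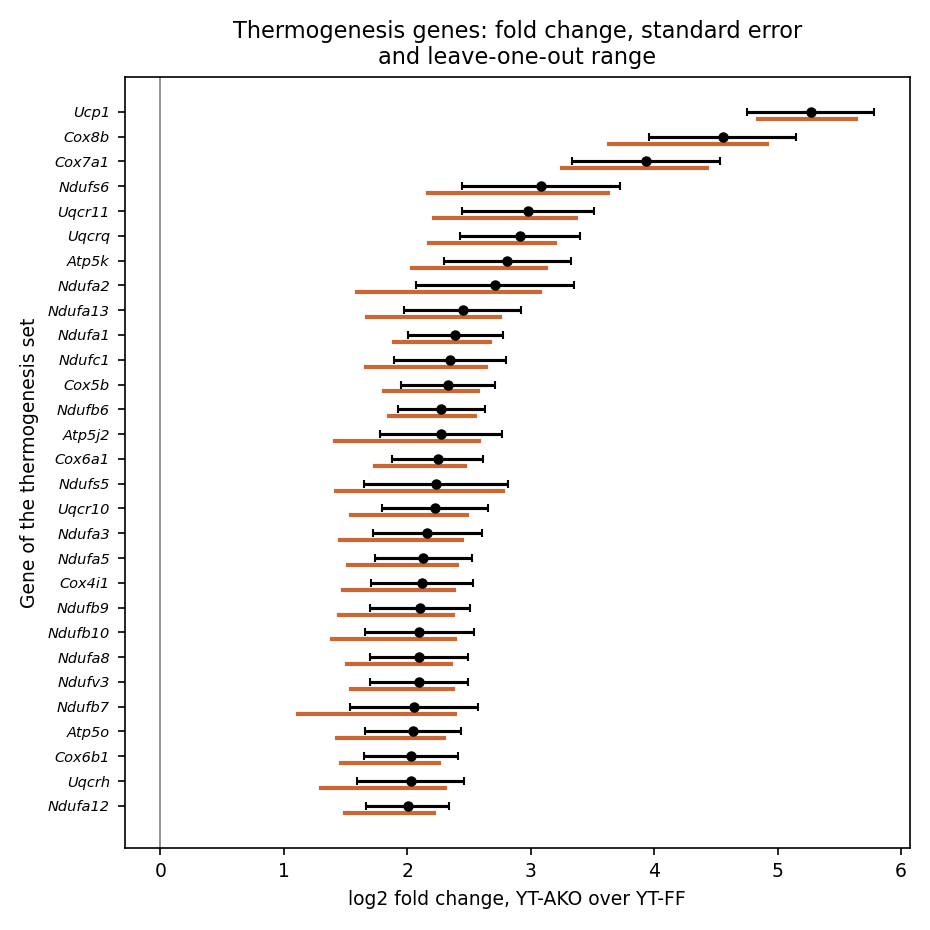
Log2 fold change of the libraries labelled YT-AKO over YT-FF for each of the 29 genes (points) with its standard error (black bars) and the range over the 6 fits that each left out one library (orange bars). All points lie at 2.00 or above, which a choice of the genes by fold change in these libraries would give, and no range reaches 0.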

To validate the RNA-seq results, we performed RT-qPCR and immunoblot analyses and found that loss of *Yap/Taz* in scWAT resulted in a robust induction of thermogenic program like *Ucp1* and *Elovl3* (Fig. 2c, d) but did not influence expression of adipocyte identity gene (Supplementary Fig. 1b). Hematoxylin and Eosin (H&E) staining analysis displayed that YT-AKO scWAT had more beige fat both under room temperature and cold exposure conditions (Fig. 2e). These data indicate that loss of *Yap/Taz* promotes beige fat biogenesis in scWAT in an adipogenesis-independent manner. However, the expression of thermogenic program was not altered in YT-AKO BAT (Supplementary Fig. 1c, d). To further confirm this, we crossed *Yap*^*fl/fl*^*;Taz*^*fl/fl*^ with *Ucp1*^*Cre*^ mice (*Yap*^*fl/fl*^*;Taz*^*fl/fl*^*;Ucp1*^*Cre*^, termed YT-UKO) to specifically delete *Yap/Taz* in BAT. Immunoblot data revealed no change of UCP1 expression in BAT after deletion of *Yap/Taz* (Supplementary Fig. 1e). Interestingly, the YT-UKO mice showed an abnormal circling behavior, suggesting a nervous system dysfunction (Supplementary Movie 1). Consistent with the increased thermogenic gene expression in scWAT, higher oxygen consumption and lower respiratory exchange rate (RER) were observed in YT-AKO mice (Fig. 2f–h), indicating higher energy expenditure and fatty acid oxidation. Accordingly, core body temperature of YT-AKO mice was significantly higher than control mice upon cold exposure (Fig. 2i, j). Furthermore, YT-AKO mice showed higher oxygen consumption and lower RER upon a stimulation by CL-316,243, a β3-adrenoceptor agonist, excluding a potential contribution of shivering thermogenesis under cold exposure condition (Fig. 2k, l).

**Fig. 2:**
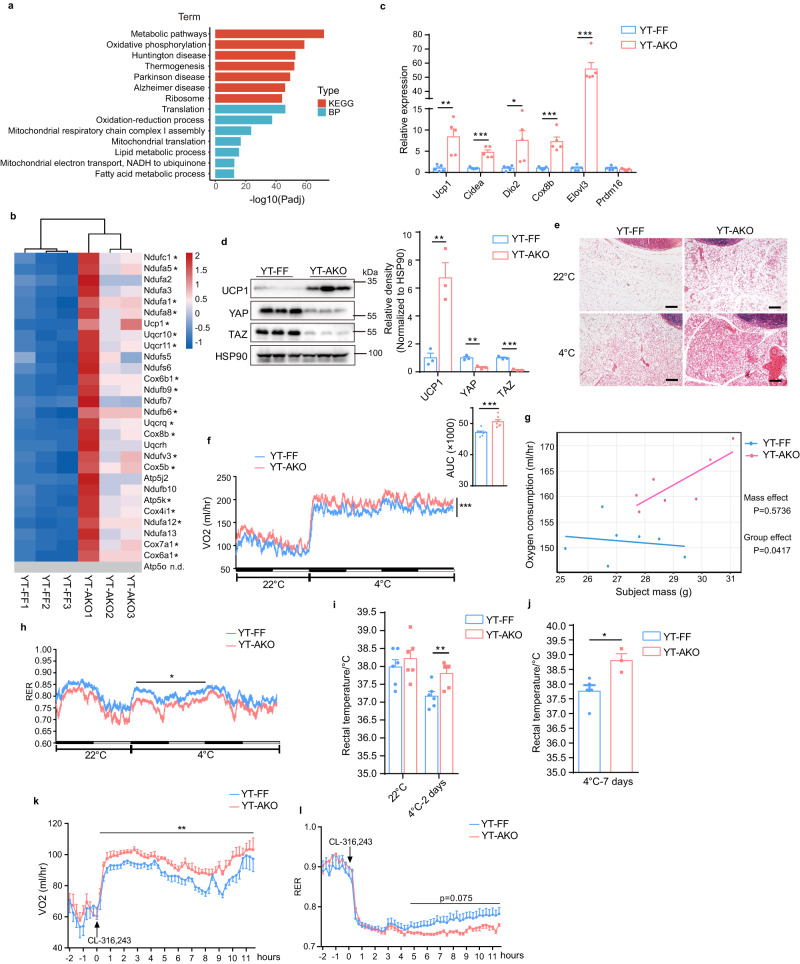
Adipocyte-specific *Yap/Taz* deletion induces beige fat biogenesis and thermogenesis in scWAT. **a** Gene Ontology (GO) enrichment analysis of significantly upregulated genes (log_2_FC > 1, Padj <0.01) in scWAT after deletion of *Yap*/*Taz*. **b** Heat map of thermogenesis gene set as in (**a**). n.d., not detectable. *Padj <0.05. **c** Relative mRNA levels of thermogenic genes in scWAT. **d** Immunoblot and quantification of indicated protein in scWAT as in (**c**). **e** H&E sections of scWAT from mic**e** housed at 22 °C and 4 °C, respectively. Scale bars: 100 μm. **f**, **g** Oxygen consumption of YT-AKO and YT-FF mice. AUC, area under curve. **h** Respiratory exchange ratio (RER) as in (**f**). **i**, **j** Core body temperature of m**i**ce after cold exposure for 2 days (**i**) or 7 days (**j**). **k**, **l** Oxygen consumption (**k**) and RER (**l**) of mice administrated with CL-316,243. *N* = 3 (**b**, **d**, **J**—YT-AKO), 5 (**c**, **J**—YT-FF), 6 (**i**), 7 (**f**–**h**) or 9 mice (**k**, **l**) per group, and data are mean ± s.e.m. Benjamini–Hochberg-adjusted one-sided hypergeometric test (**a**); Benjamini–Hochberg-adjusted two-tailed unpaired Student’s *t*-test (**b**); two-tailed unpaired S*t*udent’s *t*-test (**c**, **d**, **f**—AUC, **i**, **j**); two-way analysis of variance (ANOVA) (**f**, **h**, **k**, **l**); CaIR-ANCOVA (**g**). *P < 0.05, **P < 0.01, ***P < 0.001. Specific *p*-values and source data are provided as a Source data file.

To exclude potential systemic effects of *Adipoq*^*Cre*^ mouse model, we used our recently-developed method to specifically delete *Yap*/*Taz* in mature adipocytes by local injection of AAV-ADP-Cre in *Yap*^*fl/fl*^*;Taz*^*fl/fl*^ scWAT^16^. RT-qPCR and immunoblot assays revealed that thermogenic genes were dramatically induced in scWAT after deleting *Yap*/*Taz* (Supplementary Fig. 1f, g). To exclude potential developmental issues of constitutive YT-AKO mouse model, we employed inducible adipocyte-specific *Yap*/*Taz*-deficient mice by crossing *Yap*^*fl/fl*^*;Taz*^*fl/fl*^ with *Adipoq*^*CreERT2*^ mice (*Yap*^*fl/fl*^*;Taz*^*fl/fl*^*;Adipoq*^*CreERT2*^, termed YT-iAKO). Indeed, YT-iAKO mice also showed higher expression of thermogenic program like UCP1 in scWAT after tamoxifen administration (Supplementary Fig. 1h, i). While *Yap/Taz* double knockout in mature adipocytes induced thermogenic program, no such alteration could be observed in adipocyte-specific *Yap* or *Taz* single knockout mice (Y-AKO or T-AKO) (Supplementary Fig. 1j, k), indicating a redundant role of YAP and TAZ in the regulation of beige fat biogenesis. Together, these results demonstrate that loss of *Yap/Taz* in mature adipocytes promotes beige fat development and thermogenesis.

### *Yap/Taz* deficiency increases sympathetic innervation by inducing S100B expression

To define the mechanism by which *Yap/Taz* loss induces beige fat biogenesis, we simultaneously deleted *Yap* and *Taz* in differentiated beige adipocytes using CRISPR-Cas9 method with tandem *Yap/Taz*-gRNAs^16^ and found no change of thermogenic and adipocyte marker gene expression (Supplementary Fig. 2a–d). Moreover, YAP/TAZ loss in differentiated beige adipocytes did not alter adipocyte identity as revealed by equal lipid accumulation (Supplementary Fig. 2e, f). These data indicate that YAP/TAZ deficiency induces beiging in a non-adipocyte-autonomous manner and other cellular components in adipose tissue may mediate this effect. Since sympathetic nervous system is critical for beige adipogenesis, we used Adipo-Clear and 3D adipose tissue imaging methods to visualize sympathetic innervation^23,24^ and found that scWAT from YT-AKO mice exhibited much denser sympathetic innervation particularly parenchymal one (Fig. 3a, b, Supplementary Fig. 2g and Supplementary Movie 2). Consequently, there was more UCP1 signal in scWAT from YT-AKO mice (Supplementary Fig. 2h). To understand how sympathetic innervation was increased, we reanalyzed the RNA-seq data of scWAT from YT-AKO mice and found that *Ucp1* and *S100b* were strikingly induced and ranked on the top in the upregulated group (Fig. 3c). 

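*Ucp1* (ENSMUSG00000031710, chromosome 8, 83290352 to 83298452 of mm10) was counted 159, 84 and 191 times in YT-FF 1 to 3 and 2472, 6694 and 4107 times in the libraries labelled YT-AKO 1 to 3. Its level rose from 6.77 ± 3.07 to 260 ± 126 CPM (mean ± SD, n = 3), with a standard error of 0.513 on the log2 fold change (adjusted p = 0.00782 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *S100b* (ENSMUSG00000033208, chromosome 10, 76253853 to 76261159) was counted 92, 81 and 168 times in YT-FF and 1533, 3700 and 2501 times in the libraries labelled YT-AKO. Its level rose from 5.38 ± 2.84 to 152 ± 64.6 CPM, a log2 fold change of 4.82 (standard error 0.482, adjusted p = 0.00851 from the same edgeR test with Benjamini-Hochberg adjustment). Every library labelled YT-AKO lay above every YT-FF library for both genes, as labels that *Wwtr1* went against name them (exact permutation test, p = 0.1 for each). With each library left out in turn, the log2 fold change of *Ucp1* stayed between 4.84 and 5.64 and that of *S100b* between 4.47 and 5.34. Without YT-FF 1, edgeR's adjusted p (Benjamini-Hochberg) was 0.0874 for *Ucp1* and 0.0870 for *S100b*, and without YT-FF 2 it was 0.0708 and 0.0787. In those fits, nearly all tested genes lay above 0.05, with 0 higher and 0 lower under it without YT-FF 1, and 0 and 2 without YT-FF 2. Among the 325 genes with a log2 fold change over 2, *Ucp1* ranked 2 by fold change and 11 by p-value, and *S100b* ranked 5 and 13. The p-values of *Cidea*, Khdrbs3, *Angptl8* and *Pon1* were the 4 smallest of this group. With DESeq2 *Ucp1* ranked 1 and *S100b* ranked 3 by p-value. The ranks by p-value also moved when one library was left out, from 2, without YT-AKO 1, to 15 for *Ucp1* and from 4, without YT-AKO 1, to 15 for *S100b*.

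**Figure D4:**
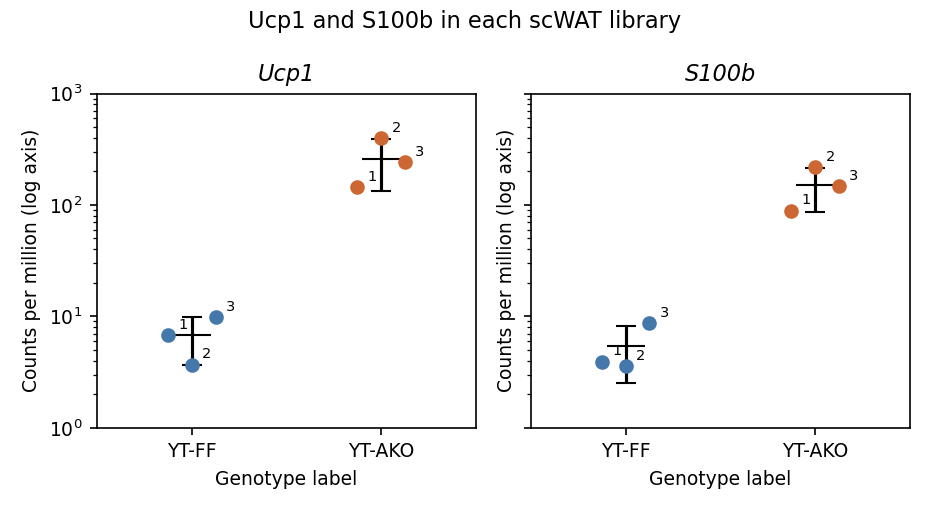
TMM-normalized counts (CPM) of *Ucp1* and *S100b* in each scWAT library on a log axis (points, numbered by replicate), with the mean and SD of the 3 libraries of each genotype label. The libraries labelled YT-AKO lie between 144 and 395 CPM for *Ucp1* and between 89.1 and 218 CPM for *S100b*, all above the YT-FF libraries.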

S100B was reported to be mainly expressed by astrocytes in the central nervous system and adipocytes in fat pad, functioning as a neurotoxic or neuroprotective factor^6,25^. Immunoblot and RT-qPCR analyses confirmed the robust induction of *S100b* in YT-AKO scWAT (Fig. 3d and Supplementary Fig. 3a). Besides S100B, other neuregulins, including nerve growth factor (NGF), brain-derived neurotrophic factor (BDNF), neurotrophin-3(NTF3), neurotrophin-4 (NTF4) and neuronal growth regulator 1 (NEGR1), have been implicated in sympathetic innervation of thermogenic fat^26–30^. We thus examined all these factors in scWAT and found that only *S100b* was induced upon *Yap/Taz* deletion (Supplementary Fig. 3a). Moreover, RNA-seq data revealed that the expression of *S100b* is much higher than other factors in scWAT (Supplementary Fig. 3b). 

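The wild-type mice of Supplementary Fig. 3b were taken to be the 3 YT-FF mice. TPM values were computed from the counts and the summed exon length of each gene. *S100b* reached 13.5 ± 6.48 TPM (mean ± SD, n = 3), with 10.2, 9.47 and 21.0 TPM in YT-FF 1 to 3. *Negr1* (ENSMUSG00000040037, chromosome 3, 156561794 to 157316445), with 711 to 852 counts per library and exons of 10506 bp, reached 12.5 ± 0.773 TPM, so the ratio of the means was 1.08. *S100b* was higher than *Negr1* in 1 of the 3 libraries, YT-FF 3 (two-sided exact permutation test, p = 1). Without YT-FF 3 the ratio was 0.784. The unit moved the ratio of *S100b* to *Negr1* most. In CPM, which does not divide by length, it was 0.155, and over gene spans with introns, a length chosen after the values were seen, it was 15.9. *Ntf3* (ENSMUSG00000049107) reached 4.72 ± 0.460 TPM, and *S100b* was 2.87 times as high. *Bdnf* (ENSMUSG00000048482), with 2 to 17 counts per library and 14.4% of its exon bases shared with Gm45346, reached 0.293 ± 0.227 TPM. *Ntf5*, which encodes NTF4 (ENSMUSG00000074121), had a count of 1 in YT-FF 1 and of 0 in the other two, where 3 counts would be 0.197 TPM on average. *S100b* was higher than *Ntf3*, *Bdnf* and *Ntf5* in 3 of 3 libraries (exact permutation test, p = 0.1 for each). This test treats the values as coming from separate libraries. Both genes of each comparison, that with *Negr1* included, were measured in the same 3 libraries, so these p-values decide nothing.

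**Figure D5:**
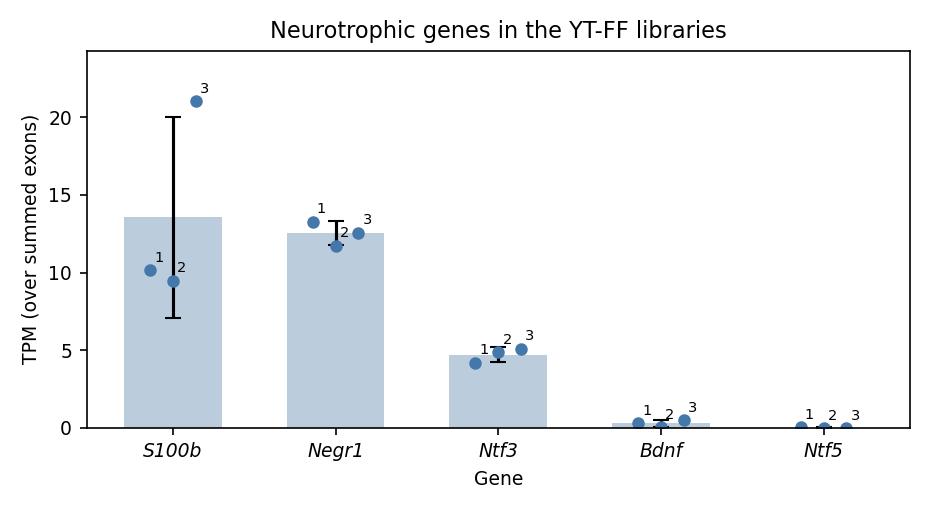
TPM of *S100b*, *Negr1*, *Ntf3*, *Bdnf* and *Ntf5* in scWAT of the 3 YT-FF mice (points, numbered by replicate), computed over summed exons, with bars at the mean and error bars of 1 SD. The mean of *S100b*, 13.5 TPM, stands beside that of *Negr1*, 12.5 TPM, and above those of the other genes shown.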

In order to identify which cell type contributed to the increased S100B expression in scWAT, we separated scWAT into mature adipocytes and stromal vascular fraction (SVF) and found that *S100b* was specifically induced in mature adipocytes from YT-AKO mice (Fig. 3e). Loss of *Yap/Taz* in differentiated beige adipocytes induced the expression of *S100b* significantly (Supplementary Fig. 3c, d), indicating that YAP/TAZ regulate *S100b* expression in a cell-autonomous manner.

**Fig. 3:**
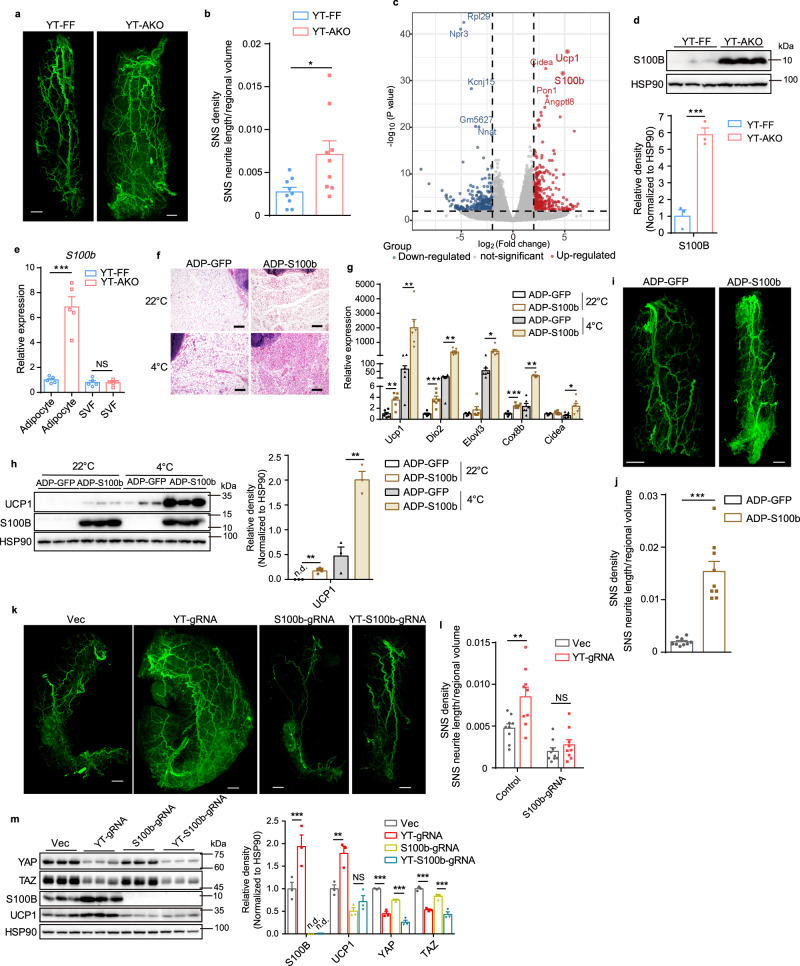
YAP/TAZ deficiency promotes S100B expression in adipocytes to stimulate sympathetic innervation. **a**, **b** Whole-mount TH immunostaining (**a**) and quantification (**b**) of cleared scWAT from YT-AKO and YT-FF mice. Scale bars: 1 mm. **c** A volcano plot of changed genes measured by RNA-seq in scWAT from YT-AKO and YT-FF mice. The highlighted are genes whose expression were significantly altered (fold change>4, *P* < 0.01). **d** Immunoblot and quantification of S100B in scWAT as in (**c**). **e** Relative mRNA level of *S100b* in mature adipocytes and SVF from scWAT as in (**c**). **f** H&E sections of scWAT from wild-type mice ectopically expressed with S100B and GFP under 22 °C or 4 °C for 2 days. Scale bars: 100 μm. **g** Relative mRNA levels of thermogenic genes in scWAT as in (**f**). **h** Immunoblot and quantification of indicated proteins in scWAT as in (**f**). **i**, **j**, Whole-mount TH **i**mmunostaining (**i**) and quantification (**j**) of cleared scWAT as in (**f**) (22 °C). Scale bars: 1 mm. **k**, **l** Whole-mount TH immunostaining (**k**) and quantification (**l**) of cleared scWAT in *Rosa26-LSL-Cas9;Adipoq*^*Cre*^ scWAT injected with AAV-Vec, AAV-*Yap*/*Taz-*gRNA (YT-gRNA), AAV-*S100b-*gRNA, AAV-*Yap/Taz*-*S100b-*gRNA (YT-S100b-gRNA), respectively. Scale bars: 1 mm. **m** Immunoblot and quantification of indicated proteins of scWAT as in (**k**). n.d., not detectable. *N* = 9 random subregions from 3 independent tissues per group (**b**, **j**, **l**). *N* = 3 (**d**, **h**, **m**), 5 (**e**) or 6 (**g**) mice per group, and data are mean ± s.e.m. Two-tailed unpaired Student’s *t-*test (**b**, **d**, **e**, **g**, **h**, **j**); Wald test (**c**); two-way ANOVA with Tukey’s multiple comparisons test (**l**, **m**). *P < 0.05, **P < 0.01, ***P < 0.001; NS, not significant. Specific p-values and source data are provided as a Source data file.

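At the thresholds of Fig. 3c, an unadjusted p under 0.01 and a fold change over 4 (log2 fold change beyond 2), 241 genes were higher and 166 lower in the libraries labelled YT-AKO, as labels that *Wwtr1* went against give them. Scaling by library totals alone turned this to 109 higher and 271 lower, and a minimum of 10 counts in every library left 171 and 38. Leaving out YT-AKO 3 gave the most genes higher, 393, and leaving out YT-AKO 2 the fewest, 123. Without YT-FF 1 and YT-FF 2, 155 and 151 genes were higher and 104 and 91 lower, and without YT-AKO 1, 386 were higher. The 10 genes labelled in the plot all moved in the direction drawn there. *Cidea* (ENSMUSG00000024526) rose from 129 ± 26.9 to 1164 ± 284 CPM (mean ± SD, n = 3), a log2 fold change of 3.17 (standard error 0.266, adjusted p = 0.00729 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Pon1* and *Angptl8* rose by 3.30 and 3.08 on the log2 scale. *Npr3* (ENSMUSG00000022206, chromosome 15, 11839896 to 11907287) had the largest fall of the 6 genes called lower at an adjusted p under 0.01, from 347 ± 203 to 10.4 ± 1.38 CPM, a log2 fold change of -5.06 (standard error 0.446, adjusted p = 0.00729 from the same edgeR test with Benjamini-Hochberg adjustment). Its exons are overlapped over 3.42% by Gm5144. *Rpl29* (ENSMUSG00000048758, chromosome 9, 106429454 to 106431568) fell from 146 ± 71.7 to 5.44 ± 0.516 CPM, a log2 fold change of -4.74. It has 6 near-identical copies in the genome, which share 62.9% to 74.4% of their 50-base words with it, so its own count is uncertain. *Kcnj15*, Gm5627 and Ighv1-18 fell by 4.00, 3.60 and 3.39 on the log2 scale, and *Nnat* by 3.28 (adjusted p = 0.0152 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).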

To determine the functional implications of *Yap/Taz* loss-induced *S100b* expression, we specifically overexpressed *S100b* in adipocytes for 4 weeks by locally delivering AAV-ADP-*S100b* in scWAT. We found that ectopically-expressed S100B robustly induced beige fat biogenesis in scWAT especially after cold exposure (Fig. 3f). Consistently, the expression of thermogenic genes such as *Ucp1*, *Dio2*, *Cox8b,* and *Elovl3* was drastically upregulated in scWAT before and especially after cold exposure (Fig. 3g, h), while no change was observed in adipocyte identity gene expression (Supplementary Fig. 3e). When overexpressing S100B in differentiated beige adipocytes, thermogenic *Ucp1* and adipogenic genes were not altered (Supplementary Fig. 3f, g), further supporting that S100B promotes beige fat biogenesis through a non-adipocyte-autonomous mechanism. To examine whether S100B is responsible for *Yap/Taz* loss-induced sympathetic innervation increase of scWAT, we performed S100B overexpression in scWAT of wild-type mice and *S100b*/*Yap/Taz* knockout by local injection of respective AAV-tandem gRNAs in scWAT of *Rosa26-LSL-Cas9;Adipoq*^*Cre*^ mice^31^. The results show that enforced expression of S100B in scWAT profoundly promoted sympathetic parenchymal innervation (Fig. 3i, j and Supplementary Fig. 3h). Consistently, *Yap/Taz* deletion increased sympathetic innervation in scWAT, which was blocked when deleting *S100b* simultaneously (Fig. 3k, l). Also, *Yap/Taz* loss-induced UCP1 expression in scWAT disappeared when deleting *S100b* meanwhile (Fig. 3m). *Yap/Taz* loss in scWAT bona fide induced *S100b* expression not only in YT-AKO mice but also in YT-iAKO mice and in *Yap*^*fl/fl*^*/Taz*^*fl/fl*^ mice locally injected with AAV-ADP-Cre (Supplementary Fig. 3i, j). Besides male mice, we also repeated the experiments in adult female mice and got similar results (Supplementary Fig. 3k, l). Together, these findings demonstrate that *Yap/Taz* loss in adipocytes induces expression of *S100b* that increases sympathetic innervation and thus beige fat biogenesis in scWAT.

### YAP/TAZ impede C/EBPβ-PRDM16 complex formation to suppress *S100b* expression

Since YAP/TAZ interact with PRDM16 that promotes *S100b* expression by an unknown mechanism^6^, we hypothesized that YAP/TAZ regulates *S100b* expression by regulating PRDM16’s activity. Through analyzing the ChIP-seq data of PRDM16 (GSE63965), we found that PRDM16 can bind to the promoter of *S100b* (SP), which was validated by Cut&Tag-qPCR assay (Fig. 4a, h). Whole-body knockout or transgenic overexpression of PRDM16, respectively, decrease or increase *S100b* expression in scWAT^6^. To exclude potential systemic effects of whole-body knockout on *S100b* expression, we locally delivered AAV-*Prdm16*-gRNA into scWAT of *Rosa26-LSL-Cas9;Adipoq*^*Cre*^ mice to knock out *Prdm16* specifically in adipocytes. RT-qPCR results showed that *Prdm16* knockout in scWAT adipocytes decreased *S100b* expression (Supplementary Fig. 4a, b). On the other hand, forced expression of PRDM16 in differentiated beige adipocytes markedly promoted *S100b* expression, which was largely blocked by co-expression of YAP/TAZ (Supplementary Fig. 4c, d). Together, these results reveled that PRDM16 promotes *S100b* expression by binding to the SP in a cell-autonomous manner, which can be blocked by YAP/TAZ.

**Fig. 4:**
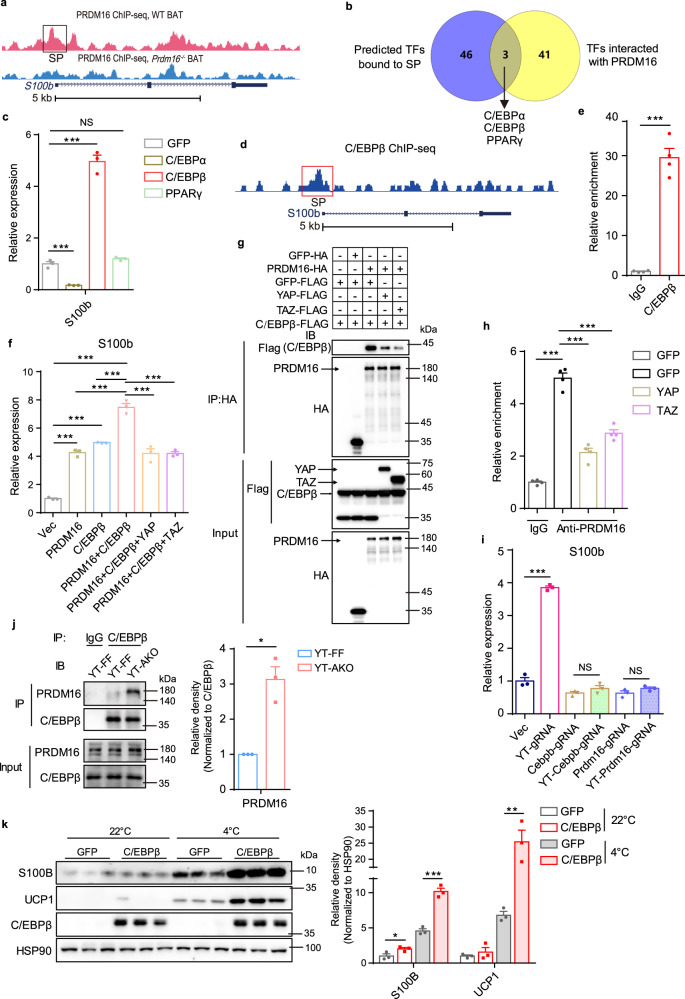
YAP/TAZ suppress C/EBPβ-PRDM16 complex formation to inhibit S100b expression. **a** Alignment of PRDM16 ChIP-seq peaks at *S100b* gene locus in BAT. *S100b* gene is structured with introns (line), exons (box), and direction (arrow). **b** A Venn diagram showing the putative transcriptional factors (TFs) bound to *S100b* promoter (SP) and interacted with PRDM16. **c** Relative mRNA levels of *S100b* in SVF-derived beige adipocytes expressed with indicated proteins. **d** Alignment of C/EBPβ ChIP-seq peaks at *S100b* gene locus in 3T3-L1 cells. **e** Relative enrichment of C/EBPβ on SP in SVF-derived beige adipocytes. **f** Relative mRNA levels of *S100b* in SVF-derived beige adipocytes expressed with indicated proteins. **g** Co-IP of C/EBPβ and PRDM16 in HEK-293T cells expressed with indicated proteins. **h** Relative enrichment of PRDM16 on SP in SVF-derived beige adipocytes expressed with indicated proteins. **i** Relative mRNA levels of *S100b* in SVF-derived beige adipocytes from Cas9^tg/tg^ scWAT injected with AAV-Vec, AAV-*Yap*/*Taz-*gRNA, AAV-*Cebpb-*gRNA, AAV-*Yap*/T*az*-*Cebpb-*gRNA, AAV-*Prdm16-*gRNA, AAV-*Yap*/*Taz*-*Prdm16-*gRNA, respectively. **j** Endogenous co-IP of PRDM16 and C/EBPβ and quantification of immunoprecipitated PRDM16 in scWAT from YT-AKO and YT-FF adult mice (*n* = 3 per group). **k** Immunoblot and quantification of indicated proteins in scWAT injected with AAV-ADP-C/EBPβ or AAV-ADP-GFP for 4 weeks under 22 °C and 4 °C for 2 days (*n* = 3 mice per group). *N* = 3 (**c**, **f**, **i**) or 4 (**e**, **h**) biologically independent cell cultures per group, and data are mean ± s.e.m. Two-tailed unpaired Student’s *t*-test (**e**, **j**, **k**, **h**: IgG-GFP versus anti-PRDM16-GFP group); one-way ANOVA with Bonferroni’s multiple comparisons test (**c**, **f**, **h**: anti-PRDM16 groups); two-way ANOVA with Tukey’s multiple comparisons test (**i**). *P < 0.05, **P < 0.01, ***P < 0.001; NS, not significant. Specific *p*-values and source data are provided as a Source data file.

We next examined whether PRDM16 directly bind to the promoter of *S100b* to regulate its transcription as PRDM16 can directly bind to DNA^32^. Forced expression of PRDM16 (R998Q) mutant, which loses DNA-binding capacity^20^, promoted *S100b* expression in differentiated beige adipocytes to a comparable level of wild-type PRDM16, suggesting that PRDM16 promotes *S100b* expression through collaborating with other transcriptional factors (TFs) but not directly binding to the promoter (Supplementary Fig. 4e, f). To identify such TFs, we used a TF-binding prediction tool to predict potential SP-binding TFs and got forty-nine potential TFs (Fig. 4b). Using LC-MS/MS approach, Yutaka et al. identified forty-four potential DNA-binding TFs in the immunopurified PRDM16 complex from the nuclei of differentiated beige adipocytes^33^. We crossed these two TF lists and got three common hits that are C/EBPα, C/EBPβ, and PPARγ (Fig. 4b). To verify which TF mediates PRDM16’s activity, we individually expressed them in differentiated beige adipocytes and found that only C/EBPβ could robustly promote *S100b* expression (Fig. 4c and Supplementary Fig. 4g). C/EBPβ is essential for adipocyte fate determination and adipogenesis, and forms a transcriptional complex with PRDM16 to initiate a switch from myoblast to brown fat^22,34^. We thus speculated that PRDM16 interacts with C/EBPβ that binds to the SP to promote *S100b* transcription. Through analyzing the ChIP-seq data of C/EBPβ performed in 3T3-L1 cells (GSM686970), we found that C/EBPβ binds to the SP (Fig. 4d). However, C/EBPα, another member of C/EBP family, did not bind to the SP according to the ChIP-seq data performed in brown adipocytes (GSM1218859) (Supplementary Fig. 4h). Using Cut&Tag-qPCR method, we validated that C/EBPβ abundantly bond to the SP in differentiated beige adipocytes (Fig. 4e). When co-expressing C/EBPβ and PRDM16, the *S100b*-inducing effect was much stronger than C/EBPβ or PRDM16 alone, suggesting that they are working in a synergistic way (Fig. 4f and Supplementary Fig. 4i). However, when expressing YAP or TAZ simultaneously, the *S100b*-inducing effect by the PRDM16-C/EBPβ complex disappeared (Fig. 4f and Supplementary Fig. 4i).

Then the next question is how YAP/TAZ negatively regulate this process. We found that *Yap/Taz* deletion in adipocytes did not influence the expression of PRDM16 and C/EBPβ (Supplementary Fig. 4j, k), indicating that other mechanisms are involved rather than YAP/TAZ regulation of PRDM16 and C/EBPβ expression. Given that PRDM16 interacts with YAP, TAZ, and C/EBPβ all through its ZF2 domain (Fig. 1)^22^, we speculated that YAP/TAZ compete with C/EBPβ for ZF2 domain binding and thus impede PRDM16-C/EBPβ complex formation. Indeed, co-IP assays in 293 T cells showed a marked blockade of PRDM16-C/EBPβ complex formation by YAP and TAZ (Fig. 4g). Consistently, Cut&Tag-qPCR results reveled that YAP/TAZ blocked PRDM16’s binding to SP (Fig. 4h). To determine whether the PRDM16-C/EBPβ complex mediates *Yap/Taz* loss-induced *S100b* expression, we used AAV-tandem gRNA to delete *Yap*, *Taz* and *Prdm16* or *Cebpb* combinatorically in beige adipocytes and found that *Yap/Taz* loss-induced *S100b* expression disappeared once *Prdm16* or *Cebpb* was simultaneously deleted (Fig. 4i and Supplementary Fig. 4l). Besides, we isolated scWAT from adult YT-AKO and control mice, and co-IP assays revealed that YAP/TAZ deficiency could significantly enhance the formation of PRDM16-C/EBPβ complex (Fig. 4j). However, YAP/TAZ loss did not influence PRDM16-C/EBPβ complex formation in BAT (Supplementary Fig. 4m). Since cold exposure induces *S100b* expression^6^, we thus investigated whether C/EBPβ get involved in this process. We found that adipocyte-specific expression of C/EBPβ by local injection of AAV-ADP-*Cebpb* in scWAT robustly enhanced *S100b* and *Ucp1* expression after cold exposure (Fig. 4k and Supplementary Fig. 4n, o). To evaluate whether this regulation axis exists in preadipocytes, we examined the expression of PRDM16, C/EBPβ, YAP, and TAZ in preadipocytes and beige adipocytes and found that all these proteins especially PRDM16 and YAP were highly expressed in adipocytes, suggesting that the YAP/TAZ-PRDM16-C/EBPβ axis mainly operates in differentiated beige adipocytes (Supplementary Fig. 4p). Together, these data indicate that YAP/TAZ disrupt PRDM16-C/EBPβ complex formation to inhibit *S100b* expression in adipocytes.

### Cold-induced adrenergic signaling inactivates YAP/TAZ to derepress S100B expression and sympathetic innervation

YAP/TAZ are core transcriptional coregulators of the Hippo pathway, and they bind to transcriptional factors TEADs (TEAD1–4) to regulate target genes’ expression^35^. To determine whether TEADs are involved in the regulation of *S100b* expression, we expressed TEADs binding-deficient mutants of YAP (S79A) and TAZ (S51A)^36^ in differentiated beige adipocytes and found that they could still inhibit *S100b* expression to similar extents as wild-type YAP/TAZ (Supplementary Fig. 5a). In supporting of this point, co-IP assays showed that YAP (S79A) and TAZ (S51A) disrupted PRDM16-C/EBPβ complex to a similar extent as wild-type YAP/TAZ (Supplementary Fig. 5b, c). These data indicate that YAP/TAZ regulate S100b expression in a TEADs-binding-independent manner.

Previous studies have shown that cold exposure can promote both S100B expression and sympathetic innervation in scWAT^6,24^, yet the underlying mechanism is still unknown. Cold exposure induces noradrenaline (NE) secretion to activate β-adrenergic receptors (β-AR), which in turn induces cyclic adenosine monophosphate (cAMP) accumulation and consequently protein kinase A (PKA) activation^37^. This adrenergic signaling plays a dominant role in adipocyte thermogenesis and lipolysis under cold condition^38^. We thus speculated that the NE-β-AR-cAMP-PKA signaling may be responsible for cold-induced S100B expression. Indeed, both NE and FSK (an adenylyl cyclase activator) effectively promoted S100B expression in beige adipocytes, which was blocked by H89 (a PKA inhibitor) (Fig. 5a). To further explore the role of YAP/TAZ during this process, we found that NE-stimulated phosphorylation of YAP (pYAP-S112) and TAZ (pTAZ-S89) in beige adipocytes, peaking at 30 min and then gradually attenuating (Fig. 5b). Also, we observed that FSK robustly induced YAP/TAZ phosphorylation while H89 abolished NE-induced YAP/TAZ phosphorylation, indicating that the cAMP-PKA axis mediates this induction (Fig. 5c). This is consistent with a previous study showing that PKA regulates cell proliferation and differentiation by regulating Hippo pathway activaty^39^. Furthermore, β3-adrenergic receptor agonist CL-316,243 simulated YAP/TAZ phosphorylation and promoted *S100b* expression as well (Supplementary Fig. 5d, e).

**Fig. 5:**
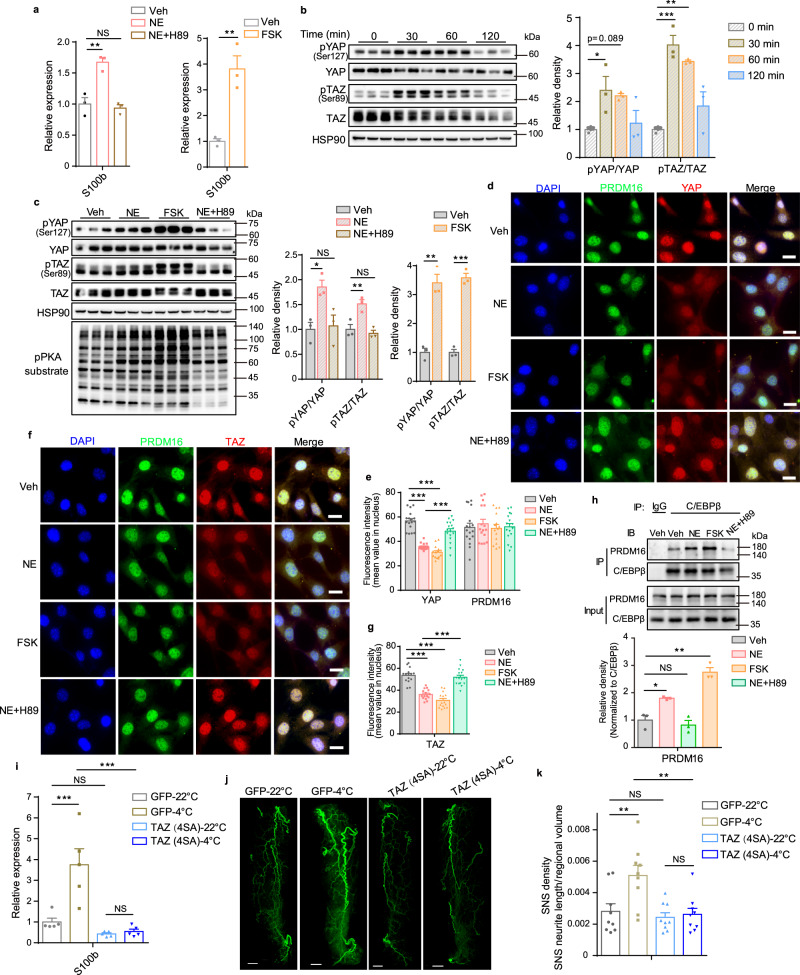
NE-cAMP-PKA signaling stimulates YAP/TAZ phosphorylation to release their inhibition on S100b expression and sympathetic innervation. **a** Relative mRNA level of *S100b* after treatment with indicated reagents for 12 h. **b** Time course of YAP and TAZ phosphorylation in response to NE treatment. **c** Phosphorylation of YAP and TAZ after treatment with NE, NE + H89, and forskolin (FSK) for 30 min, respectively. **d**–**g** Immunofluorescence staining of endogenous YAP (**d**), TAZ (**f**) and PRDM16 (**d**, **f**), and their quantification (**e**, **g**) after treated with indicated reagents for 30 min (*n* = 17, 16, 15, 17 cells for Veh, NE, FSK, NE + H89 group, respectively, in (**e**); *n* = 15, 15, 15, 16 cells for Veh, NE, FSK, NE + H89 group, respectively, in **g**). Scale bars: 20 μm. **h** Co-IP of endogenous PRDM16 and C/EBPβ and quantification after treated with indicated reagents for 30 min. **i** Relative mRNA level of *S100b* in scWAT injected with AAV-ADP-TAZ(4SA) or AAV-ADP-GFP for 3 weeks then under 22 °C and 4 °C for 2 days (*n* = 5 mice per group). **j**, **k** Whole-mount TH immunostaining (**j**) and quantification (**k**) of cleared scWAT as in (**i**) under 22 °C and 4 °C for 4 days (*n* = 9 random subregions from 3 independent tissues per group). Scale bars: 1 mm. Experiments in (**a**–**h**) were performed with SVF-derived beige adipocytes. *N* = 3 (**a**–**c**, **h**) biologically independent cell cultures per group, and data are mean ± s.e.m. Two-tailed unpaired Student’s *t*-test [Veh versus FSK groups in (**a**), (**c**), (**e**), (**g**) and (**h**)]; one-way ANOVA with Tukey’s multiple comparisons test (**a**–**c**, **e**, **g**, **h**); two-way ANOVA with Tukey’s multiple comparisons test (**i**, **j**). *P < 0.05, **P < 0.01, ***P < 0.001; NS, not significant. Specific *p*-values and source data are provided as a Source data file.

We next investigated how the increased YAP/TAZ phosphorylation regulates *S100b* expression. Given that YAP/TAZ phosphorylation promotes their nucleus-to-cytoplasm shuttling, we first examined their subcellular abundance by immunofluorescence and found that YAP/TAZ were decreased in the nucleus while PRDM16 was not altered upon NE stimulation or PKA activation (Fig. 5d–g and Supplementary Fig. 5f), which was confirmed by nuclear and cytoplasmic protein extraction assays (Supplementary Fig. 5g–i). Consistent with lower level of YAP/TAZ in nucleus upon NE or FSK treatment, the formation of PRDM16-C/EBPβ complex was increased (Fig. 5h). In addition, nucleus-localized YAP (5SA) and TAZ (4SA) could block PRDM16-C/EBPβ formation more robustly than wild-type YAP and TAZ (Supplementary Fig. 6a, b). These findings indicate that the NE-cAMP-PKA signaling induces YAP/TAZ phosphorylation that excludes them from the nucleus and thus separate them from and release their inhibition on the formation of nuclear PRDM16-C/EBPβ complex. We corroborated this conclusion in vivo by showing that cold exposure stimulated YAP/TAZ phosphorylation in scWAT (Supplementary Fig. 6c, d). Furthermore, cold exposure could not induce S100B expression anymore and UCP1 induction was also greatly decreased in scWAT when expressing TAZ (4SA) in scWAT^40^ (Fig. 5i and Supplementary Fig. 6e, f). In the meanwhile, cold exposure-induced sympathetic innervation was greatly impaired in scWAT expressed with TAZ (4SA) (Fig. 5j, k). These effects were not due to impaired adipocyte development because TAZ (4SA) expression had not affected expression of adipocyte identity genes (Supplementary Fig. 6g). Together, these findings reveal that cold-induced adrenergic signaling promotes YAP/TAZ phosphorylation and sequester them in the cytoplasm to release their binding to and inhibition on nuclear PRDM16, which promotes S100B expression and subsequently sympathetic innervation.

### *Yap/Taz* loss in adipocytes protects mice from age-associated and HFD-induced obesity

Both in humans and mice, aging is linked to increased fat mass, loss of lean mass, impaired insulin sensitivity and decreased energy expenditure^41,42^. Aging is also associated with white adipose tissue neuropathy, leading to a loss of innervation around tissue vasculature^43^. These observations prompted us to ask whether YAP/TAZ deficiency could improve WAT sympathetic innervation and energy homeostasis in aging condition. Insulin tolerance test and glucose tolerance test revealed that old YT-AKO mice had improved insulin sensitivity and glucose clearance capacity compared to control mice (Fig. 6a, b), while there was no difference when they were young (Supplementary Fig. 7a, b). Although the old YT-AKO mice had same body weight as their controls, their fat mass was markedly decreased while their lean mass was increased (Fig. 6c). Specifically, the size and weight of white adipose tissue including scWAT and epididymal WAT (eWAT) but not BAT were smaller and lighter than controls (Fig. 6d, e), although lipolytic ability did not change between YT-AKO and control mice as revealed by similar phosphorylation level of Hormone-sensitive lipase (HSL) and Perilipin1 (Supplementary Fig. 7c–f). Accordingly, YT-AKO mice had smaller adipocytes in scWAT and eWAT, which might contribute to the improved insulin sensitivity (Fig. 6f, g). Consistent with greatly upregulated expression of thermogenic genes like *Ucp1*, energy expenditure (VO2) of YT-AKO mice was 13.7% higher than that of controls (Fig. 6h–k), with no difference in food intake and locomotor activity (Supplementary Fig. 7g, h). Considering a large reduction of lipid content but no liver steatosis in YT-AKO old mice, we measured serum level of NEFA and TG and found that no more lipid metabolites accumulated, suggesting that the lost fat was burned by beige fat (Supplementary Fig. 7i, j). Mechanistically, the expression of neurotrophic factor S100B and tyrosine hydroxylase (TH, a marker of sympathetic nerves) were largely increased in YT-AKO scWAT (Fig. 6j, k). Whole-mount imaging also revealed a denser sympathetic innervation in YT-AKO scWAT (Fig. 6l, m). Together, these results indicate that loss of *Yap/Taz* in adipocytes improves systemic metabolism of old mice through inducing beige fat biogenesis.

**Fig. 6:**
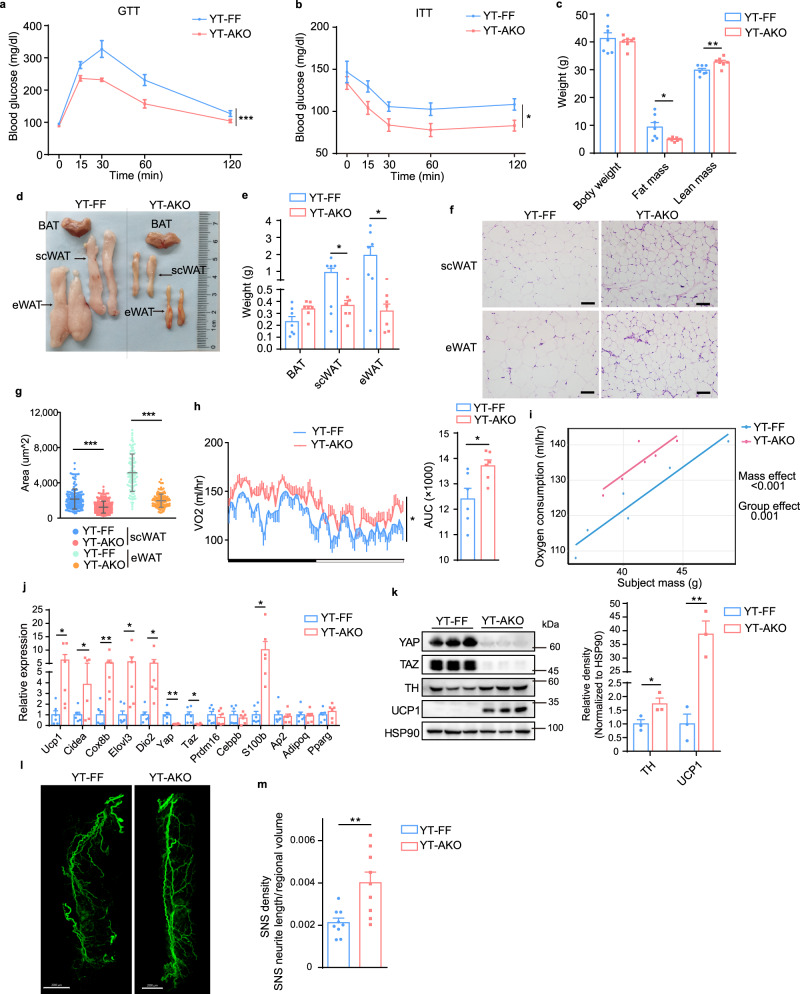
Adipocyte-specific loss of *Yap/Taz* counteracts age-associated obesity and insulin resistance. **a**, **b** Glucose tolerance test (GTT) (**a**) and insulin tolerance test (ITT) (**b**). **c** Body weight, fat mass and lean mass. **d**, **e** Gross view (**d**) and weight (**e**) of three adipose tissues. **f**, **g** H&E sections of scWAT and eWAT (**f**) and cell area quantification (**g**) (*n* = 101 cells in eWAT from YT-FF, 119 cells in eWAT from YT-AKO, 149 cell in scWAT from YT-FF and 204 cells in scWAT from YT-AKO group of three independent sections). Scale bars: 50 μm. **h**, **i** Oxygen consumption. **j** Relative mRNA levels of indicated genes in scWAT. **k** Immunoblot of indicated proteins in scWAT. **l**, **m** Whole-mount TH immunostaining (**l**) and quantification (**m**) of cleared scWAT (n = 9 random subregions from 3 independent tissues per group). Scale bars: 2 mm. All the experiments were performed with 12-month-old YT-AKO and YT-FF male mice. *N* = 3 (**k**), 6 (**h**–**j**), 7 (**a**–**c**, **e**) mice per group, and data are mean ± s.e.m. Two-tailed unpaired Student’s *t*-test (**c**, **e**, **g**, **h**—AUC, **j**, **k**, **m**); two-way repeated-measures ANOVA (**a**, **b**, **h**); CaIR-ANCOVA (**i**). *P < 0.05, **P < 0.01, ***P < 0.001. Specific *p*-values and source data are provided as a Source data file.

Our previous study revealed that WAT from obese mice expresses higher level of YAP/TAZ^16^, which suggested that targeting YAP/TAZ in adipose tissue may improve systemic metabolism of obesity. When fed high-fat diet (HFD), YT-AKO mice gained less body weight starting at 7 weeks of HFD feeding and maintained at similar level as control mice fed normal diet (ND) (Supplementary Fig. 8a). This obesity-resistant phenotype of YT-AKO mice was largely due to their less fat mass accumulation (Supplementary Fig. 8b). Accordingly, scWAT and eWAT had much lighter tissue weight and smaller adipocyte size, and YT-AKO mice had no fatty liver (Supplementary Fig. 8c, d). In contrast, YT-AKO mice had higher whole-body energy expenditure (VO2) but no change in food intake and locomotor activity (Supplementary Fig. 8e–g). Thermogenic genes like *Ucp1*, *Dio2,* and *Cox8b* were robustly upregulated, while pro-inflammatory genes including *Tnf*, *Il1b,* and *Nos2* were largely downregulated in the scWAT of YT-AKO mice (Supplementary Fig. 8h, i). Besides, *S100b* in scWAT was upregulated and sympathetic innervation was also increased in YT-AKO mice (Supplementary Fig. 8h–k). Compared to control mice, there were no more lipids accumulated in sera of YT-AKO mice under HFD condition (Supplementary Fig. 8l, m). These beneficial alterations together markedly improved insulin sensitivity and glucose tolerance of YT-AKO mice (Supplementary Fig. 8n, o).

Having established the prevention role of *Yap/Taz* loss in HFD-induced obesity, we next investigated whether their loss can reverse pre-established obesity. To this end, we used YT-iAKO mice fed HFD for 11 weeks to establish obesity, and then administrated with tamoxifen to delete *Yap/Taz* in adipocytes. Indeed, the pre-established obesity was reversed by 4 weeks of tamoxifen-induced *Yap/Taz* loss to a comparable level as control mice fed ND (Supplementary Fig. 9a). Similar to YT-AKO mice, YT-iAKO scWAT and eWAT had dramatically reduced tissue weight and smaller adipocyte size, and YT-iAKO mice had no fatty liver as well (Supplementary Fig. 9b, c), with slightly increased lipolytic ability in scWAT and eWAT (Supplementary Fig. 9d–g). YT-iAKO mice also had higher whole-body energy expenditure (VO2) but no change in food intake and locomotor activity (Supplementary Fig. 9h–j). Consistently, the expression of thermogenic genes and sympathetic innervation were robustly increased while inflammatory genes were largely downregulated in the scWAT of YT-iAKO mice (Supplementary Fig. 9k–m). Also, there was no lipid metabolite accumulation in sera of YT-iAKO mice under HFD feeding condition compared to those of controls (Supplementary Fig. 9n, o).

Adipose tissue inflammation is tightly associated with metabolic function. To dissect the inflammatory response of scWAT from YT-AKO and control mice, we analyzed the RNA-seq data of scWAT from adult YT-AKO and control mice fed normal diet. GSEA of acute and chronic inflammatory responses did not show significant difference between two groups, indicating that *Y*AP/TAZ deletion does not influence inflammatory response but promote browning of scWAT under normal diet feeding condition (Supplementary Fig. 10a, b). On the other hand, WAT is infiltrated with pro-inflammatory M1 macrophages under HFD-induced or aging associated obesity condition^44,45^. 

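The acute and chronic inflammatory response sets of Supplementary Fig. 10 were not used here. In their place, 42 inflammatory genes were listed before the counts were seen, of which 36 passed the filter on low counts. Their median log2 fold change between the libraries labelled YT-AKO, for which *Wwtr1* went against the label, and YT-FF was 0.55, with 23 genes rising and 13 falling (camera, adjusted p = 0.0824 over the lists). Before adjustment camera's p was under 0.05, which did not hold under fry (adjusted p = 0.288) or with the correlation estimated from the data (adjusted p = 0.738). Of the 6 libraries, the one labelled YT-AKO 1 moved the median most. Without it, the median was 0.15, and without YT-FF 3 it was 0.50, and in both fits camera's p was above 0.05 before adjustment. With the 211 tested genes of Reactome's cytokine signaling set, of which 7 are in the list, the median was -0.25, the opposite direction. Over 13 Reactome sets, its adjusted p was 0.00949 with camera, 0.0417 with fry and 0.415 with camera and the correlation estimated. Of the 36 genes, 5 were higher and 0 lower at an adjusted p under 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 4 were higher when adjusted over the list alone. *Tnf* was counted at 6.74 ± 0.573 CPM (mean ± SD, n = 3) in YT-FF and 6.22 ± 1.59 in the libraries labelled YT-AKO, a log2 fold change of -0.11, whose sign differed between the fits that each left out one library (-0.26 to 0.09). *Il1b* had a log2 fold change of 1.53, with 5.99 CPM in YT-AKO 1 against 1.89 and 1.00 in YT-AKO 2 and 3, and *Nos2* one of -0.66. Their adjusted p-values were 0.764, 0.129 and 0.217 from the same edgeR test with Benjamini-Hochberg adjustment.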

As expected, we found that macrophages particularly M1 macrophages were less infiltrated into both scWAT and eWAT of YT-iAKO mice under HFD feeding condition. However, M1 macrophages were less infiltrated into only eWAT, the main expanded fat pad during aging (Supplementary Fig. 10c–k). In addition, percentage of M2 adipose tissue macrophages was decreased in old mice^45^. Consistently, percentages of M2 macrophages were significantly increased in scWAT and eWAT from YT-AKO aging mice, indicating an anti-inflammatory microenvironment in YT-AKO adipose tissues (Supplementary Fig. 10d–g).

### Loss of *Yap/Taz* promotes beige fat biogenesis in browning-reluctant visceral WAT

Metabolic diseases come along with excessive accumulation of vWAT in obesity, including insulin resistance, diabetes and hyperlipidemia^46^. Although much less beige fat is induced upon adrenergic stimulation in vWAT than scWAT, it can profoundly ameliorate obesity and related metabolic dysfunction^8,47^. Through examining protein level of YAP/TAZ in different fat depots, we found that YAP/TAZ especially TAZ were greatly enriched in eWAT compared to BAT (Fig. 7a, b). Conversely, the phosphorylated and inactive YAP and TAZ were dramatically decreased in eWAT (Fig. 7a, c). There data indicated that active and stable YAP/TAZ were greatly accumulated in eWAT compared to BAT and scWAT. Since *Yap/Taz* loss induces beige fat biogenesis in scWAT, we then examined whether it also happens in eWAT. We found that *Yap/Taz* loss profoundly induced beige fat formation in eWAT as shown by robustly increased expression of thermogenic genes like *Ucp1*, *Cox8b, elovl3* and *Dio2* after cold exposure for 1 week, with less dramatic change observed under room temperature condition (Fig. 7d, e and Supplementary Fig. 11a). Histologically, YT-AKO eWAT showed an evident beige fat morphology under cold condition compared to control mice (Fig. 7f). Whole-mount imaging of UCP1 confirmed much more beige fat biogenesis in the eWAT of YT-AKO mice (Fig. 7i and supplementary Movie 3). Mechanistically, *S100b* was dramatically induced in eWAT of YT-AKO mice under cold condition and the sympathetic innervation was greatly increased (Fig. 7d, g, h and Supplementary Fig. 11b), echoing previous reports showing that eWAT expresses less S100B and has less sympathetic innervation compared to scWAT^6,23^.

**Fig. 7:**
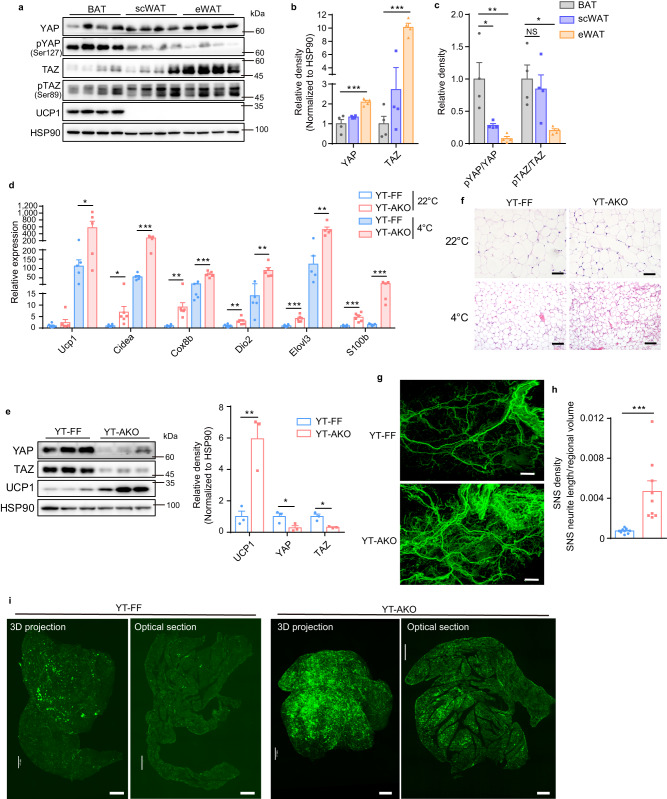
*Yap/Taz* loss induces beige fat biogenesis in eWAT. **a**–**c** Immunoblot (**a**) and quantification (**b**, **c**) of indicated proteins in three adipose tissues. **d** Relative mRNA levels of indicated genes in eWAT from mice under 22 °C or 4 °C for 7 days. **e** Immunoblot and quantification of indicated proteins in eWAT from mice post cold exposure for 7 days. **f** H&E sections of eWAT as in (**d**). Scale bars: 100 μm. **g**, **h** TH immunostaining (**g**) and quantification (**h**) of cleared eWAT by fluorescence light-sheet microscopy imaging (*n* = 9 random subregions from 3 independent tissues per group). Scale bars: 0.5 mm. **i** UCP1 immunostaining of cleared eWAT as in (**e**) by fluorescence light-sheet microscopy imaging. Scale bars: 1 mm. *N* = 3 (**e**), 4 (**a**–**c**), 5 (**d**—4 °C), or 6 (**d**—22 °C) mice per group, and data are mean ± s.e.m. Two-tailed unpaired Student’s *t*-test (**d**, **e**, **h**); one-way ANOVA with Bonferroni’s multiple comparisons test (**b**, **c**). *P < 0.05, **P < 0.01, ***P < 0.001; NS, not significant. Specific *p*-values and source data are provided as a Source data file.

Interestingly, *Yap/Taz* loss in adipocytes also resulted in profound beige fat biogenesis in eWAT of both age-associated and HFD-induced obese mice, while expression of inflammatory factors markedly decreased in HFD-induced obese mice (Supplementary Fig. 11c, d). Strikingly, eWAT had comparable expression of UCP1 as scWAT in YT-AKO mice fed HFD and in old mice (Supplementary Fig. 11e–h), indicating eWAT partially gained metabolically beneficial properties of scWAT upon *Yap/Taz* loss. Collectively, these findings suggest that YAP/TAZ deficiency can functionally turn inert and metabolically unhealthy visceral WAT into relatively active and metabolically benign even healthy subcutaneous WAT, which normalizes metabolic abnormalities under diet-induced obesity and aging conditions.

### AAV-*ADP-S100b* administration in visceral WAT relieves obesity and improves glucose homeostasis

By reanalyzing the RNA-seq data of WAT from individuals with lean or obese phenotype (GSE141432), we found that S100B was greatly decreased while TAZ was increased in obese ones (Fig. 8a–c). But there was no change of PRDM16 and C/EBPβ (Fig. 8d, e). Furthermore, RNA-seq data in the GTEx database of visceral fat from young and old individuals revealed that S100B was downregulated while YAP/TAZ were upregulated in old ones (Supplementary Fig. 12a–c). Also, there was no change of PRDM16, accompanying with a little decrease in C/EBPβ (Supplementary Fig. 12d, e). These findings suggest that YAP/TAZ-S100B axis may serve as a therapeutic target in humans to activate inert and metabolically unhealthy visceral WAT and improve glucose homeostasis under diet-induced obesity and aging conditions.

**Fig. 8:**
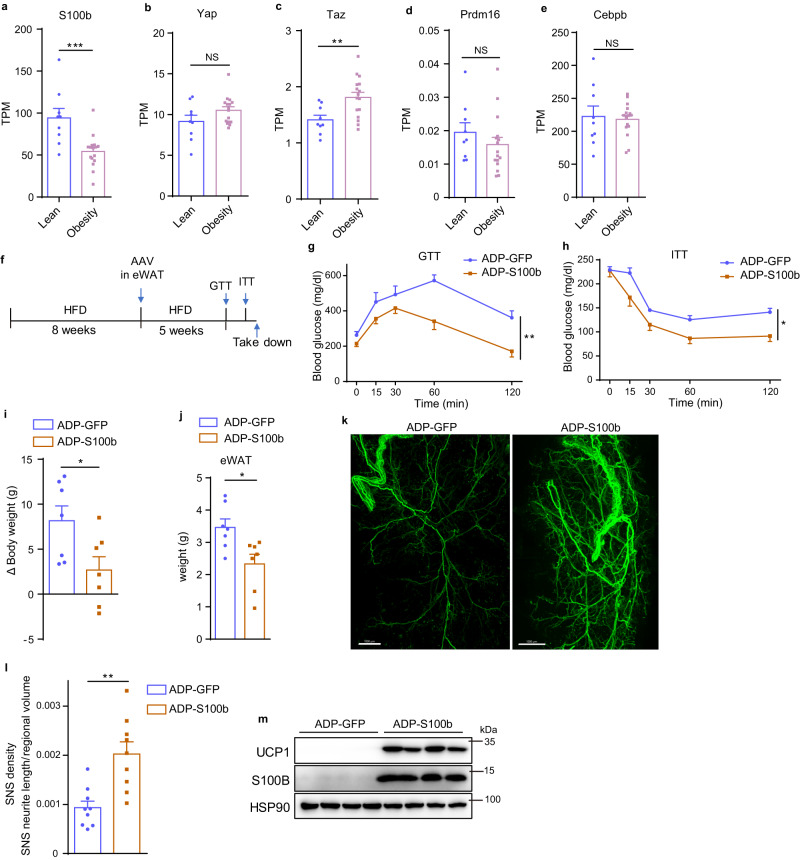
AAV-*ADP-S100b* administration in visceral WAT restrains diet-induced obesity and improves glucose homeostasis. **a**–**e** mRNA abundance (TPM) of indicated genes in WAT from individuals with lean or obese phenotype, measured by RNA-seq from GEO (GSE141432) (*n* = 9 individuals in lean group and 16 individuals in obesity group). **f** Schematic diagram of AAV administration in eWAT from HFD-induced obese mice. **g**, **h** Glucose tolerance test (GTT) (**g**) and insulin tolerance test (ITT) (**h**) of mice as in (**f**). **i**, **j** Weight gain of HFD-induced obese mice (**i**) and tissue weight of eWAT (**j**) upon AAV administration. **k**, **l** Whole-mount TH immunostaining (**k**) and quantification (**l**) of cleared eWAT upon AAV administration (*n* = 9 random subregions from 3 independent tissues per group). Scale bars: 1 mm. **m** Immunoblot of indicated proteins in eWAT upon AAV administration. *N* = 4 (**m**) or 7 (**g**–**j**) mice per group, and data are mean ± s.e.m. Two-tailed unpaired Student’s *t*-test (**a**–**e**, **i**, **j**, **l**); Two-way ANOVA (**g**, **h**). *P < 0.05, **P < 0.01, ***P < 0.001. Specific *p*-values and source data are provided as a Source data file.

To test the therapeutic potential, HFD-induced obese mice and old mice were administrated with AAV-*ADP-S100b* in eWAT, respectively (Fig. 8f and Supplementary Fig. 12f). GTT and ITT results reveal that mice from treatment group exhibited better glucose homeostasis compared to control group (Fig. 8g, h and Supplementary Fig. 12g, h). Correspondingly, the treatment group gained less body weight and visceral fat, which showed denser sympathetic innervation and higher expression of UCP1 (Fig. 8i–m and Supplementary Fig. 12i–m). We examined serum level of S100B and found that the upregulated S100B expression in eWAT did not affect circulating S100B level (Supplementary Fig. 12n), suggesting that S100B functions in WAT probably through a paracrine but not endocrine effect. All together, these data indicate that ectopically expressing S100B in vWAT by AAV could be an effective and safe means to treat obesity and associated metabolic disorders.

## Discussion

PRDM16 plays a dominant role in brown and beige fat development and function through transcriptional regulation of their cell fate determination, differentiation, and identity maintenance. PRDM16 acts as a coactivator by collaborating with master transcriptional factors like PPARγ and PGC1α to broadly elicit thermogenic program in brown and beige progenitors and mature cells^11^. MicroRNA-mediated transcription and E3 ligase-mediated protein degradation has been established to regulate PRDM16 level^48,49^. Here, we identified that YAP/TAZ acts as a molecular switch of beige fat innervation through their association and dissociation with transcriptional coactivator PRDM16, which controls PRDM16-C/EBPβ complex formation to regulate *S100b* expression and sympathetic innervation. Previous study reported that TLE3 disrupts PRDM16-PPARγ complex to broadly and directly suppress thermogenic program in a beige adipocyte-autonomous way^50^. In our study, YAP/TAZ blockade of PRDM16-C/EBPβ complex formation did not directly affect thermogenic program in beige adipocytes, instead it specifically inhibited *S100b* expression to impair sympathetic innervation and thus indirectly suppressed beige fat biogenesis and thermogenesis.

Sympathetic nerves play critical roles in lipolysis and beige fat biogenesis upon cold exposure and hormone stimulation^5^. Selective sympathetic denervation in scWAT and BAT impairs cold-induced thermogenesis^24,51^. As a browning-resistant fat, eWAT has much less sympathetic nerves than scWAT, making it rational to increase eWAT innervation for enhanced beige fat biogenesis and energy expenditure^23^. Previous studies established that cold exposure triggers sympathetic expansion in WAT, but the underlying mechanisms are poorly understood^24,52^. PRDM16 promotes neurotrophic factor S100B expression and sympathetic innervation of WAT also through unknown mechanisms^6,23^. Here, we revealed that cold-elicited cAMP-PKA signaling phosphorylates and inactivates YAP/TAZ, which impedes their binding to PRDM16 and thus enhance PRDM16-C/EBPβ complex formation for *S100b* expression and sympathetic innervation in adipose tissue (Supplementary Fig. 13).

In our study, we did not observe any induction of thermogenic genes in BAT from YT-AKO mice compared to controls, probably due to two reasons. First, BAT has much more PRDM16 but less non-phosphorylated and active YAP/TAZ than scWAT and eWAT^8^, thus YAP/TAZ cannot compete with overwhelming amount of PRDM16 in BAT for C/EBPβ association, and that YAP/TAZ deletion in BAT did not influence PRDM16-C/EBPβ interaction (Supplementary Fig. 4m). Second, PRDM16 deletion in adipocytes displays a relatively normal pattern of gene expression in BAT, suggesting other compensatory mechanisms are involved in BAT^9^. Tharp et al. used *Ucp1*^*Cre*^ to delete one copy of *Yap/Taz* in brown fat, and they proposed that YAP/TAZ can promote *Ucp1* expression and thermogenic capacity in brown adipocytes in a TEADs-dependent way^53^. However, we used the same *Ucp1*^*Cre*^ to even delete two copies of *Yap/Taz* and observed no alteration of *Ucp1* expression except a neurological symptom (Supplementary Fig. 1e, and supplementary Movie 1), which was probably attributed to a leak of *Ucp1*^*Cre*^ expression in the central nervous system that affected the development of brain like cerebellum and whole-body metabolism including thermogenesis^54–56^. Wang et al. reported that YAP/TAZ can protect against white adipocyte death and YAP/TAZ loss in adipocytes induces cell apoptosis and impedes fat mass accumulation under HFD feeding condition^15^. However, they did not explain where to go and how to be utilized of released lipids from dead cells. Since lipolytic ability of WAT from YT-AKO did not enhance markedly, our data suggest that the released lipids from apoptotic adipocytes are utilized as fuels for increased beige fat.

By adipocyte-specific deletion of YAP/TAZ, we prove in concept that inhibiting YAP/TAZ in adipose tissues particularly in visceral white adipose tissue could be an effective therapeutic approach to treat diet-induced or aging-related obesity and their associated metabolic disorders. Furthermore, Hippo signaling inactivation is associated with various cancers and high nucleus levels of YAP/TAZ expression correlate with poor prognosis and therapeutic resistance^57^. Thus, targeting the Hippo pathway particularly YAP/TAZ could not only improve metabolism abnormalities but also enhance therapeutic effects in some aggressive cancers. RNA interference (RNAi) has been demonstrated to be a powerful therapeutic strategy and the advancements in pharmaceutical chemistry bring RNAi-based drugs into clinical application^58^. Besides, proteolysis targeting chimeras (PROTACs) technology is an emerging technology, which can effectively promote degradation of proteins that are difficult to target with small molecules^59^. All these technologies provide promising means to target YAP/TAZ for the prevention and treatment of obesity and associated metabolic disorders and cancers. In this study, we targeted S100B-the downstream of YAP/TAZ by adipocyte-specific promoter-driven expression in eWAT, which improved obesity and associated metabolic disorders.

In summary, our study revealed that YAP/TAZ interact with PRDM16 to disrupt PRDM16-C/EBPβ complex, which represses *S100b* expression and sympathetic innervation expansion. Enhancement of sympathetic innervation through targeting the YAP/TAZ-S100B axis promotes beige fat biogenesis and energy expenditure, which ameliorate diet-induced or age-associated obesity and their concomitant metabolic dysfunction.

## Methods

### Mice

Animal studies were in compliance with the regulations by the Institutional Animal Care and Use Committee (IACUC) of Peking University (IMM-QiuYF-1). All mice were housed at temperature (22 ± 1 °C) and humidity (60% ± 10%) controlled environment under 12 h–12 h light-dark cycle, and had free access to water and normal chow diet (Xietong Shengwu, 1010063). Unless otherwise specified, 8–10-week-old male mice were used in animal experiments. *Yap1*^*fl/fl*^ (027929, C57BL/6–129), *Adipoq*^*Cre*^ (028020, C57BL/6), *Ucp1*^*Cre*^ (024670, C57BL/6), *Adipoq*^*CreERT2*^ (025124, C57BL/6), *E2a*^*Cre*^ (003724, C57BL/6), and Rosa26-LSL-Cas9 knock-in (026175, C57BL/6) mice were purchased from The Jackson Laboratories. *Taz*^*fl/fl*^ mice (C57BL/6–129) were kindly provided by Nan Tang (National Institute of Biological Sciences, Beijing, China). YT-AKO, YT-UKO and YT-iAKO mice were generated by crossing *Yap1*^*fl/fl*^;*Taz*^*fl/fl*^ mice with *Adipoq*^*Cre*^, *Ucp1*^*Cre*^, *Adipoq*^*CreERT2*^ mice, respectively. *Rosa26-LSL-Cas9;Adipoq*^*Cre*^ and *Cas9*^*Tg/Tg*^ mice were generated by crossing Rosa26-LSL-Cas9 knock-in mice with *Adipoq*^*Cre*^ and *E2a*^*Cre*^ mice, respectively.

For conditional knockout of *Yap* and *Taz*, 100 mg/kg tamoxifen (20 mg/mL in corn oil) (Sigma-Aldrich) was i.p. injected into 8-week-old male mice for 3 doses every other day, tissues were collected after 4 weeks. In HFD-induced obesity model, 100 mg/kg tamoxifen (20 mg/mL in corn oil) was i.p. injected for 5 doses every day into male YT-iAKO and YT-FF mice fed with HFD (Research Diets, D12492) for 11 weeks.

Unless specified, animals used in the experiment are male mice. Mice were euthanatized via asphyxiation using CO2 followed by cervical dislocation.

### Plasmids construction

*Yap*, *Taz, Yap(S79A)*, *Taz(S51A), Yap(5SA), Taz(4SA), Cebpa, Cebpb, Pparg, S100b* and *Prdm16* cDNAs were cloned into pAAV-CAG-MCS vector, which was modified from pAAV-CAG-GFP (Addgene, 37825), to generate pAAV-CAG-Yap, pAAV-CAG-Taz, pAAV-CAG-Yap(S79A), pAAV-CAG-Taz(S51A), pAAV-CAG-Yap(5SA), pAAV-CAG-Taz(4SA), pAAV-CAG-Cebpa, pAAV-CAG-Cebpb, pAAV-CAG-Pparg, pAAV-CAG-S100b and pAAV-CAG-Prdm16. Cyclization recombinase (*Cre)*, *Taz (4SA)*, *Cebpb*, and *S100b* cDNAs were cloned into pAAV-ADP-MCS vector^16^ to generate pAAV-ADP-Cre, pAAV-ADP-Taz (4SA), pAAV-ADP-Cebpb, pAAV-ADP-S100b. As for AAV-mediated guide RNA plasmid construction, the indicated 20 bp gRNA was inserted into pAAV-U6-sgRNA-CMV-GFP vector (Addgene, 85451). To simultaneously knockout multiple genes, gRNAs targeting different genes were linked by 20 bp linkers. gRNAs sequences used in this study are listed in supplementary Table 1.

### Differentiation of primary preadipocytes

For the differentiation of primary preadipocytes, pooled scWAT was isolated from P14-P21 WT mice and digested by Collagenase Type I (2 mg mL^−1^, Sigma-Aldrich) in SVF buffer (1.1 mM CaCl_2_, 2.7 mM KCl, 118 mM NaCl, 0.5 mM MgCl_2_, 0.4 mM NaH_2_PO_4_, 20 mM HEPES pH 7.2, 5.5 mM glucose and 1% BSA (fatty-acid free)) for 50 min at 37 °C, shaking at 120 r.p.m. Stromal vascular fraction (SVF) suspension was filtered through a 75-μm cell strainer and then centrifuged to collect pellet, which was then resuspended and plated in DMEM supplemented with 10% FBS, 20 mM HEPES pH 7.2 and 1% P/S at 37 °C in a humidified 5% CO_2_ incubator. When reaching confluence, the cell culture was replaced by Induction Medium (5 μg mL^−1^ insulin, 1 nM T3, 125 μM indomethacin, 1 μg mL^−1^ dexamethosone, 0.5 mM 3-isobutyl-1-methylxantine and 0.5 μM rosiglitazone). After 48 h, the culture was changed to Maintenance Medium (5 μg mL^−1^ insulin, 1 nM T3, and 0.5 μM rosiglitazone) and cultured for another 4–5 days followed by other beige cell experiments.

### RNA isolation and RT-qPCR

Total RNA was isolated from cells or tissues using TRIzol (Sigma-Aldrich) according to the manufacturer’s instruction. For reverse transcription, 1 ug RNA was used to generate cDNA using the 5×All-In-One MasterMix kit (abm) and RT-qPCR was carried out with ChamQ SYBR qPCR master mix (Vazyme) on ABI StepOnePlus (Applied Biosystems). Relative expression level of mRNAs was calculated by the 2(^−ΔΔCT^) method and 36B4 (Rplp0) was used as an internal control. Primer sequences are listed in Supplementary Table 2.

### CUT&Tag and RT-qPCR

CUT&Tag was performed by using Hyperactive Universal CUT&Tag Assay Kit (Vazyme, TD903) according to the manufacturer’s protocols. In brief, in the 6th day of differentiation, the SVF-derived beige adipocytes were digested from the cell plate, and around 5 × 10^5^ cells in 1.5 mL tude per group were used to do the assay. After binding to ConA beads, the nuclei of adipocytes were incubated at 4 °C overnight with anti-PRDM16 (R&D, 1:50) or anti-C/EBPβ (Santa Cruz Biotechnology, 1:100) and the corresponding IgG control, respectively. Washing for 3 times, the nucleus-ConA beads were incubated with anti-sheep or anti-mouse secondary antibody for 1 h at 22 °C. After washing, the nucleus-ConA beads was incubated with pA/G-Tnp and get the target DNA fragments followed by DNA extraction procedure.

For DNA library amplification, the extracted DNA was used to do PCR for 15 cycles with adaptor primers as F: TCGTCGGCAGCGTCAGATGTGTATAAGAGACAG, R: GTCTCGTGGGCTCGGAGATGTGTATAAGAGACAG, followed by DNA product purification procedure. RT-qPCR was performed to detect the relative enrichment of targeted DNA product. The qPCR primers used for the indicated promoter region of *S100b* are F: 5’-CACTTCCTACCCAACAGACC-3’, R: 5’-AGGATAGGGAGGAGTTAGACAC-3’.

### Oil red O staining

SVF-derived beige adipocytes were washed twice with PBS and then fixed with 4% paraformaldehyde (PFA) for 30 min at 22 °C. After washing with PBS, adipocytes were incubated with Oil red O working solution (0.5 mg/ml Oil red O) for 30 min and washed with 75% ethanol 3 times (1 min per time), then visualized by ordinary optical microscopy. For quantification, the stained adipocytes were incubated with isopropanol for 10 min, and the absorption value of solution was measured by spectrophotometer at 540 nm.

### Mouse S100B ELISA

Mouse serum S100B ELISA was performed as per the guidance from manufacturer. Briefly, mouse blood was collected with heparin-coated tube and then centrifuged to get serum. Experimental and standard samples were added to anti-S100B antibody-coated plate and then added HRP-anti-S100B antibody, incubating for 60 min at 37 °C. Plate was washed for 5 times and added with substrates, incubating for 15 min at 37 °C. Finally, stop buffer was added to plate, which was then detected by microplate reader.

### Isolation of SVF and adipocytes

scWAT from indicated mice were minced and digested with Collagenase Type I (180 U/mL, Worthington) in SVF buffer at 37 °C with agitation for 30 min, 150 r.p.m. Cell suspension was filtered through a 75-μm strainer and then centrifuged at 520 × *g* for 5 min. The floated cells were collected as adipocytes and the pelleted cells were resuspended in red blood cell lysis buffer (0.15 M NH4Cl, 10 mM NaHCO_3_, 1.1 mM EDTA) for 5 min. After centrifugation at 520 × *g* for 5 min, the pellet was collected as SVF.

### HEK-293T cell culture

HEK-293T (ATCC, CRL-3216) was cultured in DMEM added with 10% FBS and 1% penicillin/streptomycin. Cells were maintained at 37 °C in a humidified atmosphere with 5% CO_2_.

### Immunoblot and immunoprecipitation

Tissue was homogenized in high-salty RIPA buffer (450 mM NaCl, 1% NP-40, 0.1% SDS, 0.5% Deoxycholic acid (sodium salt), 50 mM Tris-HCl pH 7.5, and cocktail protease inhibitors) and cells were lysed in low-salty RIPA (150 mM NaCl, 1% NP-40, 0.1% SDS, 0.5% Deoxycholic acid (sodium salt), 50 mM Tris-HCl pH 7.5, and cocktail protease inhibitors). Protein concentration was measured by BCA method (Cwbiotech). Total protein was separated by SDS-PAGE and transferred to nitrocellulose membrane (Merck). Membranes were incubated with primary antibodies overnight at 4 °C and then with HRP-conjugated anti-rabbit IgG, anti-mouse IgG (Thermo Fisher) or anti-sheep IgG (Merck Millipore) secondary antibody for 1 h at 22 °C. The blot signal was detected by the automatic chemiluminescence analysis system (Tanon) with Super ECL Detection Reagent (Yeasen). Cytoplasmic and nuclear fractionation was performed with Nuclear and Cytoplasmic Protein Extraction Kit (Beyotime) according to the manufacturer’s protocol. All quantifications of protein levels were performed with ImageJ software.

For immunoprecipitation experiments, cells were lysed with immunoprecipitation lysis buffer (120 mM NaCl, 50 mM Tris-HCl pH 8.0, 10% glycerol, 1% NP-40, 5 mM EDTA, and cocktail protease inhibitors) for 1–2 h at 4 °C and then centrifuged at 4 °C for 10 min. For HA-tagged overexpression cell lysis, the supernatant was incubated with anti-HA Magnetic Beads (Thermo Fisher Science, 88836) for 2 h at 4 °C. For endogenous-protein immunoprecipitation, the supernatant was incubated with indicated primary antibodies at 4 °C overnight and then added with Protein G Beads (Cell Signaling Technology, 37478) for 3 h at 4 °C. The beads were washed with immunoprecipitation lysis buffer for three times and the bound protein was analyzed by immunoblot.

The following antibodies and dilutions were used: anti-UCP1 (Sigma-Aldrich, U6382, 1:3000 for scWAT and cells, 1:20,000 for BAT), anti-PRDM16 (R&D, AF6295, 1:400), anti-C/EBPβ (Santa Cruz Biotechnology, sc-7962x, 1:10,000), anti-Perilipin (Vala Science, 4854, 1:10,000), anti-phospho-Perilipin (Ser 522, Vala Science, 4856, 1:10,000), anti-Lamin B1 (Protein Tech, 66095-1-Ig, 1:10,000), anti-α-tubulin (Sigma-Aldrich, T6199, 1:10,000), anti-TH (Millipore, AB1542, 1:3000), anti-HSP90α/β (Santa Cruz Biotechnology, sc-13119, 1:10,000), anti-Flag (Abmart, 293881, 1:5000), goat anti-mouse IgG:HRP (Thermo Scientific, 32430, 1:10,000), goat anti-rabbit IgG:HRP (Thermo Scientific, 31460, 1:10,000) and donkey anti-sheep IgG:HRP (R&D,

HAF016, 1:500). The followings were from Cell Signaling Technology: anti-YAP (4912 or 14074, 1:1000), anti-TAZ (4883 or 83669, 1:1000), anti-phospho-YAP (Ser 112, 4911, 1:1000), anti-phospho-TAZ (Ser 89, 59971, 1:1000), anti-HSL (4107, 1:1000), anti-phospho-HSL (Ser 660, 4126, 1:1000), anti-S100B (9550, 1:1000), anti-C/EBPα (2295, 1:1000), anti-PPARγ (2435, 1:1000), anti-PKA substrate (RRXS*/T*, 9624, 1:1000), anti-HA (3724, 1:1000).

### Flow cytometry

SVF was isolated from scWAT or eWAT and resuspended in red-blood-cell lysis buffer for 5 min to remove blood red cells. The collected cell pellet was incubated with LIVE/DEAD™ Fixable Violet Dead Cell Stain (Thermo Scientific, L34955, 1:1000) at 22 °C for 10 min for live-dead staining. After washing with PBS, the cell pellet was blocked by anti-CD16/32 (BioLegend, 1:1000) and then incubated with the following antibodies for 20 min at 4 °C: anit-CD45-APC Cy7 (BioLegend, 103116, 1:300), anti-F4/80-FITC (Cell Signaling, 52267, 1:100), anti-CD11c-AF647 (BioLegend, 117314, 1:100), anti-CD206-PE Cy7 (BioLegend, 141720, 1:100). After washing and resuspended with FACS buffer, cells were subjected to analyze by CytoFLEX S flow cytometer (Beckman Coulter) and sequential plot analysis was performed with the Flowjo software (v10).

### AAV and lentivirus production

The pAAV was co-transfected into HEK-293T cells with Helper and RC2/8 or DJ plasmid to generate AAV for in vivo (RC2/8) and in vitro (DJ) experiments. Sixty hours post transfection, cells were collected and resuspended in AAV lysis buffer (150 mM NaCl, 20 mM Tris pH 8.0). Virus particles were released from cells through repeated freezing and thawing and purified via discontinuous iodixanol gradient centrifugation. The titer was determined by RT-qPCR.

For lentivirus production, the *Prdm16* and *Prdm16 (R998Q)* cDNAs were inserted into pPWI vector (Addgene, 12254), respectively, to generate pWPI-Prdm16-FLAG and pWPI-Prdm16 (R998Q)-FLAG. The pWPI was then co-transfected into HEK-293T with psPAX2 and pMD2.G. The supernatant was collected 48 h post transfection and purified via sucrose gradient centrifugation. The virus titer was determined by RT-qPCR.

### Mass spectrometry

To identify potential PRDM16-interacting proteins in beige adipocytes, primary preadipocytes from scWAT were infected with *Prdm16*-FLAG-lentivirus and then differentiated into beige adipocytes. In the 7th day during differentiation, adipocytes were lysed for immunoprecipitation with anti-FLAG agarose beads (Smart Lifesciences, SA042001). The immunoprecipitated was separated through SDS-PAGE. After Coomassie blue staining, bands of interest were cut from the gel and digested with sequencing grade-modified trypsin. The peptides were analyzed with liquid chromatography–tandem mass spectrometry (LC–MS/MS) using Orbitrap Q Exactive mass spectrometer at NCPS at Peking University. UniProt mouse database was used to search the LC–MS/MS data.

### Glucose homeostasis test in mice

For the HFD-induced obesity model, mice were fed a HFD started at the age of 6 weeks. For GTT, HFD-fed or ND-fed old and young mice were fasted for 8 h (from 7:00–15:00) and then i.p. administered with glucose (Sigma-Aldrich) (2 g kg^−1^ body weight). For ITT, HFD-fed or ND-fed old and young mice were fasted for 6 h (from 9:00–15:00) and then i.p. administered with insulin (Eli Lilly) (0.7 U kg^−1^ body weight for ND-fed young mice, 1 U kg^−1^ body weight for ND-fed old mice and 1.5 U kg^−1^ body weight for HFD-fed mice). Tail bleeds were used to measure blood glucose levels at indicated time points.

### Energy expenditure in mice

Whole-body energy expenditure (VO_2_, VCO_2_), respiration exchange rate (RER) and locomotor activity of ND-fed or HFD-fed old and young mice were monitored by Comprehensive Lab Animal Monitoring System (CLAMS, Columbus Instruments). Prior to measurement, mice were acclimated for 24 h. The regression-based analyses of oxygen consumption in mice were performed by CaIR-ANCOVA (https://calrapp.org/)^60^. Fat mass and lean mass of mice were measured by Dual-energy X-ray absorptiometry (DXA).

### Body temperature measurement

Mice housed at 22 °C were transferred to 4 °C cages individually that had been pre-chilled, with free access to water and food. Rectal temperature was monitored at indicated time points using a rectal temperature probe (Physitemp). Once core body temperature dropped below 30 °C, mice would be euthanized.

### CL-316,243-induced energy expenditure

To measure CL-316,243-induced oxygen consumption, mice were transferred to individual cages of CLAMS at 30 °C 1 day before experiment to acclimate the environment, with free access to water and food. Next day, the mice were i.p. injected with CL-316,243 (1 mg kg^−1^ body weight) and oxygen consumption was recorded.

### Histology and cell immunofluorescence

Tissues were fixed in 4% paraformaldehyde (PFA) for 24 h, and then dehydrated and embedded in paraffin. The paraffin blockers were cut into 5 μm sections and stained with hematoxylin and eosin. The H&E images were taken from histological light microscopy (Olympus BX51) and adipocyte diameter was measured by imageJ software.

For immunofluorescence staining, SVF-derived beige adipocytes were washed twice with PBS and then fixed with 4% paraformaldehyde (PFA) for 20 min at 22 °C. After washing, the fixed cells were permeabilized with 0.5% Triton X-100 (Lablead) for 20 min and then blocked with 5% BSA for 30 min at 22 °C. After washing, the adipocytes were incubated with anti-PRDM16 (R&D, 1:50), anti-YAP (CST, 14074, 1:100) or anti-TAZ (CST, 83669, 1:100) at 4 °C overnight. After washing with PSBT, the adipocytes were incubated with Alexa Fluor 488-conjugated anti-sheep (Invitrogen, A11015, 1:300) and Alexa Fluor 594-conjugated anti-rabbit (Abcam, ab150080, 1:300) for 1 h at 22 °C, followed by counterstaining with DAPI (CST, 1:5000). Adipocytes were imaged using Nikon A1RSi+ Confocal Imaging Systems for Fluorescence.

### Whole-mount immunostaining, tissue clearing, and imaging

The published detailed procedures had been followed in this study^23,24^. In brief, mice were anesthetized and perfused with 10 μg/mL heparin-contained PBS firstly. Then scWAT or eWAT was dissected and fixed with 4% PFA (Beyotime) at 4 °C overnight. After washing with PBS, the tissues were dehydrated with 20%, 40%, 60%, 80%, 100% methanol in B1N buffer (0.1% Triton X-100/0.3 M glycine, PH7.0) sequentially and delipidated with DCM (Sigma-Aldrich). After bleaching with 5% H_2_O_2_, the tissues were rehydrated with 80%, 60%, 40%, 20%, 0% methanol in B1N buffer successively and incubated with PTxwH buffer (0.1% Triton X-100/0.05% Tween 20/2 μg/mL heparin in PBS) for 2 h before staining. In staining step, the samples were incubated with anti-TH (Millipore, AB1542, 1:300) or anti-UCP1 (Abcam, ab10983, 1:100) for 3 days at 22 °C and then with Alexa Fluor 488-conjugated anti-sheep (Invitrogen, A11015, 1:400) or Alexa Fluor 488-conjugated anti-rabbit (Cell Signaling Technology, 4412, 1:400) for 3 days at 22 °C after washing with PTxwH buffer. Tissues were dehydrated with 25%, 50%, 75%, 100% methanol in H_2_O sequentially after staining and then washed with 100% DCM, followed by cleaning with dibenzyl ether (DBE, Sigma-Aldrich) overnight. The volume imaging was performed in Zeiss Light Sheet Z.1, and Imaris software was used to process images. Notably, compared to stronger TH signal in scWAT, UCP1 signal is weaker and thus the background signal derived from autofluorescence especially in lymph node of scWAT is obvious.

### RNA-seq and analysis

Total RNA was isolated from scWAT of YT-FF and YT-AKO male mice (*n* = 3 per group) under 22 °C and subjected to commercial RNA-seq analyses (Frasergen Bioinformatics) with pair-end sequencing on Illumina NovaSeq 6000 instrument. Mouse genome (mm10) was used to map the seq reads with HISAT2 (v2.1.0, https://daehwankimlab.github.io/hisat2/). DEGs were generated by DEseq2 (V2.11.40.6, https://bioconductor.org/packages/release/bioc/html/DESeq2.html) and subjected to Kobas (http://kobas.cbi.pku.edu.cn/) pathway analysis website to get the pathway enrichment information. The heat map of thermogenesis pathway was performed by Hiplot (https://hiplot-academic.com/) and the Padj was calculated by the clusterProfiler R package (https://guangchuangyu.github.io/software/clusterProfiler/). The GSEA was performed by GSEA software (https://www.gsea-msigdb.org/gsea/index.jsp).

### Quantification and statistical analysis

The number of mice or samples per group, replicates of independent experiments and statistical tests are shown in the figure legends. The chosen of sample size was based on the pilot experiments or studies published^16,61^ and to ensure statistical possibility, meanwhile to minimize animal usage in the experiments based on the 3R principles. Statistic analyses were performed by GraphPad Prism 8 or Microsoft Excel 2019. The statistical methods are indicated in the figure legend.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Movie 1

Supplementary Movie 2

Supplementary Movie 3

Reporting Summary

### Source data

Source Data

## Data Availability

The RNA seq data generated in this study has been deposited in the Gene Expression Omnibus (GEO) under accession number GSE222069 and are publicly available as of the date of publication. The ChIP-seq data used in this study were available in GEO under accession number GSE63965 (PRDM16), GSM686970 (C/EBPβ), and GSM1218859 (C/EBPα). The RNA seq data of WAT from human were available in GEO under accession number GSE141432 and from GTEx database (https://www.gtexportal.org/home%5B33). The potential transcriptional factors binding to SP was predicted by PROMO (https://alggen.lsi.upc.es/cgi-bin/promo_v3/promo/promoinit.cgi?dirDB=TF_8.3/). Source data are provided with this paper.

# Supplementary material for: Transcriptional repression of beige fat innervation via a YAP/TAZ-S100B axis
**Source:** Nat Commun. 2023 Nov 4;14:7102. doi: 10.1038/s41467-023-43021-8
**Supplement:** Supplementary file 1 — Supplementary Information

# **Transcriptional repression of beige fat innervation via a YAP/TAZ-S100B axis**

Xun Huang<sup>1,2,3</sup>, Xinmeng Li<sup>1</sup>, Hongyu Shen<sup>1,2,3</sup>, Yiheng Zhao<sup>1,2,3</sup>, Zhao Zhou<sup>1</sup>,  
Yushuang Wang<sup>1</sup>, Jingfei Yao<sup>1</sup>, Kaili Xue<sup>1</sup>, Dongmei Wu<sup>1,2\*</sup>, Yifu Qiu<sup>1,2\*</sup>

Molecular Medicine, College of Future Technology, Peking University, Beijing  
100871, China.

China.

Supplementary Figure 1

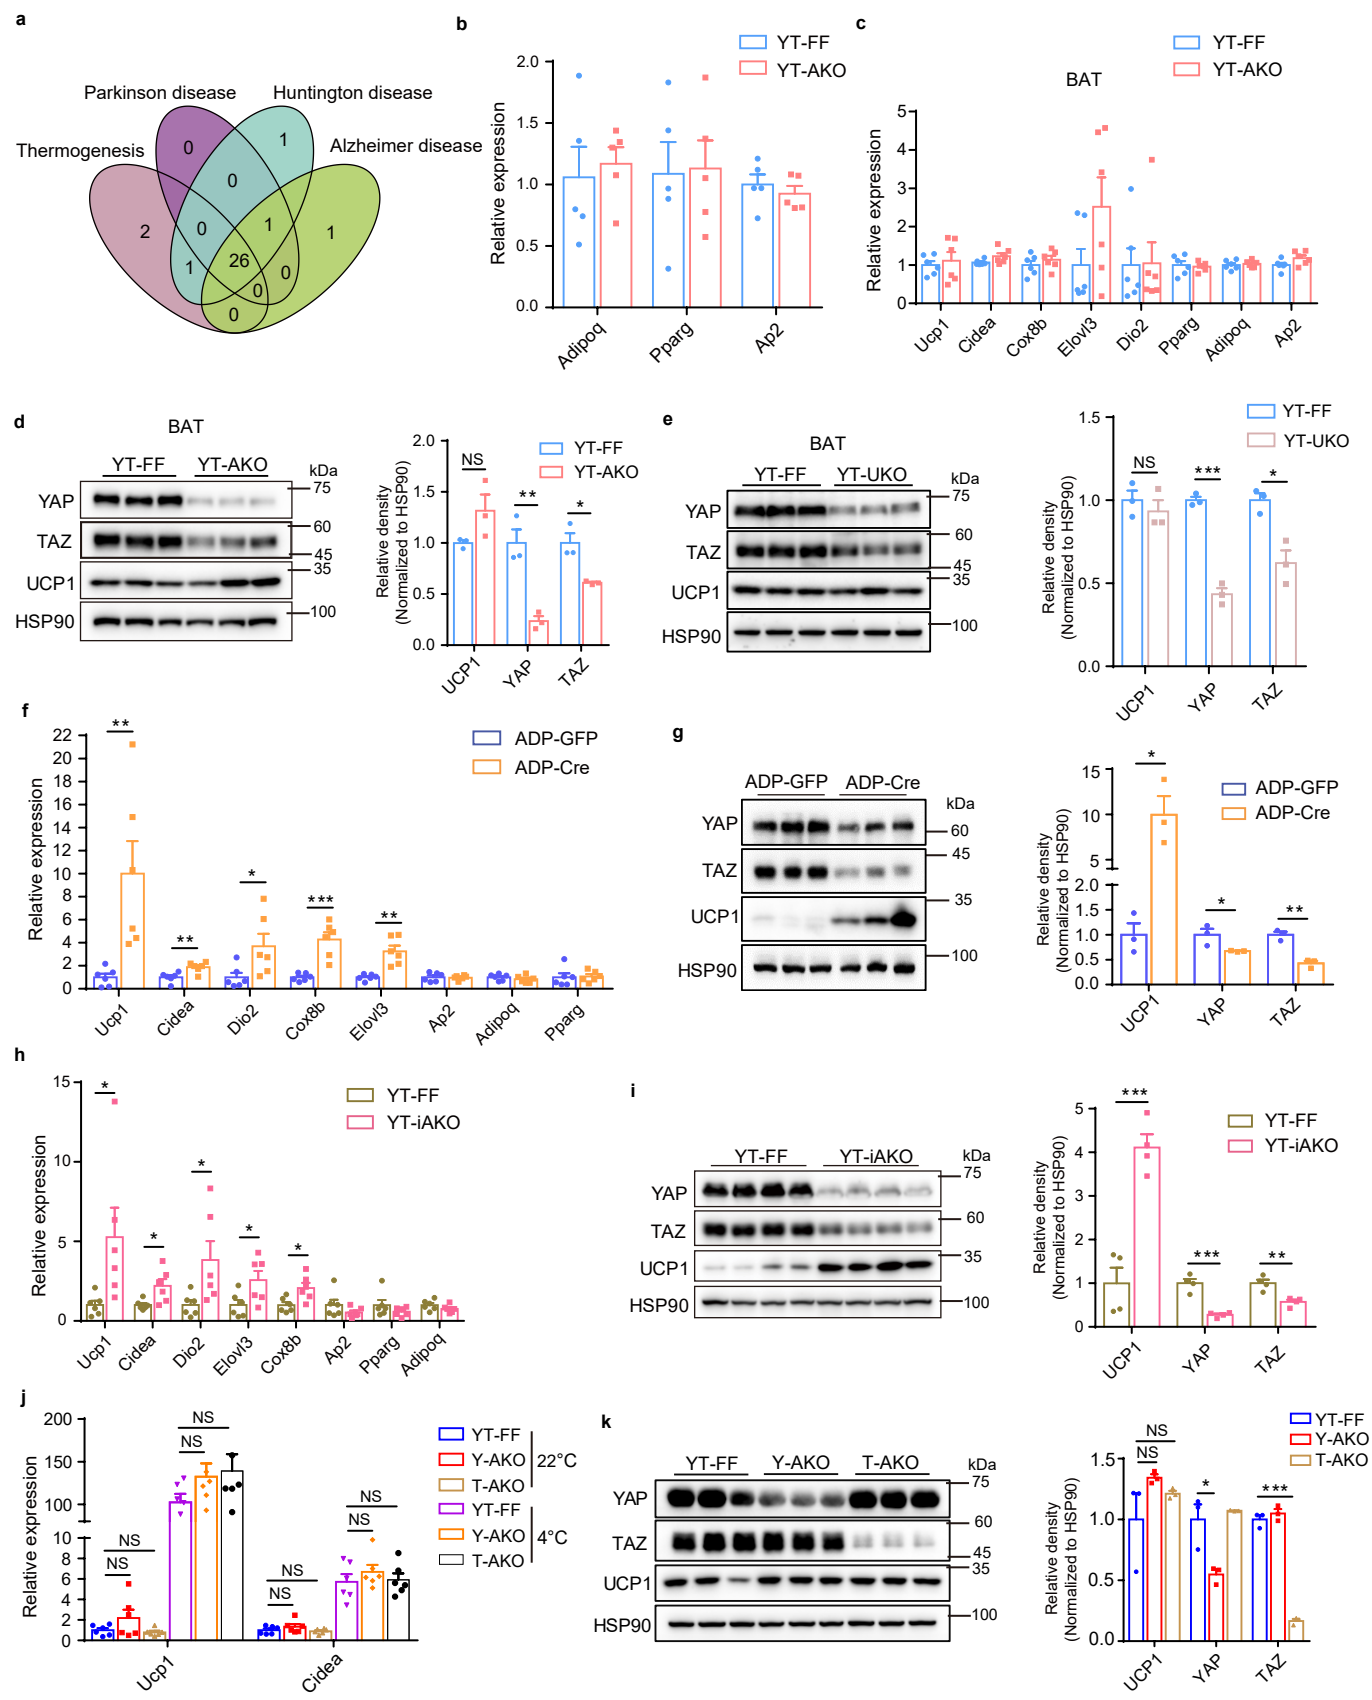

**Supplementary Figure 1. Double knockout of *Yap* and *Taz* promotes scWAT thermogenesis.** **a**, A Venn diagram showing the common genes shared by GO terms, including thermogenesis, Parkinson disease, Huntington disease and Alzheimer disease. **b**, Relative mRNA levels of adipogenic genes in scWAT. **c**, Relative mRNA levels of thermogenic genes in BAT. **d**, Immunoblot of indicated proteins in BAT as in **c**. **e**, Immunoblot of indicated proteins in BAT of YT-UKO mice. **f**, Relative mRNA levels of thermogenic and adipogenic genes of YT-FF scWAT injected with AAV-ADP-Cre or AAV-ADP-GFP for 4 weeks. **g**, Immunoblot of indicated proteins in scWAT as in **f**. **h**, Relative mRNA levels of thermogenic and adipogenic genes in scWAT from 12-week-old YT-iAKO or YT-FF male mice intraperitoneally injected with tamoxifen for 4 weeks. **i**, Immunoblot of indicated proteins in scWAT as in **h**. **j**, Relative mRNA levels of *Ucp1* and *Cidea* in scWAT from Y-AKO, T-AKO and YT-FF mice. **k**, Immunoblot of indicated proteins in scWAT as in **j**. N=3 (**d**, **e**, **g** and **k**), 4 (**i**), 5 (**b**) or 6 (**c**, **f**, **h** and **j**) mice per group, and data are mean  $\pm$  s.e.m. Two-tailed unpaired Student's *t*-test (**b-i**); one-way ANOVA with Bonferroni's multiple comparisons test (**j** and **k**). \**P* < 0.05, \*\**P* < 0.01, \*\*\**P* < 0.001; NS, not significant. Specific p-values and source data are provided as a Source Data file.

## Supplementary Figure 2

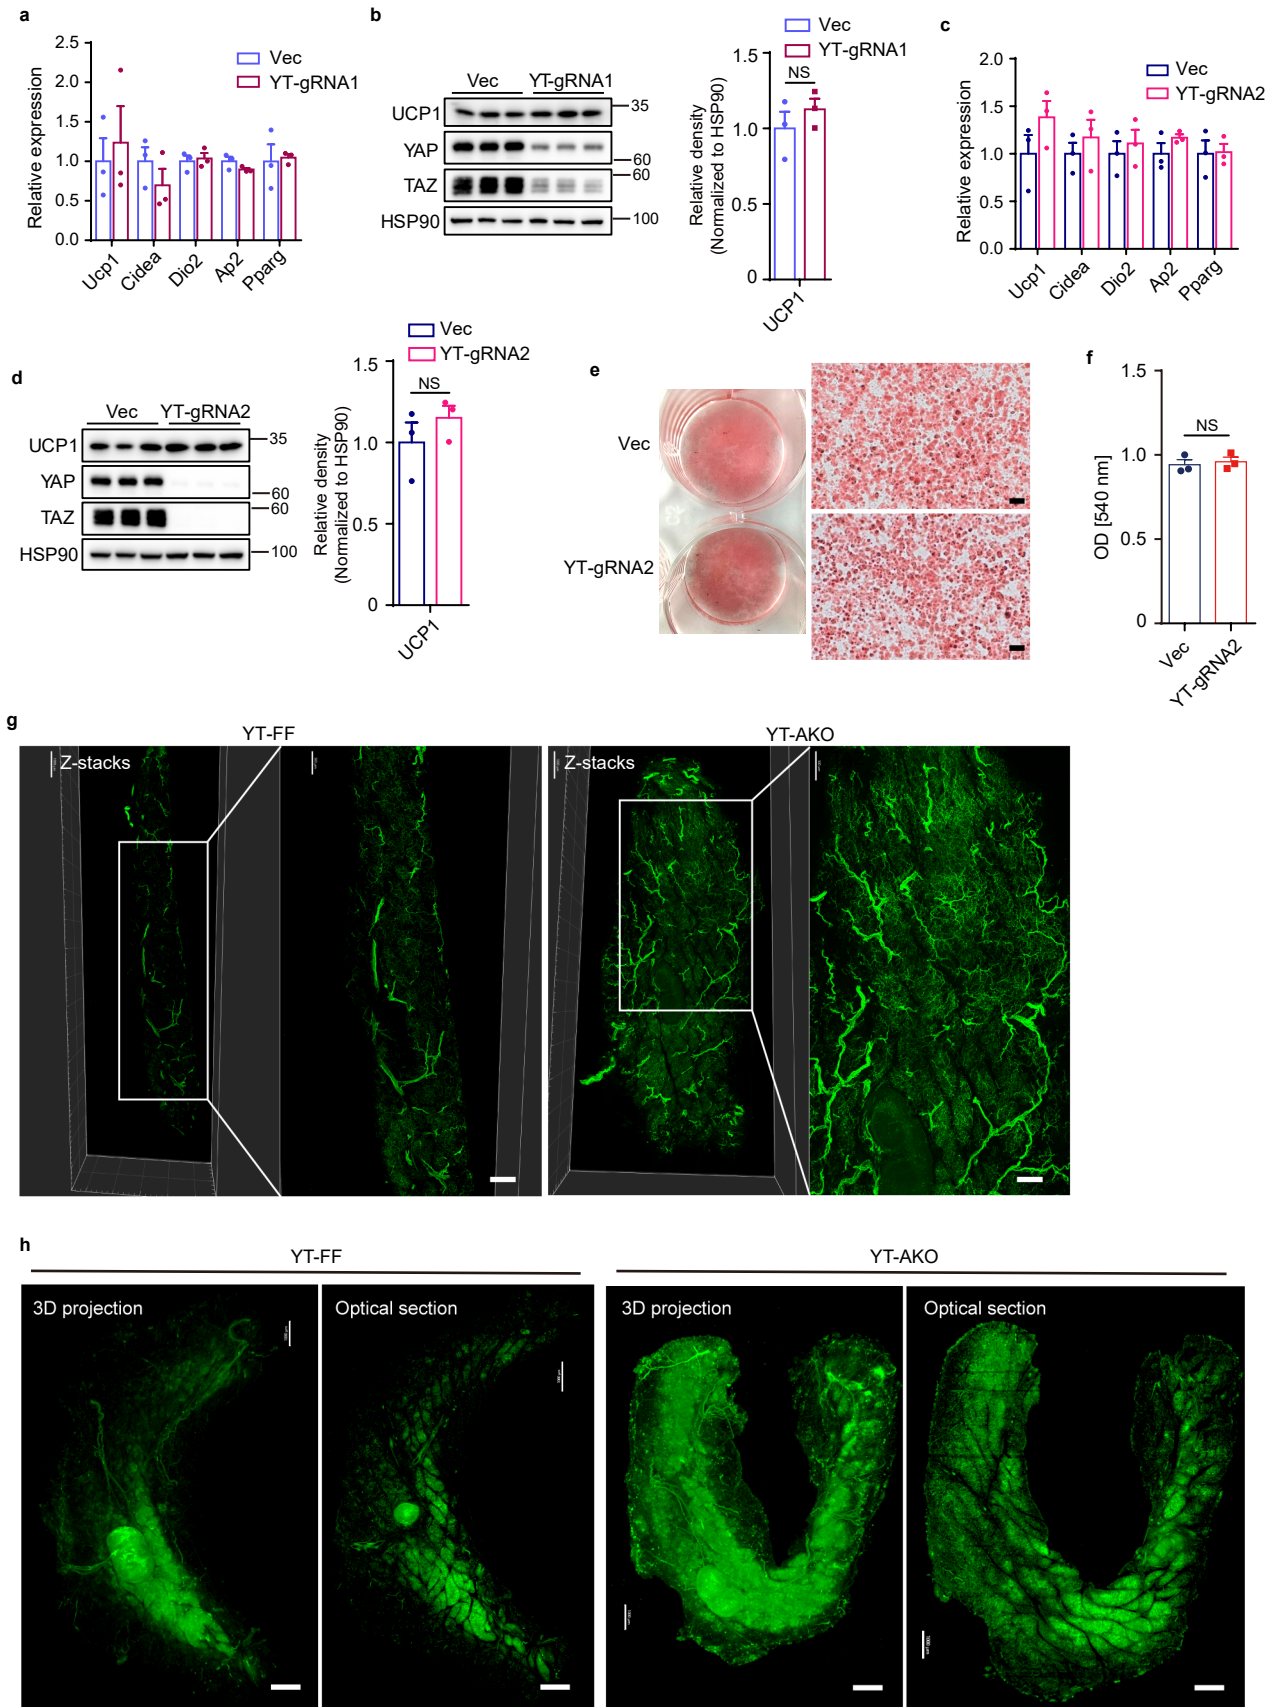

**Supplementary Figure 2. *Yap/Taz* deficiency promotes sympathetic innervation in scWAT and has no effect on adipocyte identity.** **a, c,** Relative mRNA levels of indicated genes in SVF-derived beige adipocytes from Cas9<sup>tg/tg</sup> scWAT injected with AAV-Vec and AAV-*Yap/Taz*-gRNA1 (**a**) or AAV-*Yap/Taz*-gRNA2 (**c**). **b, d,** Immunoblot of indicated proteins in SVF-derived beige adipocytes as in (**a**) and (**c**). **e, f,** Oil Red O staining (**e**) and quantification (**f**) of SVF-derived beige adipocytes as in (**c**). Scale bars: 100  $\mu$ m. **g,** Z-stack (200  $\mu$ m) images of whole-mount TH immunostaining as in Fig 3 (**a**). Scale bars: 0.5 mm. **h,** Whole-mount UCP1 immunostaining and optical sections of cleared scWAT from YT-AKO and YT-FF mice. Scale bars: 1 mm. N=3 (**a-d** and **f**) biologically independent cell cultures per group, and data are mean  $\pm$  s.e.m. Two-tailed unpaired Student's *t*-test (**a-d** and **f**). \**P* < 0.05, \*\**P* < 0.01, \*\*\**P* < 0.001; NS, not significant. Specific p-values and source data are provided as a Source Data file.

# Supplementary Figure 3

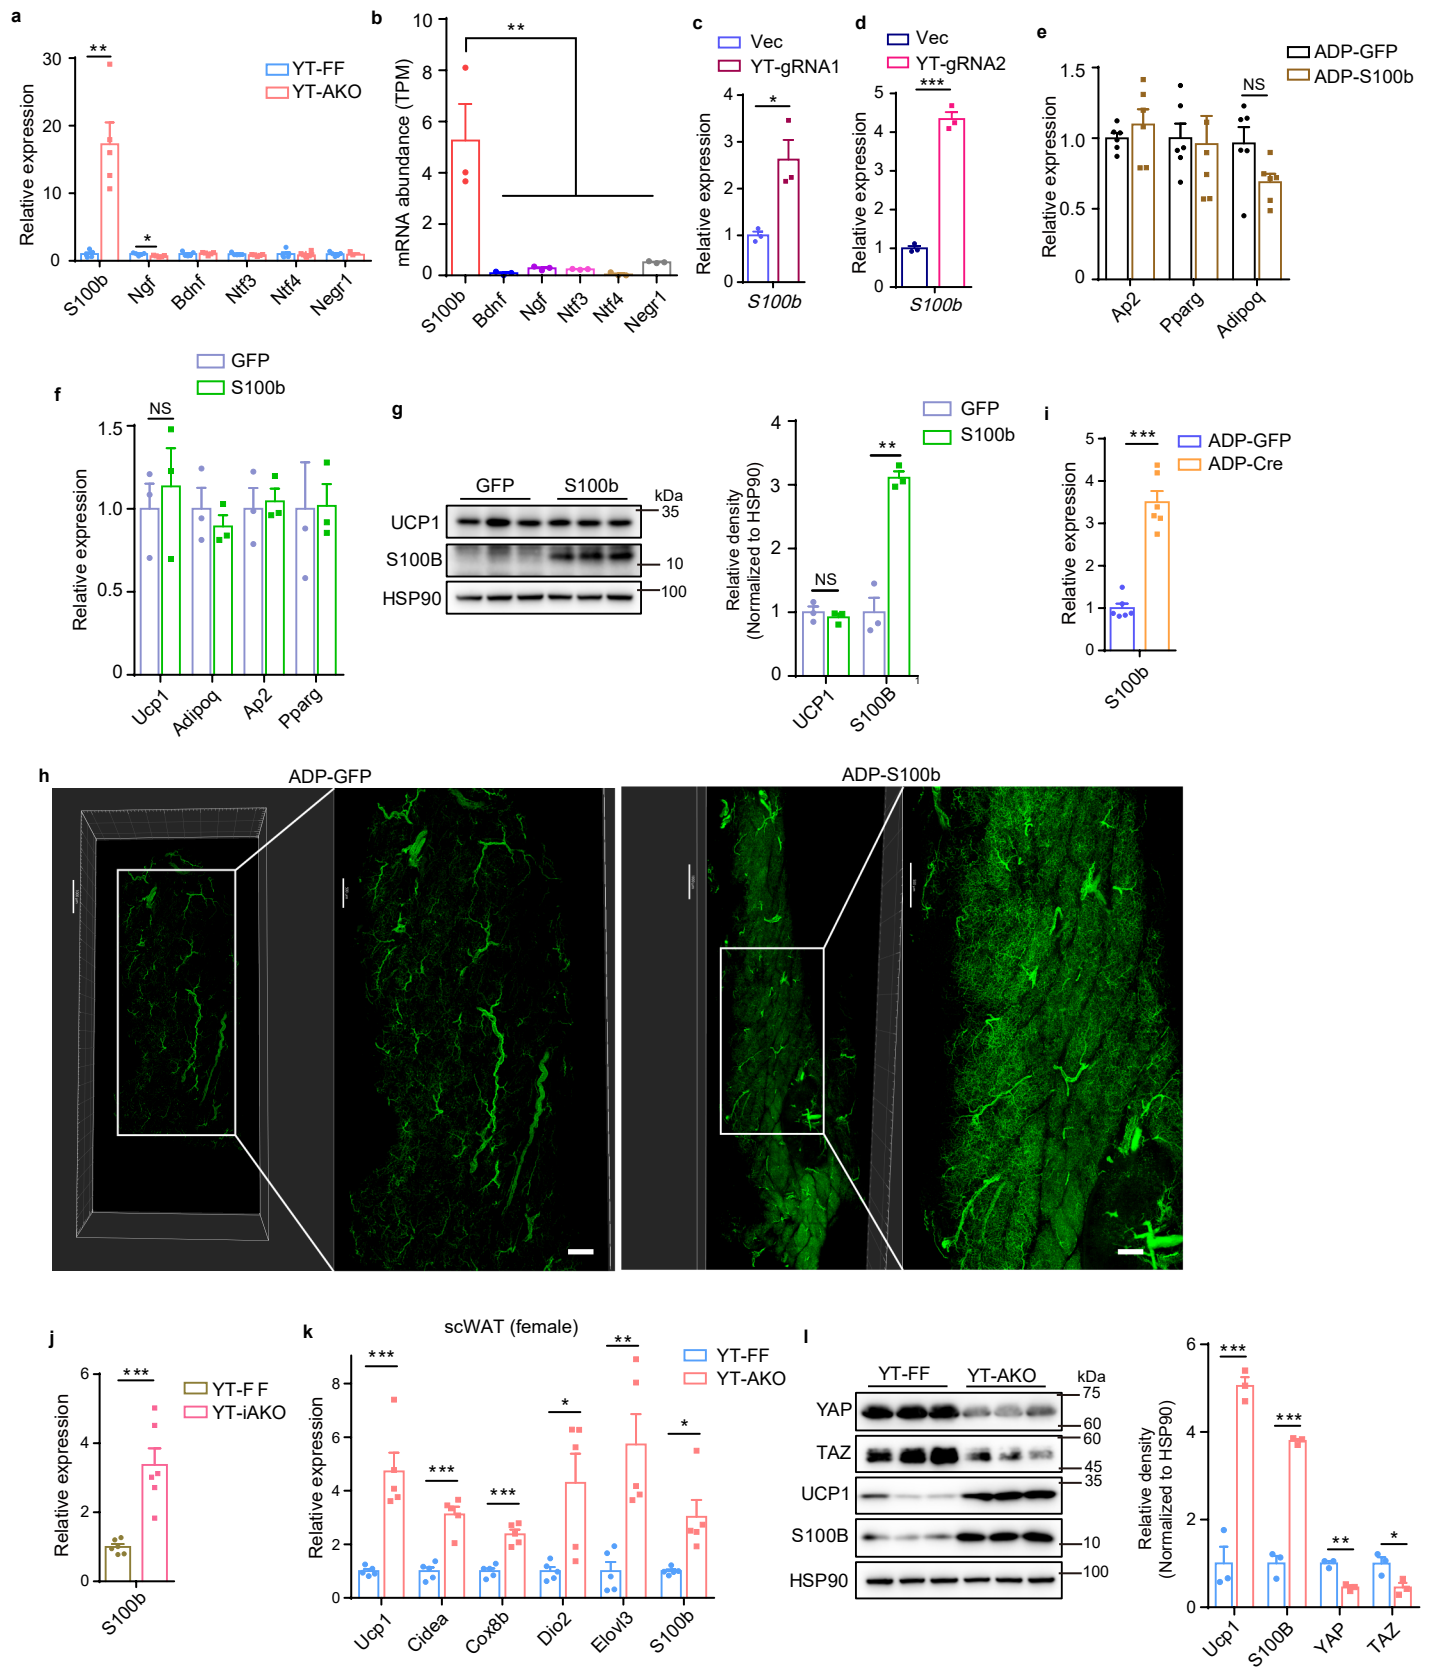

**Supplementary Figure 3. *Yap/Taz* deficiency in adipocytes increases S100b expression and innervation.**

**a**, Relative mRNA levels of indicated neurotrophic genes in scWAT. **b**, mRNA abundance (TPM) of indicated neurotrophic genes in scWAT from wild-type mice, measured by RNA-seq. **c, d**, Relative mRNA levels of S100b in SVF-derived beige adipocytes as in Supplementary Fig. 2 (**a**) and (**c**). **e**, Relative mRNA levels of adipocyte characteristic genes in scWAT from wild-type mice ectopically expressed with S100b and GFP. **f, g**, Relative mRNA (**f**) and protein (**g**) levels of indicated genes in SVF-derived beige adipocytes enforcedly expressed with S100b and GFP. **h**, Z-stack (200 $\mu$ m) images of whole-mount TH immunostaining as in Fig 3 (**i**). Scale bars: 0.5 mm. **i**, Relative mRNA level of *S100b* in YT-FF scWAT injected with AAV-ADP-Cre or AAV-ADP-GFP for 4 weeks. **j**, Relative mRNA level of *S100b* in scWAT from 12-week-old YT-iAKO or YT-FF male mice injected intraperitoneally with tamoxifen for 4 weeks. **k, l**, Relative mRNA (**k**) and protein (**l**) levels of indicated genes in scWAT from 8-week-old female YT-AKO and control mice. N=3 (**c, d, f** and **g**) biologically independent cell cultures per group and n=3 (**b** and **l**), 5 (**a** and **k**) or 6 (**e, i** and **j**) mice per group, and data are mean  $\pm$  s.e.m. Two-tailed unpaired Student's *t*-test (**a, c-g**, and **i-l**); one-way ANOVA with Bonferroni's multiple comparisons test (**b**). \**P* < 0.05, \*\**P* < 0.01, \*\*\**P* < 0.001; NS, not significant. Specific p-values and source data are provided as a Source Data file.

## Supplementary Figure 4

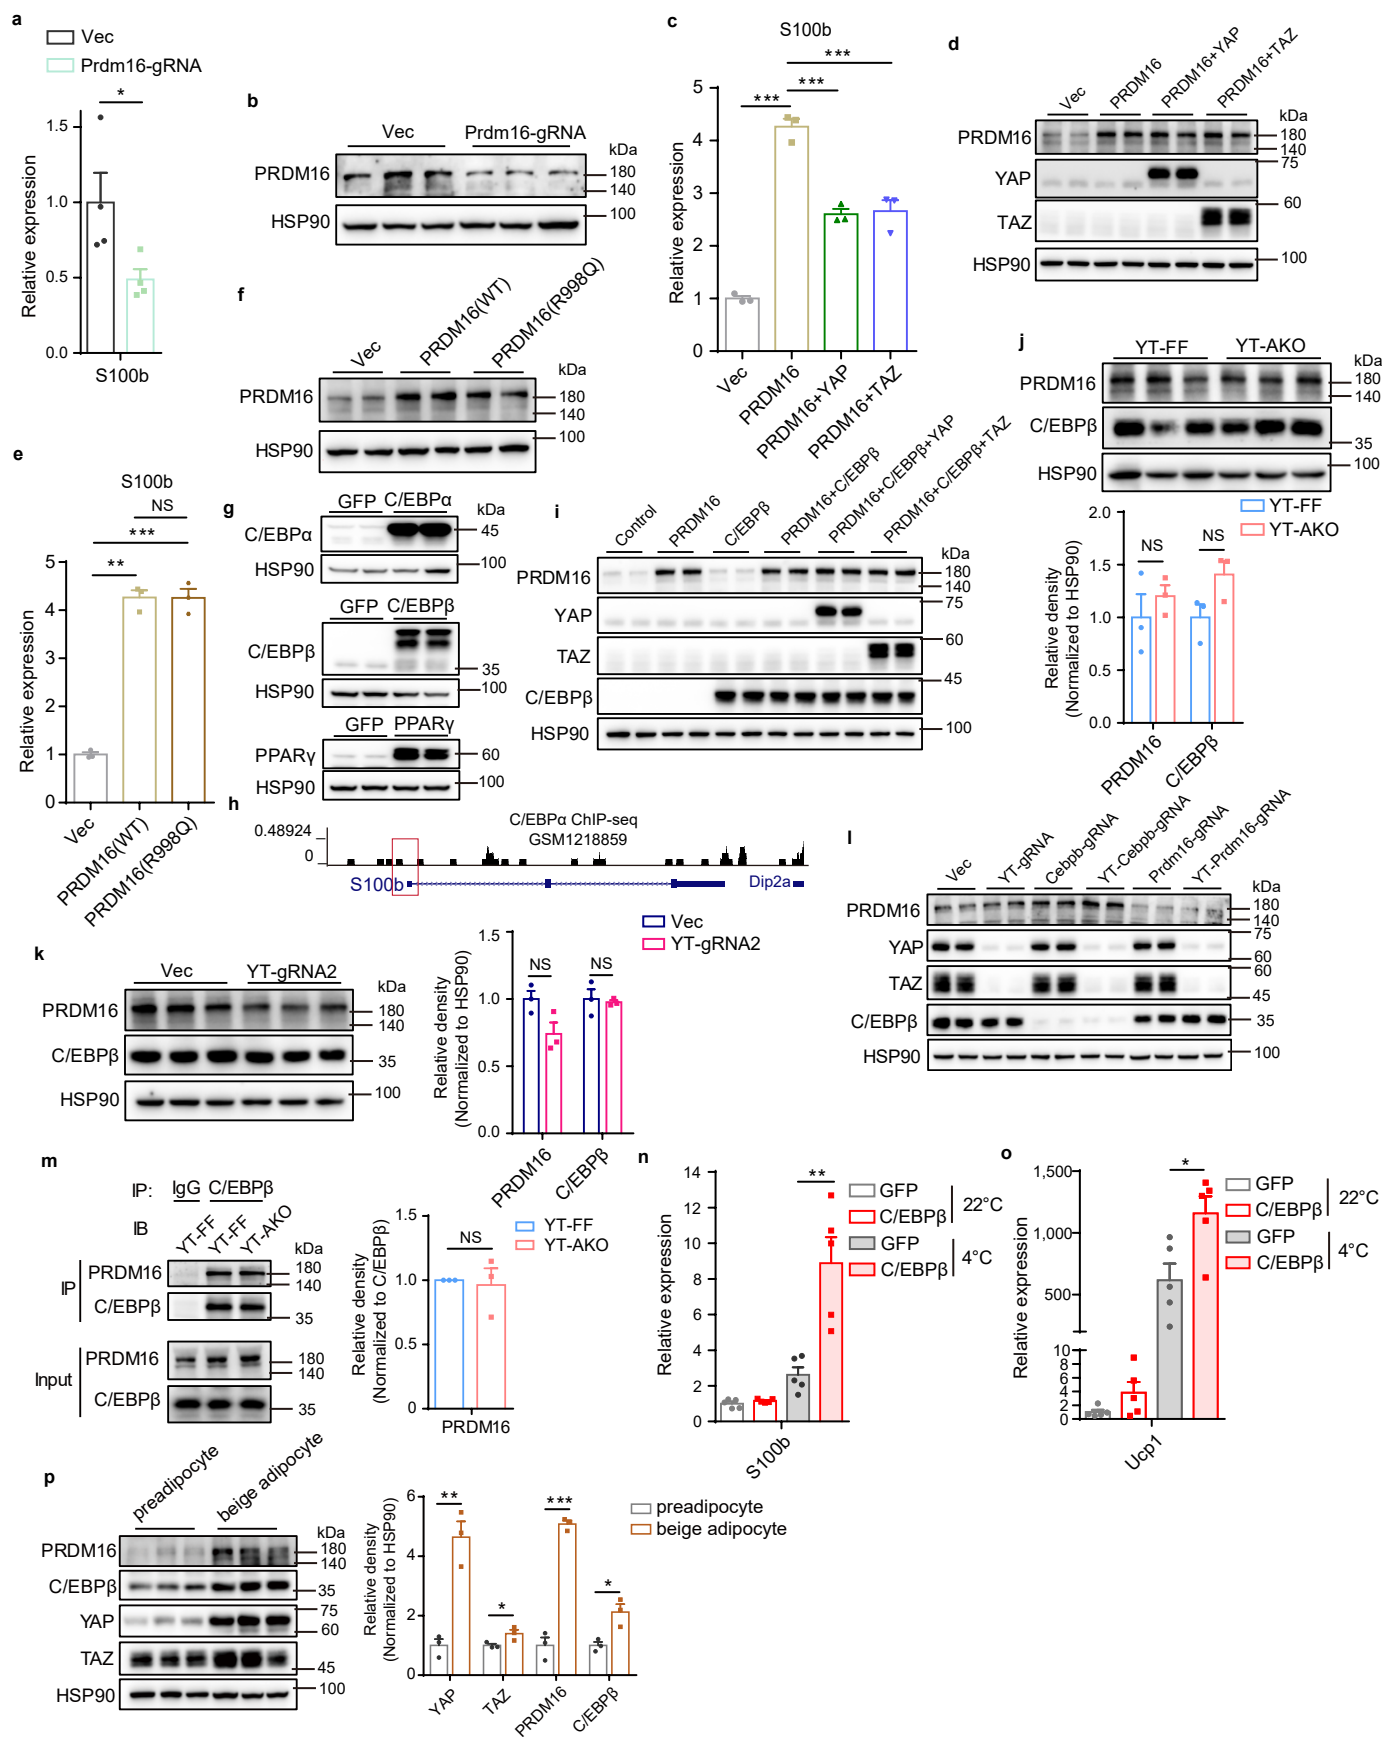

**Supplementary Figure 4. PRDM16 and C/EBP $\beta$  promote S100b expression.** **a**, Relative mRNA level of *S100b* in *Rosa26-LSL-Cas9;Adipoq<sup>Cre</sup>* scWAT injected with AAV-*Prdm16*-gRNA for 4 weeks. **b**, Immunoblot of PRDM16 in scWAT in (**a**). **c**, Relative mRNA level of *S100b* in SVF-derived beige adipocytes expressed with indicated proteins. **d**, Immunoblot of indicated proteins in SVF-derived beige adipocytes in (**c**). **e**, Relative mRNA level of *S100b* in SVF-derived beige adipocytes expressed with PRDM16 or DNA-binding-deficient PRDM16 (R998Q). **f**, Immunoblot of PRDM16 in SVF-derived beige adipocytes in (**e**). **g**, Immunoblot of indicated proteins in SVF-derived beige adipocytes expressed with C/EBP $\alpha$ , C/EBP $\beta$  and PPAR $\gamma$  respectively. **h**, Alignment of C/EBP $\alpha$  ChIP-seq peaks at *S100b* gene locus in brown adipocytes. **i**, Immunoblot of indicated proteins in SVF-derived beige adipocytes expressed with indicated proteins. **j**, Immunoblot of indicated proteins in scWAT from 8-week-old YT-FF and YT-AKO mice. **k**, Immunoblot of indicated proteins in SVF-derived beige adipocytes from Cas9<sup>tg/tg</sup> scWAT injected with AAV-Vec and AAV-*Yap/Taz*-gRNA2. **l**, Immunoblot of indicated proteins in SVF-derived beige adipocytes from Cas9tg/tg scWAT injected with AAV-Vec, AAV-*Yap/Taz*-gRNA, AAV-*Cebpb*-gRNA, AAV-*Yap/Taz-Cebpb*-gRNA, AAV-*Prdm16*-gRNA, AAV-*Yap/Taz-Prdm16*-gRNA respectively. **m**, Endogenous co-IP of PRDM16 and C/EBP $\beta$  and quantification of immunoprecipitated PRDM16 in BAT from YT-AKO and YT-FF adult mice. **n**, **o**, Relative mRNA level of *S100b* (**n**) and *Ucp1* (**o**) in scWAT injected with AAV-ADP-C/EBP $\beta$  or AAV-ADP-GFP for 4 weeks under 22°C and 4°C for 2 days. **p**, Immunoblot and quantification of indicated proteins in scWAT-derived SVF before and after

differentiation. N=3 (**j** and **m**), 4 (**a**) or 5 (**n** and **o**) mice per group and n=3 (**b**, **c**, **e**, **k** and **p**) biologically independent cell cultures per group, and data are mean  $\pm$  s.e.m. Two-tailed unpaired Student's *t*-test (**a**, **c**-Vec versus PRDM16 group, **j**, **k** and **m-p**); one-way ANOVA with Tukey's multiple comparisons test (**c** and **e**). \**P* < 0.05, \*\**P* < 0.01, \*\*\**P* < 0.001; NS, not significant. Specific p-values and source data are provided as a Source Data file.

Supplementary Figure 5

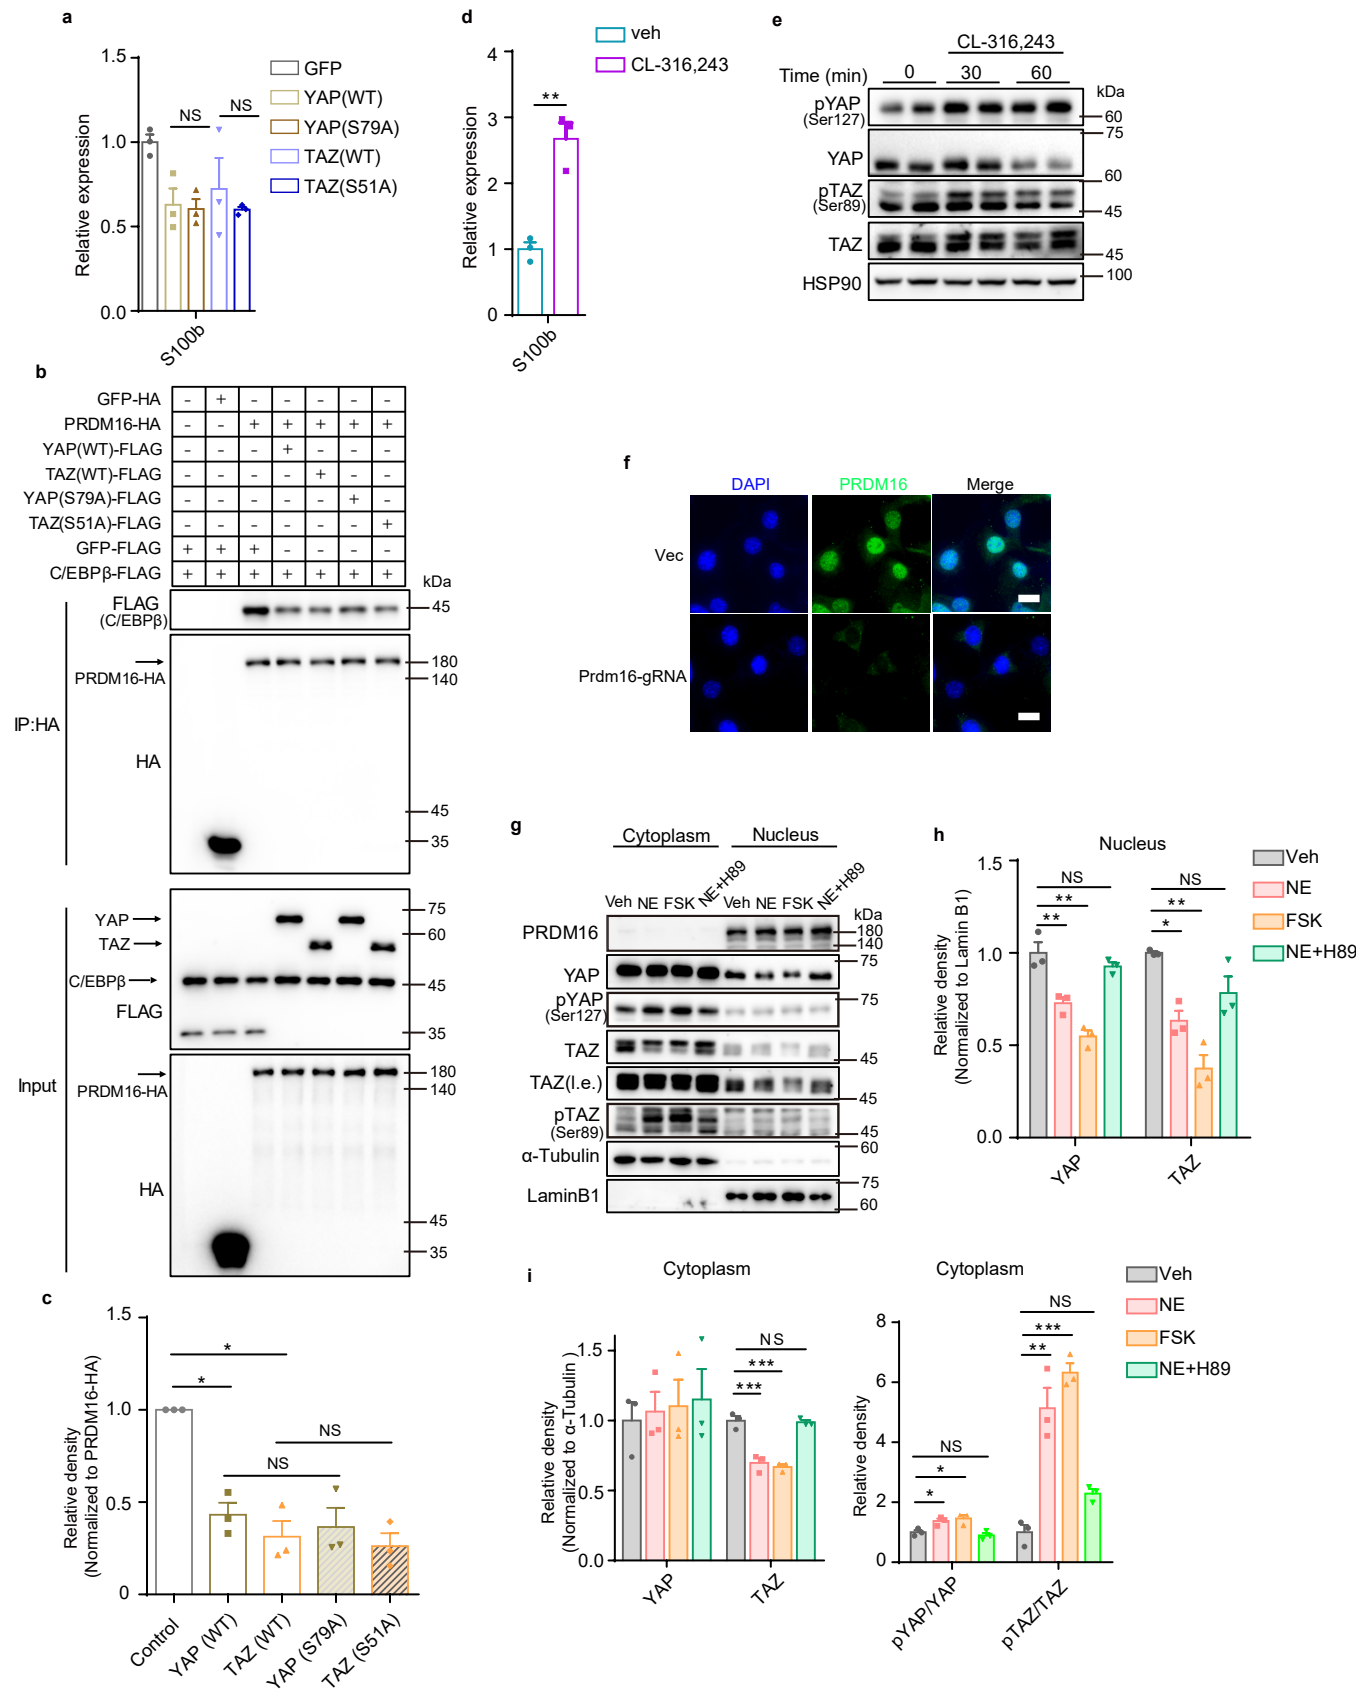

**Supplementary Figure 5. NE-cAMP-PKA signaling stimulates YAP/TAZ phosphorylation and excludes them from the nucleus.** **a**, Relative mRNA level of *S100b* after expression with YAP, TEAD-binding-deficient YAP (S79A), TAZ, TEAD-binding-deficient TAZ (S51A) and GFP respectively. **b, c**, Co-IP of C/EBP $\beta$  and PRDM16 (**b**) and quantification of immunoprecipitated C/EBP $\beta$  (**c**) in HEK-293T cells expressed with indicated proteins (n=3 biologically independent experiments). **d**, Relative mRNA level of *S100b* after treatment with CL-316,243 for 12 hours. **e**, Phosphorylation of YAP and TAZ after treatment with CL-316,243. **f**, Immunofluorescence of PRDM16 in scWAT-derived beige adipocytes infected sequentially with Cas9 lentivirus and vec or Prdm16-gRNA AAV. Scale bars: 20  $\mu$ m. **g-i**, Immunoblot (**g**) and quantification (**h, i**) of indicated proteins in cytoplasm and nucleus fraction after treatment with indicated reagents for 30 minutes. Experiments in (**a, d, e, g**) were performed in SVF-derived beige adipocytes. N=3 (**a, d, h** and **i**) biologically independent cell cultures per group, and data are mean  $\pm$  s.e.m. Two-tailed unpaired Student's *t*-test [**d**, Veh versus FSK groups in (**h**) and (**i**)]; Two-tailed paired Student's *t*-test (**c**); one-way ANOVA with Tukey's multiple comparisons test (**a, h** and **i**). \**P* < 0.05, \*\**P* < 0.01, \*\*\**P* < 0.001; NS, not significant. Specific p-values and source data are provided as a Source Data file.

Supplementary Figure 6

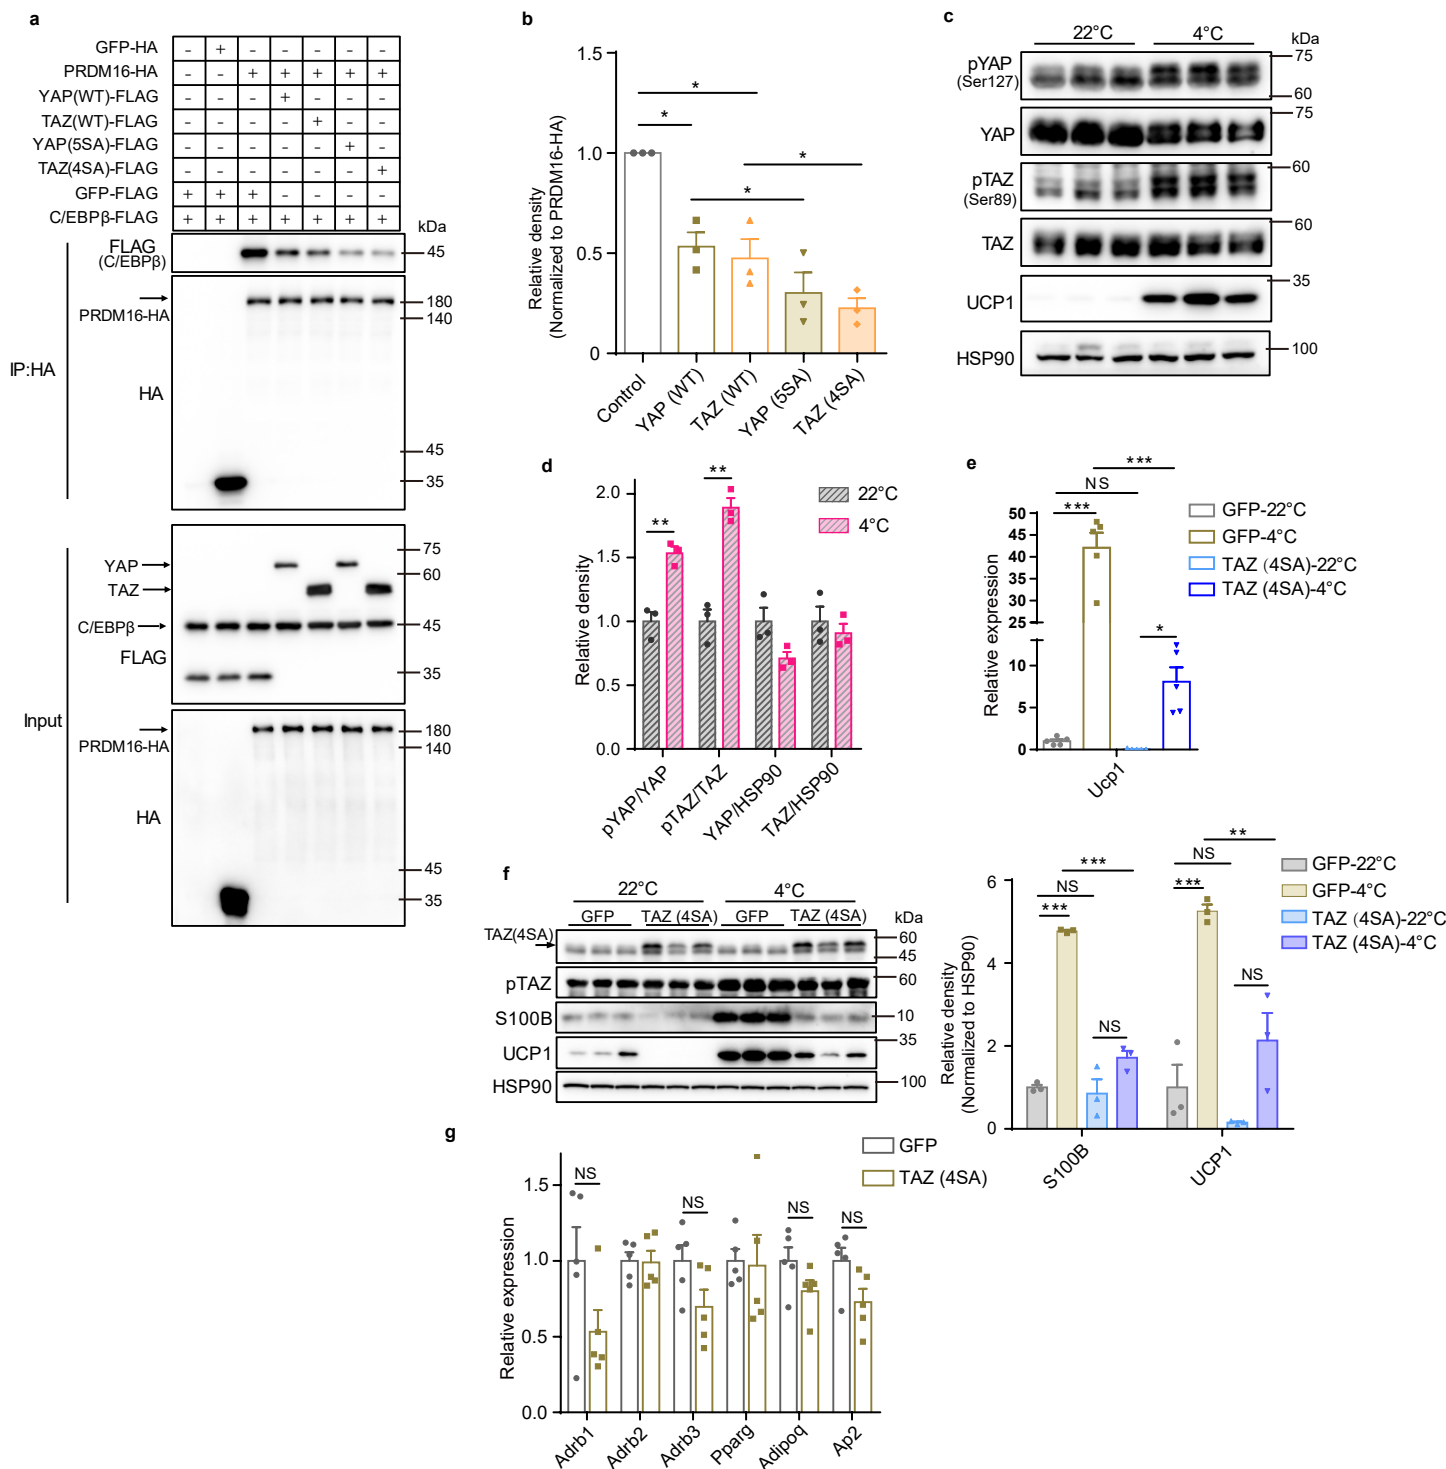

**Supplementary Figure 6. Non-phosphorylated YAP/TAZ repress cold-induced S100b expression.** **a, b**, Co-IP of C/EBP $\beta$  and PRDM16 (**a**) and quantification of immunoprecipitated C/EBP $\beta$  (**b**) in HEK-293T cells expressed with indicated proteins (n=3 biologically independent experiments). **c, d**, Immunoblot (**c**) and quantification (**d**) of indicated proteins in scWAT under 4°C for 12 hours. **e**, Relative mRNA level of *Ucp1* in scWAT injected with AAV-ADP-TAZ(4SA) or AAV-ADP-GFP for 3 weeks then under 22°C or 4°C for 2 days. **f**, Immunoblot of indicated proteins in scWAT as in (**e**). **g**, Relative mRNA level of indicated genes in scWAT as in (**e**). N=3 (**d** and **f**) or 5 (**e** and **g**) mice per group, and data are mean  $\pm$  s.e.m. Two-tailed unpaired Student's *t*-test (**d** and **g**); Two-tailed paired Student's *t*-test (**b**); two-way ANOVA with Tukey's multiple comparisons test (**e** and **f**). \**P* < 0.05, \*\**P* < 0.01, \*\*\**P* < 0.001; NS, not significant. Specific p-values and source data are provided as a Source Data file.

Supplementary Figure 7

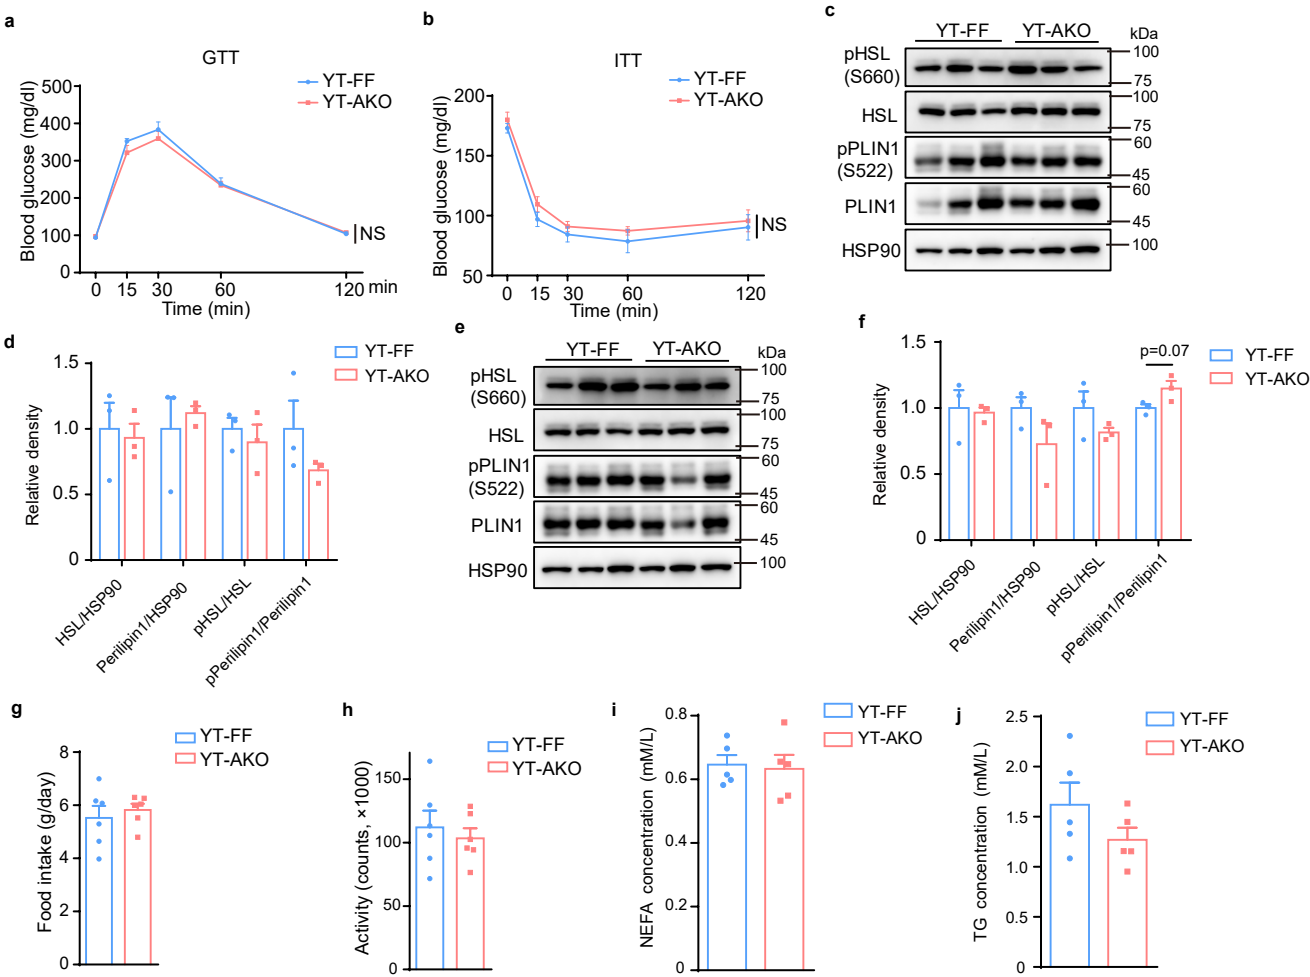

**Supplementary Figure 7. Adipocyte-specific loss of *Yap/Taz* did not affect lipolytic ability in WAT. **a, b**, Glucose-tolerance test (GTT, **a**) and insulin-tolerance test (ITT, **b**) of 8-week-old YT-AKO and YT-FF mice. **c, d**, Immunoblot (**c**) and quantification (**d**) of indicated proteins in scWAT. **e, f**, Immunoblot (**e**) and quantification (**f**) of indicated proteins in eWAT. **g, h**, Food intake (**g**) and activity (**h**). **i, j**, NEFA and TG concentration in the sera. Experiments in (**c-j**) were performed in 12-month-old YT-AKO and YT-FF male mice. N=3 (**c-f**), 5 (**i** and **j**), 6 (**g** and **h**), 8 (**a** and **b**) mice per group, and data are mean  $\pm$  s.e.m. Two-tailed unpaired Student's *t*-test (**d, f** and **g-j**); two-way ANOVA (**a** and **b**). \**P* < 0.05, \*\**P* < 0.01, \*\*\**P* < 0.001; NS, not significant. Specific p-values and source data are provided as a Source Data file.**

Supplementary Figure 8

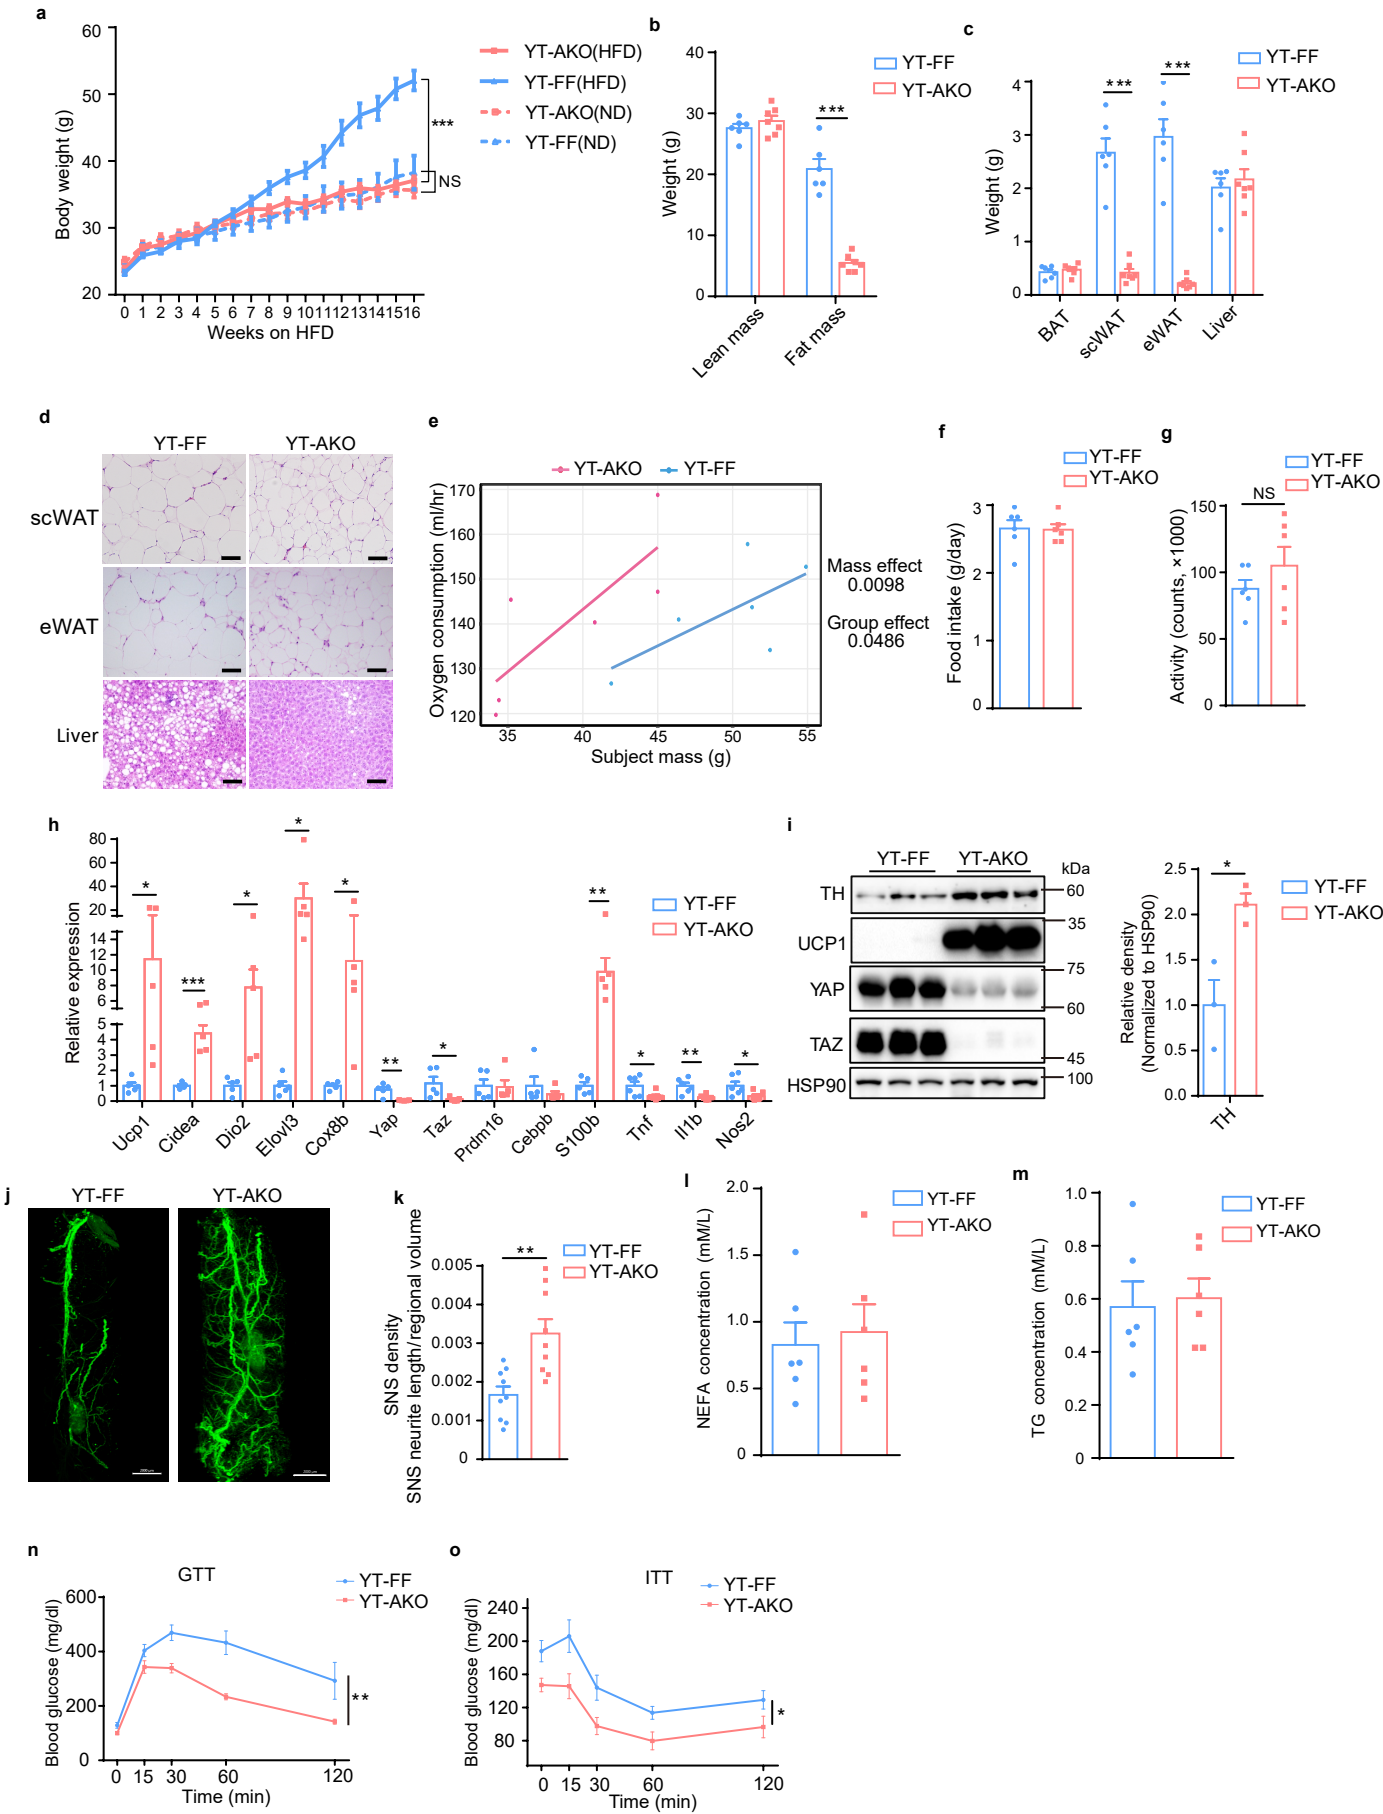

**Supplementary Figure 8. Loss of *Yap/Taz* in adipocytes protects mice from diet-induced obesity and insulin resistance.** **a**, Body weight of YT-AKO and YT-FF mice on HFD or ND. **b, c**, Fat mass and lean mass (**b**) and tissue weight (**c**) of YT-AKO and YT-FF mice on HFD for 16 weeks. **d**, H&E sections of scWAT, eWAT and liver from mice in **b**. Scale bars: 50  $\mu$ m. **e**, Oxygen consumption of YT-AKO and YT-FF mice on HFD for 15 weeks, analyzed by CalR-ANCOVA. **f, g**, Food intake (**f**) and activity (**g**) of YT-AKO and YT-FF mice on HFD for 15 weeks. **h**, Relative mRNA level of indicated genes in scWAT from mice as in **b**. **i**, Immunoblot of indicated proteins in scWAT as in **b**. **j, k**, Whole-mount TH immunostaining (**j**) and quantification (**k**) of cleared scWAT as in **b**. Scale bars: 2 mm. **l, m**, NEFA (**l**) and TG (**m**) concentration in the sera of YT-FF and YT-AKO mice fed HFD for 15 weeks. **n, o**, Glucose-tolerance test (GTT, **n**) and Insulin-tolerance test (ITT, **o**) of YT-AKO and YT-FF mice on HFD. N=3 (**i**), 5 (**h**), 6 (**b, c**: YT-FF and **e-g** and **l-o**), 7 (**a**: YT-AKO(ND) and **b, c**: YT-AKO), 8 (**a**: YT-FF(ND)) or 12 (**a**: YT-FF(HFD) and YT-AKO(HFD)) mice per group, and data are mean  $\pm$  s.e.m. Two-tailed unpaired Student's *t*-test (**b, c, f-m**); two-way ANOVA (**a, n** and **o**). \**P* < 0.05, \*\**P* < 0.01, \*\*\**P* < 0.001; NS, not significant. Specific p-values and source data are provided as a Source Data file.

Supplementary Figure 9

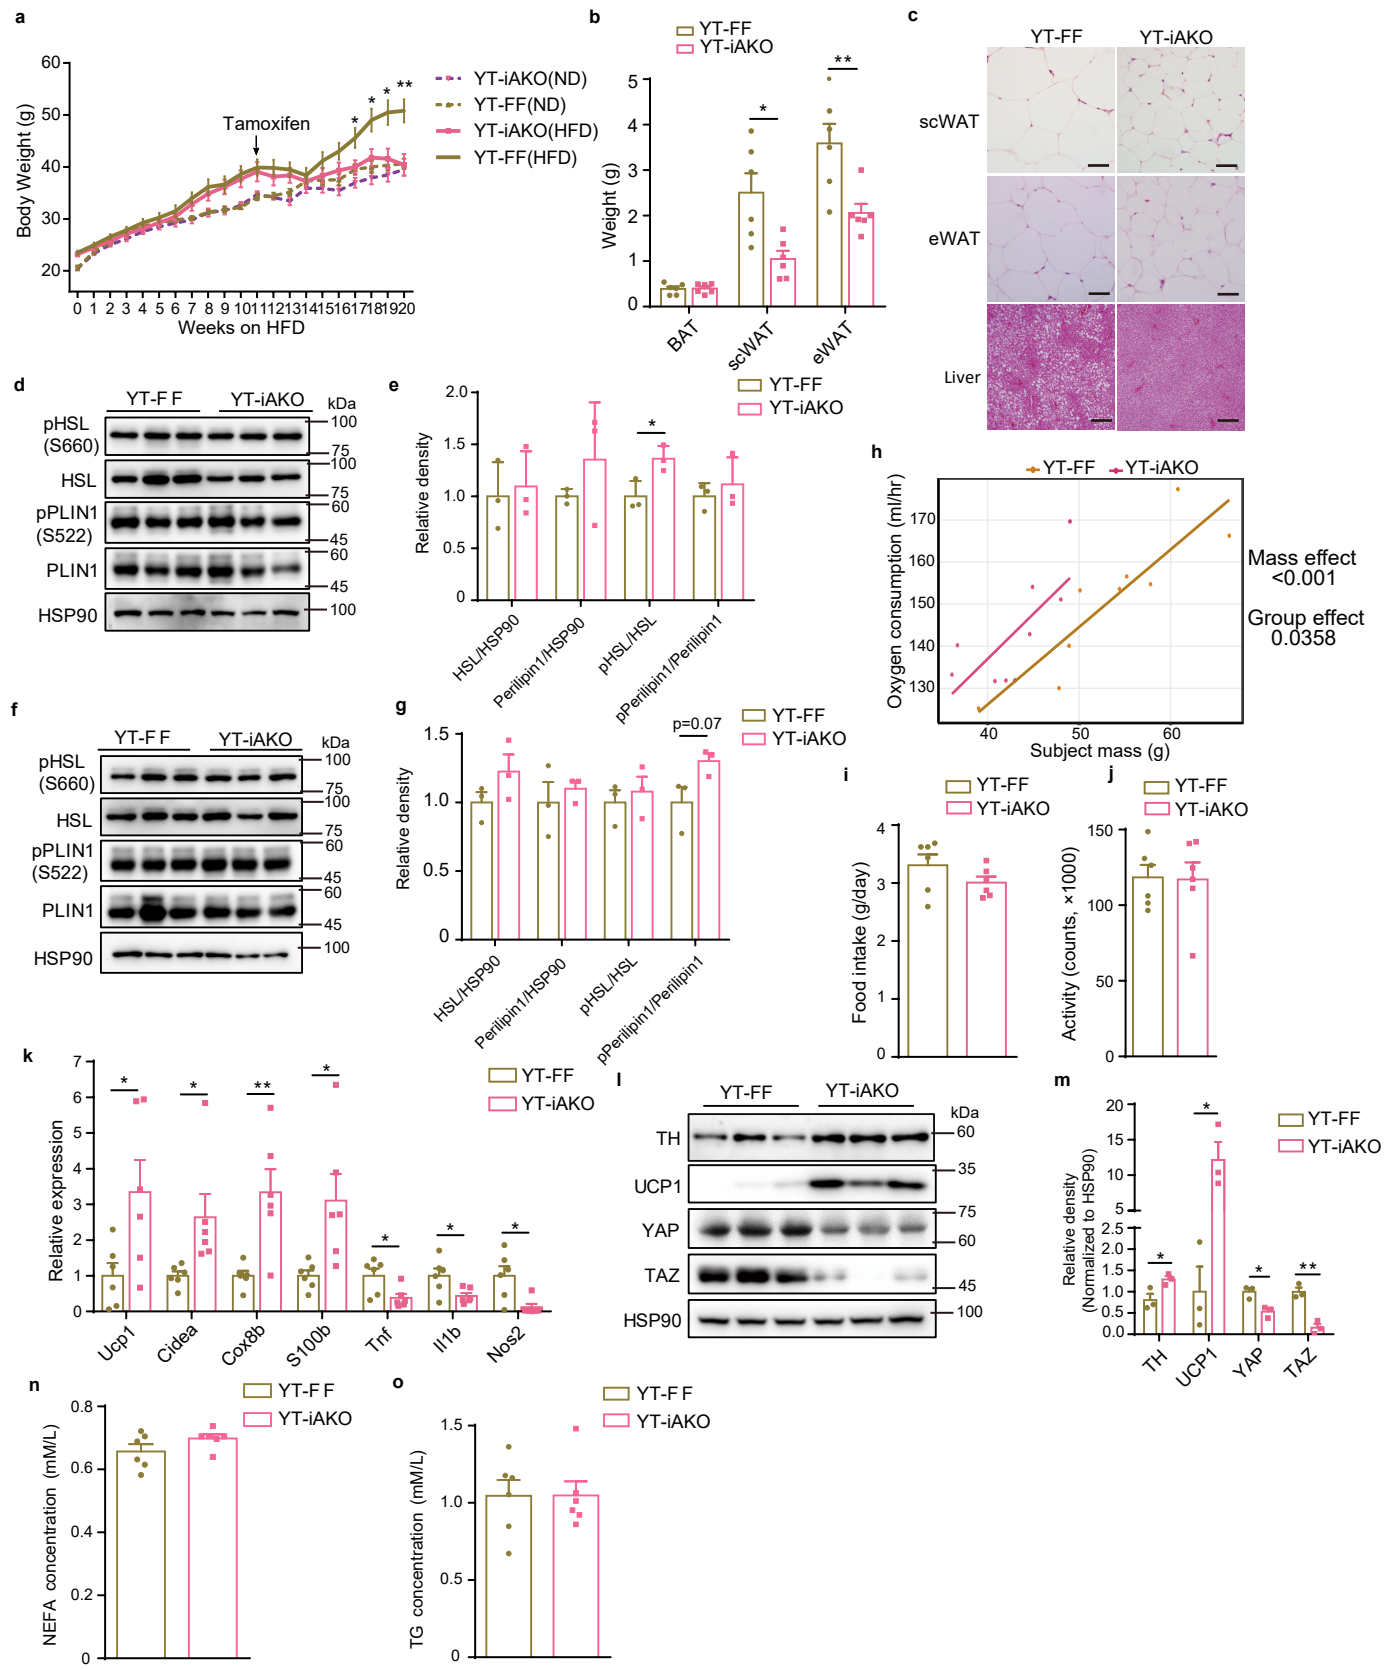

**Supplementary Figure 9. Reversal of obesity by inducible knockout of adipocyte *Yap/Taz* in diet-induced obese mice.** **a**, Body weight of YT-iAKO and YT-FF mice on HFD or ND. **b**, Tissue weight of YT-iAKO and YT-FF mice on HFD for 20 weeks. **c**, H&E sections of scWAT, eWAT and liver from mice in **b**. Scale bars: 50  $\mu$ m. **d**, **e**, Immunoblot (**d**) and quantification (**e**) of indicated proteins in scWAT from mice as in **b**. **f**, **g**, Immunoblot (**f**) and quantification (**g**) of indicated proteins in eWAT from mice as in **b**. **h**, Oxygen consumption of mice in **b**, analyzed by CalR-ANCOVA. **i**, **j**, Food intake (**i**) and activity (**j**) of YT-iAKO and YT-FF mice on HFD for 19 weeks. **k**, Relative mRNA levels of indicated genes in scWAT from mice as in **b**. **l**, **m**, Immunoblot (**l**) and quantification (**m**) of indicated proteins in scWAT from mice as in **b**. **n**, **o**, NEFA (**n**) and TG (**o**) concentration in the sera of mice as in **b**. N=3 (**d-g**, **l** and **m**), 6 (**a**-ND groups, **b**, **i-k**, **n** and **o**) or 9 (**a**-HFD group and **h**) mice per group, and data are mean  $\pm$  s.e.m. Two-tailed unpaired Student's *t*-test (**b**, **e**, **g**, **i-k** and **m-o**); two-way ANOVA with Tukey's multiple comparisons test (**a**). \**P* < 0.05, \*\**P* < 0.01, \*\*\**P* < 0.001. Specific p-values and source data are provided as a Source Data file.

Supplementary Figure 10

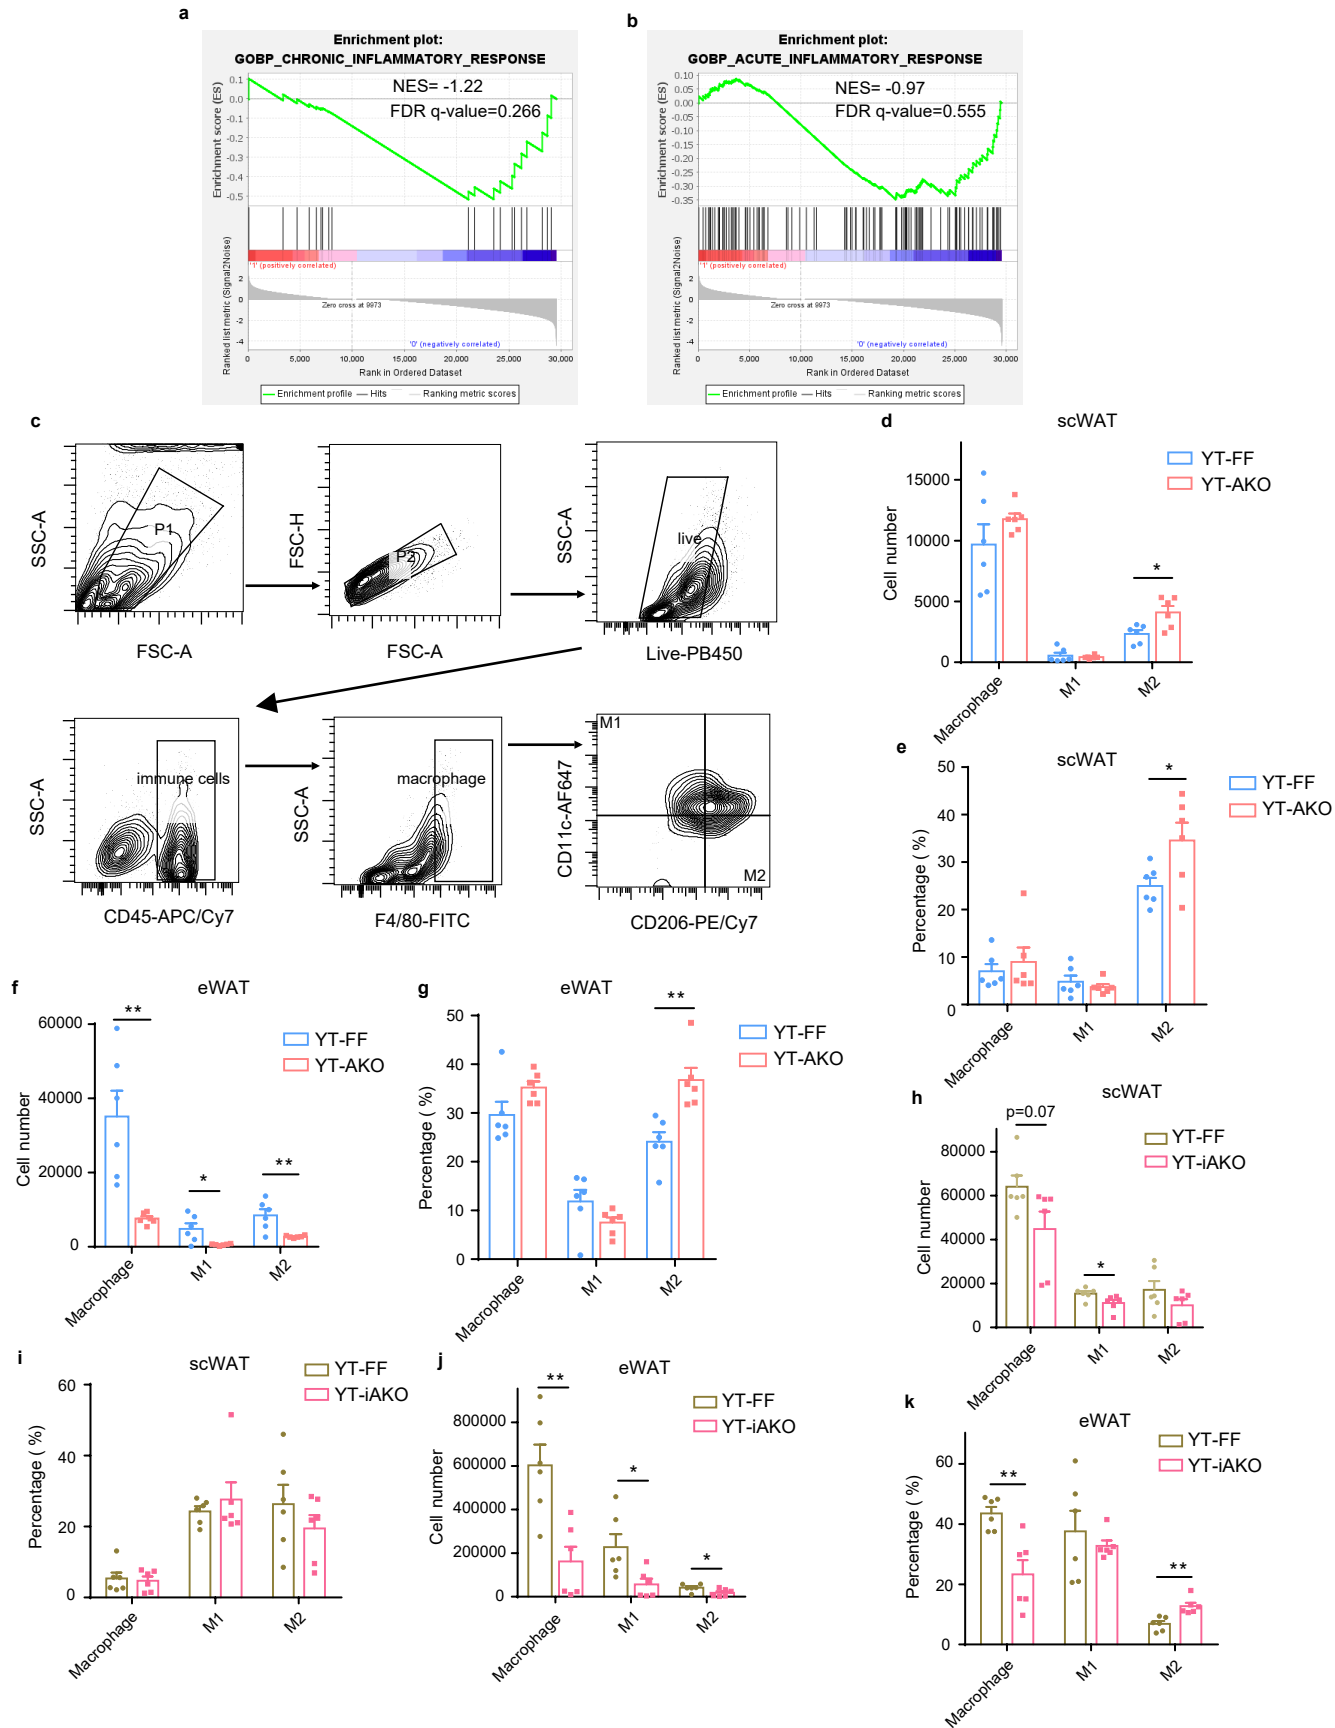

**Supplementary Figure 10. YAP/TAZ loss reduces inflammatory response in scWAT and eWAT in HFD-reduced or aging-associated obesity condition.** **a, b,** GSEA of chronic inflammatory response (**a**) and acute inflammatory response (**b**) based on RNA-seq data of scWAT from adult YT-FF and YT-AKO mice. **c,** Gating strategy of flow cytometry for macrophage phenotyping. **d, e,** Cell numbers (**d**) and percentages (**e**) of indicated cell types in scWAT of YT-FF and YT-iAKO mice fed HFD for 20 weeks. **f, g,** Cell numbers (**f**) and percentages (**g**) of indicated cell types in eWAT of mice as in (**d**). **h, i,** Cell numbers (**h**) and percentages (**i**) of indicated cell types in scWAT of aging mice. **j, k,** Cell numbers (**j**) and percentages (**k**) of indicated cell types in eWAT of aging mice. N=3 (**a** and **b**), 6 (**d-k**) mice per group, and data are mean  $\pm$  s.e.m. Two-tailed unpaired Student's *t*-test (**d-k**). \**P* < 0.05, \*\**P* < 0.01, \*\*\**P* < 0.001. Specific p-values and source data are provided as a Source Data file.

Supplementary Figure 11

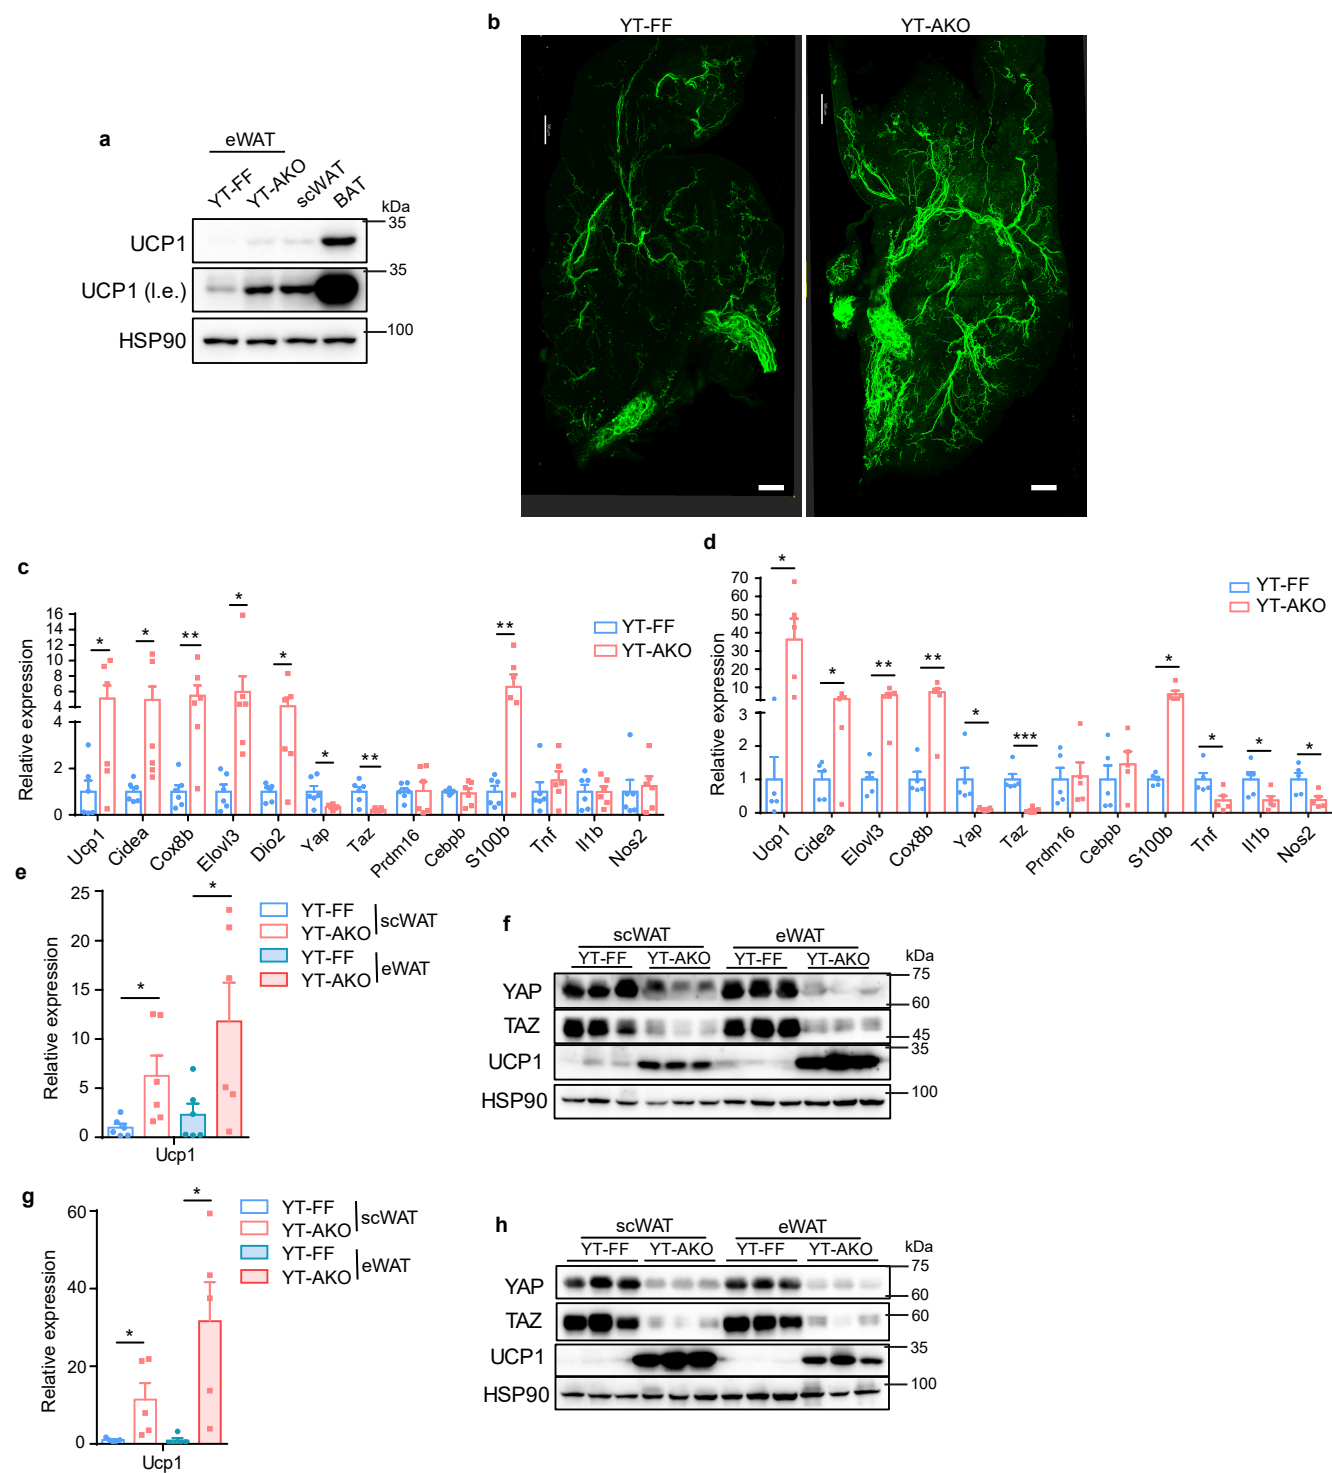

**Supplementary Figure 11. Loss of *Yap/Taz* induces beige fat biogenesis in eWAT of age-associated and diet-induced obese mice.** **a**, Immunoblot of UCP1 of eWAT from indicated mice under 4°C for 7 days, using scWAT and BAT lysate from mice under 22°C as positive controls. **b**, Z-stack images (400 µm) of TH staining of eWAT from adult YT-FF and YT-AKO mice. Scale bars: 0.5 mm. **c**, Relative mRNA levels of indicated genes in eWAT from 12-month-old YT-AKO and YT-FF male mice. **d**, Relative mRNA levels of indicated genes in eWAT from YT-AKO and YT-FF mice on HFD for 16 weeks. **e**, Relative mRNA level of *Ucp1* in scWAT and eWAT from mice in **c**. **f**, Immunoblot of indicated proteins in scWAT and eWAT from mice in **c**. **g**, Relative mRNA level of *Ucp1* in scWAT and eWAT from mice in **d**. **h**, Immunoblot of indicated proteins in scWAT and eWAT from mice in **d**. N=3 (**f** and **h**), 5 (**d** and **g**) or 6 (**c** and **e**) mice per group. Two-tailed unpaired Student's *t*-test (**c-e** and **g**). \**P* < 0.05, \*\**P* < 0.01, \*\*\**P* < 0.001. Specific p-values and source data are provided as a Source Data file.

Supplementary Figure 12

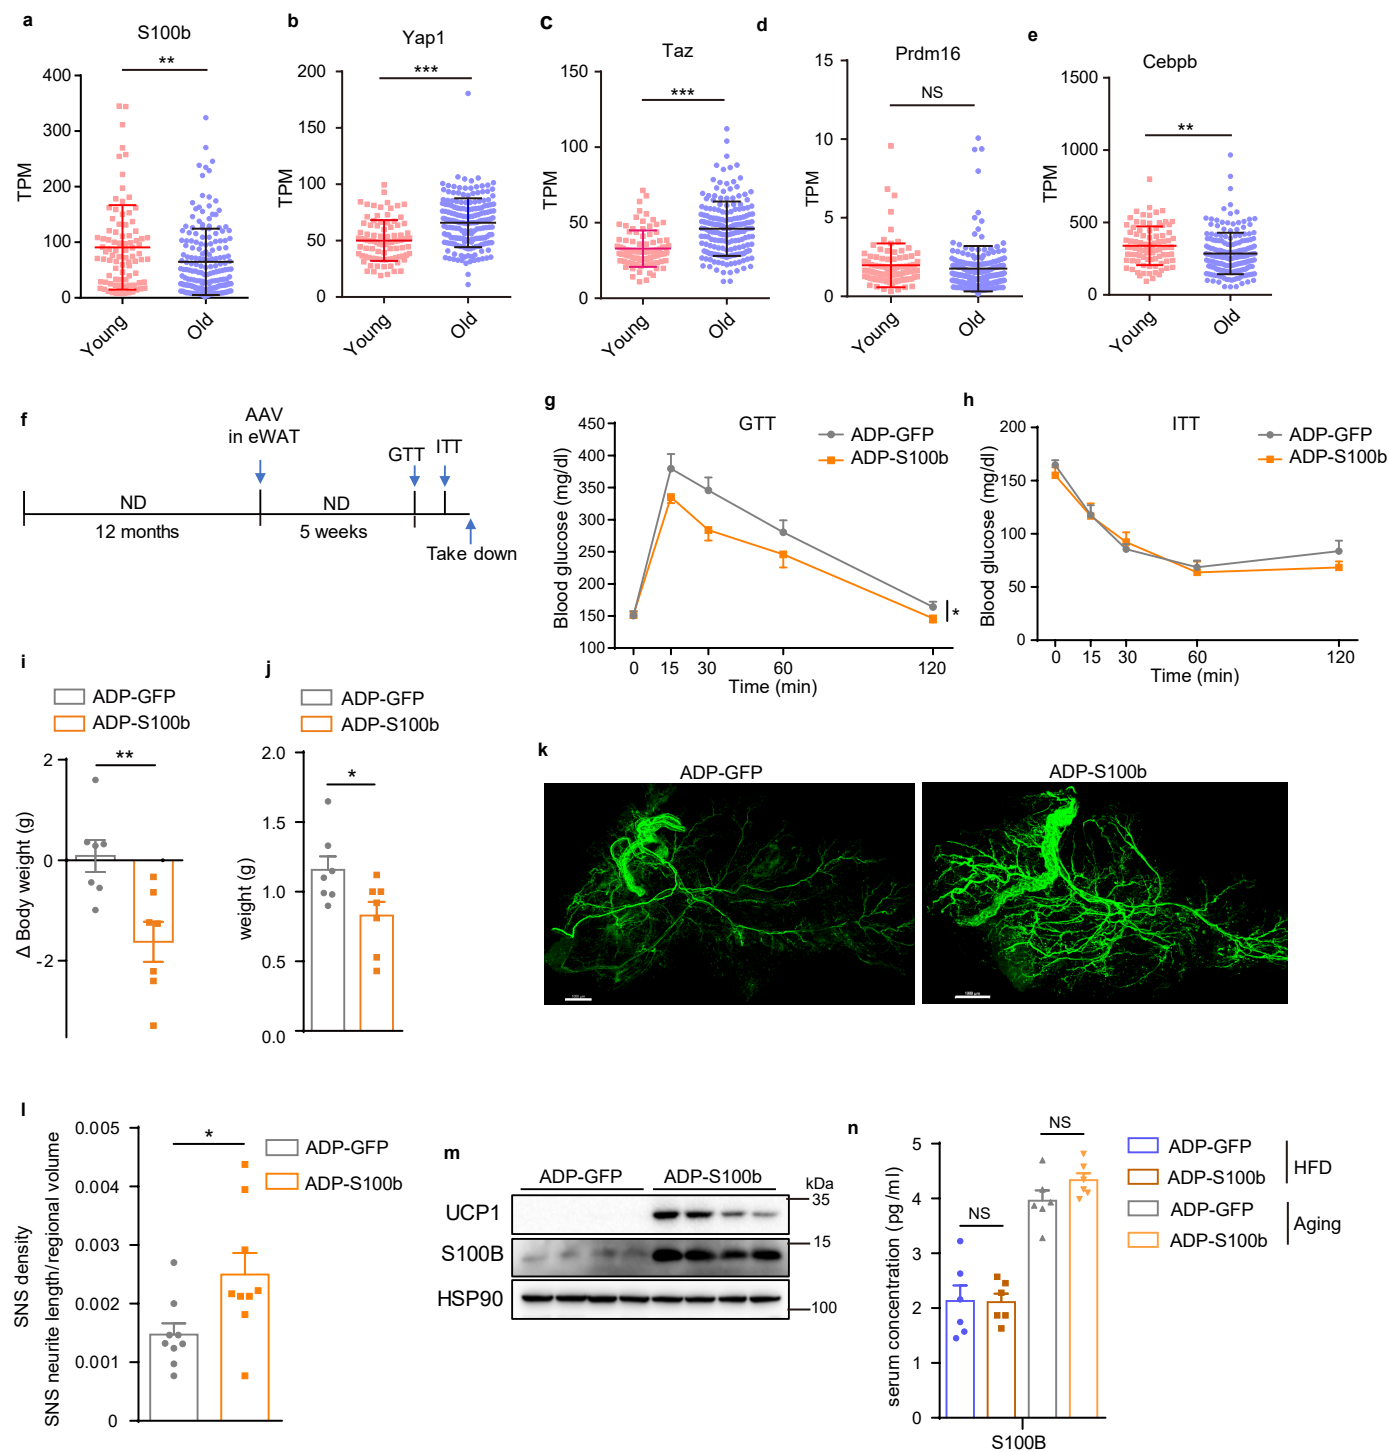

**Supplementary Figure 12. AAV-*ADP-S100b* administration in eWAT relieves age-associated obesity and improves glucose homeostasis.** **a-e**, mRNA abundance (TPM) of indicated genes in vWAT from young (20-39 years old, n=89) and old (60-79 years old, n=182) individuals, measured by RNA-seq from GTEx. **f**, Schematic diagram of AAV administration in aging mice. **g, h**, Glucose tolerance test (GTT) (**g**) and insulin tolerance test (ITT) (**h**) of mice as in (**f**). **i, j**, Weight gain of aging mice (**i**) and tissue weight of eWAT (**j**) upon AAV administration. **k, l**, Whole-mount TH immunostaining (**k**) and quantification (**l**) of cleared eWAT upon AAV administration. Scale bars: 1 mm. **m**, Immunoblot of indicated proteins in eWAT upon AAV administration. **n**, S100B level in sera. N=4 (**m**), 6 (**n**) or 7 (**g-j**) mice per group. Two-tailed unpaired Student's *t*-test (**a-e, i, j, l** and **n**); two-way ANOVA (**g** and **h**). \**P* < 0.05, \*\**P* < 0.01, \*\*\**P* < 0.001; NS, not significant. Specific p-values and source data are provided as a Source Data file.

Supplementary Figure 13

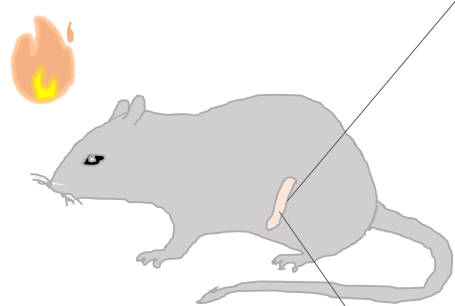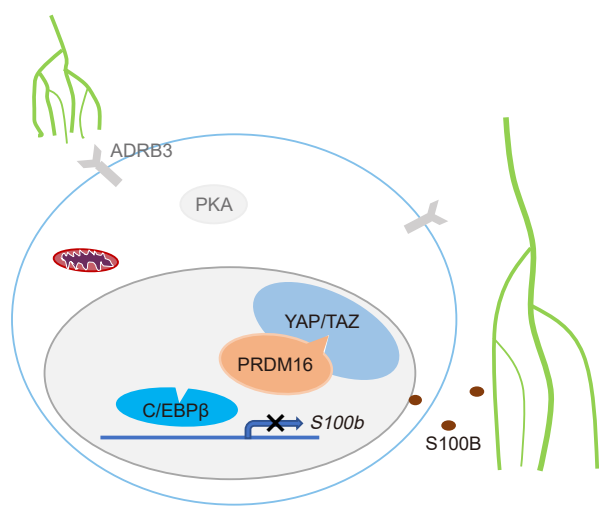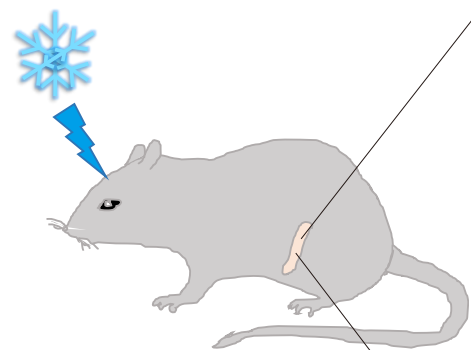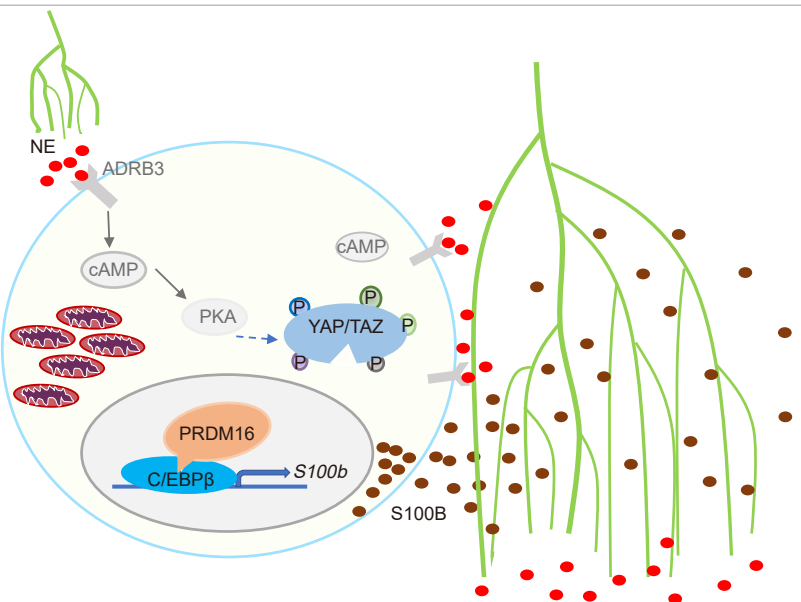

**Supplementary Figure 13. The model showing how YAP/TAZ regulate sympathetic innervation in white adipose tissue.** Under thermoneutrality, active YAP/TAZ enter the nuclei of adipocytes, interact with PRDM16 and thus impede PRDM16-C/EBP $\beta$  complex formation, which blocks the transcription of neurotrophic factor *S100b*. Upon cold exposure, sympathetic neurons secrete noradrenaline (NE) to activate adipocyte ADRB3-cAMP-PKA signaling that phosphorylates and sequesters YAP/TAZ in the cytoplasm, releasing their inhibition on PRDM16-C/EBP $\beta$  complex formation. The PRDM16-C/EBP $\beta$  complex then binds to the promoter of *S100b* to drive its expression, which promotes sympathetic innervation and beige fat biogenesis.

### Supplementary Table 1

gRNA:

| Gene                | Forward (5'-3')      | Reverse (5'-3')      |
|---------------------|----------------------|----------------------|
| <i>Yap</i> -gRNA1   | GATCAGACAACAACATGGC  | GCCATGTTGTTGTCTGATC  |
| <i>Yap</i> -gRNA2   | ACCAGGTCGTGCACGTCCGC | GCGGACGTGCACGACCTGGT |
| <i>Taz</i> -gRNA1   | TCACGTCATAGGACTGCTGG | CCAGCAGTCCTATGACGTGA |
| <i>Taz</i> -gRNA2   | GCGCGAGTGCGAGCCGGAAT | ATTCCGGCTCGCACTCGCGC |
| <i>Sl00b</i> -gRNA  | CCACCAGTACTCCGGGCGAG | CTCGCCCGGAGTACTGGTGG |
| <i>Prdm16</i> -gRNA | CCCGGGGCGTCACCACGTAG | CTACGTGGTGACGCCCCGGG |
| <i>Cebpb</i> -gRNA  | TGGACGACGACGACGTGGAC | GTCCACGTCGTCGTCGTCCA |

### Supplementary Table 2

RT-qPCR-primers:

| Gene          | Forward (5'-3')         | Reverse (5'-3')         |
|---------------|-------------------------|-------------------------|
| <i>Ucp1</i>   | ACTGCCACACCTCCAGTCATT   | CTTGCCTCACTCAGGATTGG    |
| <i>Cidea</i>  | TGCTCTTCTGTATCGCCCAGT   | GCCGTGTTAAGGAATCTGCTG   |
| <i>Dio2</i>   | AATTATGCCTCGGAGAAGACCG  | GGCAGTTGCCTAGTGAAAGGT   |
| <i>Cox8b</i>  | GAACCATGAAGCCAACGACT    | GCGAAGTTCACAGTGGTTCC    |
| <i>Elovl3</i> | GATGGTTCTGGGCACCATCTT   | CGTTGTTGTGTGGCATCCTT    |
| <i>Prdm16</i> | CAGCACGGTGAAGCCATTC     | GCGTGCATCCGCTTGTG       |
| <i>Cebpb</i>  | ACGACTTCCTCTCCGACCTCT   | CGAGGCTCACGTAACCGTAGT   |
| <i>Yap</i>    | TGAGATCCCTGATGATGTACCAC | TGTTGTTGTCTGATCGTTGTGAT |

|               |                         |                            |
|---------------|-------------------------|----------------------------|
| <i>Taz</i>    | GCAGCAAGTCATCCACGTCA    | AGGACTCCGGGAGGATCTTT       |
| <i>S100b</i>  | TGGTTGCCCTCATTGATGTCT   | CCCATCCCCATCTTCGTCC        |
| <i>Adipoq</i> | GCACTGGCAAGTTCTACTGCAA  | GTAGGTGAAGAGAACGGCCTTGT    |
| <i>Ap2</i>    | ACACCGAGATTTCTTCAAACCTG | CCATCTAGGGTTATGATGCTCTTC   |
| <i>Pparg</i>  | CAAGAATACCAAAGTGCGATCAA | GAGCTGGGTCTTTTCAGAATAATAAG |
| <i>Ngf</i>    | CCAGTGAAATTAGGCTCCCTG   | CCTTGGCAAAACCTTTATTGGG     |
| <i>Bdnf</i>   | TCATACTTCGGTTGCATGAAGG  | AGACCTCTCGAACCTGCCC        |
| <i>Ntf3</i>   | GGAGTTTGCCGGAAGACTCTC   | GGGTGCTCTGGTAATTTTCCTTA    |
| <i>Ntf4</i>   | TGAGCTGGCAGTATGCGAC     | CAGCGCGTCTCGAAGAAGT        |
| <i>Negr1</i>  | ACTTTGCGCCTACAATTCAGG   | AACTTGCCAGGGAATGGAACT      |
| <i>Adrb1</i>  | GAACCCTGCAACCTGTCGTC    | CCACGAGTAGGCCCATACC        |
| <i>Adrb2</i>  | GGGAACGACAGCGACTTCTT    | GCCAGGACGATAACCGACAT       |
| <i>Adrb3</i>  | AGAAACGGCTCTCTGGCTTTG   | TGGTTATGGTCTGTAGTCTCGG     |
| <i>Tnf</i>    | GTTCTATGCCCCAGACCCTCAC  | GGCACCAGTAGTTGGTTGTCTTTG   |
| <i>Il1b</i>   | AGCTTCCTTGTGCAAGTGTCT   | GCAGCCCTTCATCTTTTGGG       |
| <i>Nos2</i>   | GAGCAACTACTGCTGGTGGT    | TCAGAGTCTGCCCATTGCTG       |

# Supplementary material for: Transcriptional repression of beige fat innervation via a YAP/TAZ-S100B axis
**Source:** Nat Commun. 2023 Nov 4;14:7102. doi: 10.1038/s41467-023-43021-8
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

## **Description of Additional Supplementary Files**

Supplementary Movie 1. **Circling phenotype of adult YT-UKO mice.** 8-week-old YT-UKO mice under room temperature exhibits circling behavior.

Supplementary Movie 2. **3D Visualization of sympathetic innervation in scWAT, related to Fig. 3a.** Part 1: TH immunolabeling in scWAT from 8-week-old YT-AKO mice. Part 2: TH immunolabeling in scWAT from 8-week-old YT-FF mice. The movie firstly shows a low-resolution 3D projection of the scWAT, followed by high-resolution 3D projection, 3D reconstruction and organization of the SNS parenchymal innervation.

Supplementary Movie 3. **Optical section of UCP1 immunostaining of eWAT, related to Fig. 7i.** Part 1: Sequential optical sections of UCP1 whole-mount imaging in an eWAT from 8-week-old YT-AKO mice after cold exposure for 1 week. Part 2: Sequential optical sections of UCP1 whole-mount imaging in an eWAT from 8-week-old YT-FF mice after cold exposure for 1 week.

# Supplementary material for: Transcriptional repression of beige fat innervation via a YAP/TAZ-S100B axis
**Source:** Nat Commun. 2023 Nov 4;14:7102. doi: 10.1038/s41467-023-43021-8
**Supplement:** Supplementary file 7 — Reporting Summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- |                                     |                                     |                                                                                                                                                                                                                                                            |
|-------------------------------------|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | A description of all covariates tested                                                                                                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | For null hypothesis testing, the test statistic (e.g. $F$ , $t$ , $r$ ) with confidence intervals, effect sizes, degrees of freedom and $P$ value noted<br><i>Give <math>P</math> values as exact values whenever suitable.</i>                            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | Estimates of effect sizes (e.g. Cohen's $d$ , Pearson's $r$ ), indicating how they were calculated                                                                                                                                                         |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

### Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                 |
|-----------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | Applied Biosystems StepOnePlus Real-Time PCR Systems, Tanon 5200 Chemiluminescent Imaging System, Comprehensive Lab Animal Monitoring System, Rectal temperature probe, Olympus BX51 Microscopy, BioTek Multi-Detection Microplate Reader, EVOS® FL Imaging Systems, GE Lunar PIXImus densitometer, Nikon AIR-si Microscopy, Zeiss Lightsheet Z.1, LiTone XL Light-sheet Microscope, Beckman Coulter CytoFLEX S flow cytometer, NovaSeq 6000 instrument, Orbitrap Q Exactive mass spectrometer. |
| Data analysis   | ImageJ v10 was used for immunoblot densitometry analysis and cell area analysis, Imaris v9.9.1, GraphPad Prism v8.0.2, clusterProfiler R v3.18.1, HISAT2 v2.1.0, SAMtools v1.3.1, DESeq2 V2.11.40.6, CytExpert v2.3.0.84, Flowjo v10                                                                                                                                                                                                                                                            |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

The RNA seq data generated in this study has been deposited in the Gene Expression Omnibus (GEO) under accession number GSE222069 (<https://>

www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE222069) and are publicly available as of the date of publication. The ChIP-seq data used in this study were available in GEO under accession number GSE63965 (PRDM16) (<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE63965>), GSM686970 (C/EBP $\beta$ ) (<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSM686970>) and GSM1218859 (C/EBP $\alpha$ ) (<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSM1218859>). The RNA seq data of WAT from human were available in GEO under accession number GSE141432 (<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE141432>) and from GTEx database (<https://www.gtexportal.org/home%5B33>). The potential transcriptional factors binding to SP was predicted by PROMO ([https://algggen.lsi.upc.es/cgi-bin/promo\\_v3/promo/promoinit.cgi?dirDB=TF\\_8.3/](https://algggen.lsi.upc.es/cgi-bin/promo_v3/promo/promoinit.cgi?dirDB=TF_8.3/)). Source data are provided with this paper.

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

Reporting on sex and gender N/A

Reporting on race, ethnicity, or other socially relevant groupings N/A

Population characteristics N/A

Recruitment N/A

Ethics oversight N/A

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size The chosen of sample size was based on the pilot experiments or studies published (doi:10.1038/s41467-022-33800-0, doi:10.1038/s41590-021-01023-y) and to ensure statistical possibility, meanwhile to minimize animal usage in the experiments based on the 3R principles.

Data exclusions No data was excluded.

Replication All experiments were verified by biological replicates

Randomization All experiments were randomly allocated to groups.

Blinding Blinding was not done. A fully informed data analysis was performed.

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

n/a Involved in the study

☐ ☒ Antibodies

☐ ☒ Eukaryotic cell lines

☒ ☐ Palaeontology and archaeology

☐ ☒ Animals and other organisms

☒ ☐ Clinical data

☒ ☐ Dual use research of concern

☒ ☐ Plants

### Methods

n/a Involved in the study

☒ ☐ ChIP-seq

☐ ☒ Flow cytometry

☒ ☐ MRI-based neuroimaging

## Antibodies

### Antibodies used

Antibodies for immunoblot

Primary Antibodies:

Rabbit anti-UCP1 Sigma-Aldrich #U6382. 1:5000

Rabbit anti-S100B Cell Signaling #9550. 1:1000

Rabbit anti-PKA substrate (RRXS\*/T\*) Cell Signaling #9624. 1:1000

Rabbit anti-PPAR $\gamma$  Cell Signaling #2435. 1:1000

Rabbit anti-C/EBP $\alpha$  Cell Signaling #2295. 1:1000

Mouse anti-HSP90 $\alpha/\beta$  Santa Cruz Biotech #sc-13119. 1:10000

Mouse anti-C/EBP $\beta$  Santa Cruz Biotech #sc-7962x. 1:10000

Mouse anti-Lamin B1 Protein tech #66095-1-Ig. 1:10000

Mouse anti- $\alpha$ -tubulin Sigma-Aldrich #T6199. 1:10000

Rabbit anti-TH Millipore #AB1542. 1:3000

Sheep anti-PRDM16 R&D #AF6295. 1:400

Rabbit anti-YAP Cell Signaling #4912. 1:1000

Rabbit anti-TAZ Cell Signaling #4883. 1:1000

Rabbit p-YAP (Ser 112) Cell Signaling #4911. 1:1000

Rabbit p-TAZ (Ser 89) Cell Signaling #59971. 1:1000

Mouse anti-Flag Abmart #293881. 1:5000

Rabbit anti-HA Cell Signaling #3724. 1:1000

Rabbit anti-HSL Cell Signaling #4107. 1:1000

Rabbit anti-p-HSL (Ser 660) Cell Signaling #4126. 1:1000

Mouse anti-Perilipin1 Vala Science #4854. 1:10000

Mouse anti-p-Perilipin1 (Ser 522) Vala Science #4856. 1:10000

Secondary antibodies:

Goat anti-mouse IgG:HRP Thermo Scientific #32430. 1:10000

Goat anti-rabbit IgG:HRP Thermo Scientific #31460. 1:10000

Donkey anti-sheep IgG:HRP R&D #HAF016. 1:500

Antibodies for immunofluorescence

Rabbit anti-YAP Cell Signaling #14074. 1:100

Rabbit anti-TAZ Cell Signaling #83669. 1:100

Sheep anti-PRDM16 R&D #AF6295. 1:50

Rabbit anti-TH Millipore #AB1542. 1:100

Rabbit anti-UCP1 Abcam #ab10983. 1:100

Goat anti-Rabbit-IgG: Alexa Fluor 594 Abcam #ab150080. 1:300

Goat anti-sheep-IgG: Alexa Fluor 488 Invitrogen A11015. 1:400

Goat anti-Rabbit-IgG: Alexa Fluor 488 Cell Signaling #4412. 1:400

Antibodies for CUT&Tag

Sheep anti-PRDM16 R&D #AF6295. 1:50

Mouse anti-C/EBP $\beta$  Santa Cruz Biotech #sc-7962x. 1:100

### Validation

All antibodies used were purchased from commercial vendors. Validation of these antibodies is described in Data Sheets which can be download from manufacturer's websites.

## Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

### Cell line source(s)

HEK 293T (CRL-3216) was obtained from American Type Culture Collection (ATCC).

### Authentication

None of the cell lines have been authenticated.

### Mycoplasma contamination

Frozen batch used for experiment was tested for mycoplasma and resulted negative.

### Commonly misidentified lines (See [ICLAC](#) register)

No commonly misidentified cell lines were used in the study.

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

### Laboratory animals

Yap1f/fi (027929, C57BL/6-129), AdipoqCre (028020, C57BL/6), Ucp1Cre (024670, C57BL/6), AdipoqCreERT2 (025124, C57BL/6), E2aCre (003724, C57BL/6) and Rosa26-LSL-Cas9 knock-in (026175, C57BL/6) mice were purchased from The Jackson Laboratories.

Tazfl/fl mice (C57BL/6-129) were kindly provided by Nan Tang (National Institute of Biological Sciences, Beijing, China). Cas9Rosa26-LSL;AdipoqCre and Cas9Tg/Tg mice were generated by crossing Rosa26-LSL-Cas9 knock-in mice with AdipoqCre and E2aCre mice respectively. All mice were housed at temperature ( $22 \pm 1^\circ\text{C}$ ) and humidity ( $60\% \pm 10\%$ ) controlled environment under 12 h-12 h light-dark cycle. Unless specified, animals used in the experiment are 8-10 weeks old male mice.

|                         |                                                                                                                                                                                                                                                                                                               |
|-------------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Wild animals            | This study did not involve wild animals.                                                                                                                                                                                                                                                                      |
| Reporting on sex        | Sex was considered in this study. The main conclusion of this study apply to both the male and female. We used male and female mice respectively to verify the YAP/TAZ-loss induced browning and S100B expression in scWAT. Besides, our SVF-derived beige adipocytes were mixture from male and female mice. |
| Field-collected samples | This study did not involve field-collected samples.                                                                                                                                                                                                                                                           |
| Ethics oversight        | All procedures involving animals followed the protocols approved by the IACUC of Peking University and conformed to the Guide for the Care and Use of Laboratory Animals (IMM-QiuYF-1).                                                                                                                       |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

|                           |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                   |
|---------------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample preparation        | Inguinal scWAT or eWAT was minced and digested with Collagenase Type I (Worthington, 180 U/ml) in SVF buffer (118 mM NaCl, 1.1 mM CaCl <sub>2</sub> , 2.7 mM KCl, 0.5 mM MgCl <sub>2</sub> , 0.4 mM NaH <sub>2</sub> PO <sub>4</sub> , 20 mM HEPES, 5.5 mM Glucose, 1% BSA ) at 37°C with agitation at 150 rpm for 30 min. The digested cell suspension was passed through a 40-µm strainer and pelleted cells were resuspended in red blood cell lysis buffer (0.15 M NH <sub>4</sub> Cl, 1.1 mM EDTA, 10 mM NaHCO <sub>3</sub> ) for 5 min at RT to remove blood red cells. Finally, the cell pellet was resuspended in FACS buffer (PBS containing 2% FBS and 1 mM EDTA) for further staining. |
| Instrument                | Beckman Coulter CytoFLEX S                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                        |
| Software                  | CytExpert v2.3.0.84 , Flowjo v10                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                  |
| Cell population abundance | The abundance of cell populations was presented in the graphs in Extended Data Fig. 10d-k                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                         |
| Gating strategy           | We first gated the singlets by FSC-A and FSC-H, and exclude dead cells by gating PB450 negative cells . Specific cell populations were determined by markers listed below Macrophages: CD45+/F4/80+; M1 macrophages: CD45+/F4/80+/CD11c+/CD206-; M2 macrophages: CD45+/F4/80+/CD11c-/CD206+                                                                                                                                                                                                                                                                                                                                                                                                       |

- ☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

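RNA-seq counts of scWAT from 3 YT-FF and 3 YT-AKO mice were used. The libraries were grouped by the genotype in the sample labels and the paper's methods. Data of the paper's other experiments were not analysed here.

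The authors sequenced the libraries as paired ends, mapped the reads to mm10 with HISAT2 and counted fragments per gene with featureCounts on the exons of the GENCODE vM25 annotation. The deposited values are raw counts of fragments per gene, with no normalization or filter. Counting was unstranded and left out fragments that mapped to several places or overlapped several genes. Of the 55401 genes in the files, 55141 were matched by identifier to the mouse annotation used here for symbols and coordinates, 260 were not, and 30027 had at least 1 count. The total counts ran from 17740987 to 21838493 per library, so 3 counts, the floor used for lower bounds, are about 0.176 CPM in the libraries labelled YT-AKO. This floor covers counting error only, since the fragments carry no molecular identifiers.

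Counts were analysed in R 4.3.3. The main test was edgeR 4.0.16 with TMM normalization, filterByExpr (minimum count 10, minimum total 15), the quasi-likelihood test without robust estimation, and Benjamini-Hochberg adjustment over the 16807 genes that passed. The biological coefficient of variation was 0.288. CPM values use the TMM factors, and TPM used summed exon lengths. Genes were called at an adjusted p under 0.01 and a log2 fold change beyond 1, or, for the volcano plot, at an unadjusted p under 0.01 and a log2 fold change beyond 2. Lists of genes were tested with camera (limma 3.58.1, inter-gene correlation 0.01), with fry and camera with an estimated correlation as alternatives, and with one-sided hypergeometric tests, each adjusted over the 31 lists with tested genes. Single comparisons of values used exact permutation tests, whose smallest two-sided p with 3 against 3 libraries is 0.1.

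The lists were the thermogenesis genes of Fig. 2b, the thermogenic genes of Fig. 2c, adipocyte identity genes, neurotrophic factors, the genes labelled in Fig. 3c, the targeted genes, the PRDM16 axis and the pro-inflammatory genes, all named in the paper; subunits of complexes I, III, IV and V, cytosolic and mitochondrial ribosomal proteins, inflammatory genes, YAP/TAZ targets, de novo lipogenesis, fatty acid oxidation, beige and brown thermogenic genes and the genes next to *Adipoq*; and markers of Schwann cells, sympathetic neurons, skeletal muscle, B cells, T cells, macrophages, fibroblasts, endothelium, epithelium and the brown depot. A list of imprinted genes was written after the values of *Mest*, *Nnat* and *Klf14* were seen. KEGG, BP and GSEA sets were not used here; 13 Reactome sets were.

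The genes named in the text are those the paper names for this RNA-seq and the 5 largest rises and 5 largest falls in log2 fold change among genes with an adjusted p under 0.01, no overlap between the groups and a mean of at least 1 CPM. Members of the lists serve as examples, and other genes are said to have been chosen after their values were seen. Some genes that these rules name are not reported here.

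The tests were checked on simulated counts of 16451 genes, drawn with the means, dispersions and library sizes of these libraries, of which 200 were changed. edgeR called 180 of them (90.0%) and 3 unchanged genes, DESeq2 1.42.0 193 (96.5%) and 23, and limma-voom 176 (88.0%) and 2. The genes were drawn independently of each other, so a shift shared by many genes of 1 library was not simulated.

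The gene and list results of the fits across genes were recomputed with DESeq2, limma-voom, upper-quartile normalization, library totals alone, no filter, a minimum of 10 counts in every library, robust estimation, the replicate number as a block, a correction for gene length, both together, and each library left out. The ratio of *S100b* to *Negr1* was recomputed in CPM, in TMM-normalized counts per kilobase and with each YT-FF library left out, and the distances with 0.2 Mb, 5 Mb and one gene per tandem family. After the data were seen, a correction for GC content, the length correction without YT-AKO 2 and TPM over gene spans were added. Length corrections used a spline with 6 degrees of freedom in each library. Distances between called genes were compared with 10000 draws, using GenomicRanges 1.54.1 for overlaps.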

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

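The tests below were chosen after the results were seen, apart from the test for muscle in the thermogenesis genes. Directions follow the genotype labels, against which *Wwtr1* was higher in the libraries labelled YT-AKO.

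The paper does not report on reads of mitochondrial transcripts. In the counts, 0 fragments fell on the 37 genes of the mitochondrial chromosome in all 6 libraries, while 7 copies of mitochondrial genes on chromosome 1 (24611535 to 24616197 of mm10) were counted at 333 ± 118 CPM in YT-FF and 2010 ± 1306 CPM (mean ± SD, n = 3) in the libraries labelled YT-AKO. These levels make 0.0284% to 0.0498% of the counts in YT-FF and 0.111% to 0.273% in YT-AKO, with the highest in YT-AKO 2. Of the 7 copies, 5 rose with an adjusted p under 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment (Gm28438, Gm28437, Gm10925, Gm28661 and Gm29216, log2 fold changes 1.82 to 3.74), and 2 did not (Gm28439, -0.19, and Gm10222, -0.05). The copies share 97.1% to 100.0% of their 50-base words with the mitochondrial genes. Reads of mitochondrial transcripts counted on the copies are a candidate source of these counts, since the mitochondrial genes themselves had a count of 0. A rise of mitochondrial transcripts in YT-AKO may then lie behind the copies' rise, as may a different efficiency of the step that left the mitochondrial chromosome at 0, and the counts do not separate the 2.

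Skeletal muscle markers, which the paper does not discuss, had a median log2 fold change of 2.26 over the 12 tested genes (camera, adjusted p = 0.190 over the lists). All 12 of these markers were highest in the library labelled YT-AKO 1 and had counts in the YT-FF libraries too. Acta1 stood at 1109 CPM in YT-AKO 1 against 41.1 to 312 CPM in the other 5 libraries, Myh4 at 886 against 2.90 to 160 CPM, and Ckm at 359 against 1.54 to 44.0 CPM. Without YT-AKO replicate 1 the median was -0.0732. A piece of skeletal muscle in the YT-AKO 1 sample is a candidate explanation, as all 12 markers were highest in that one library. For Myh1 the margin was small (4.83 CPM against 4.60 in YT-FF 1), and between the groups 11 markers rose and Myh1 fell. No biological difference between mice of the same genotype was tested. Muscle is argued against as the source of the higher thermogenesis genes, since the complex I subunits, a family not chosen by its change, still rose by a median of 2.13 without that library, when the muscle markers did not.

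The 77 tested mitochondrial ribosomal protein genes, which the paper does not discuss, all rose, with a median log2 fold change of 1.29 (adjusted over the lists: camera, adjusted p = 1.55e-25; fry, adjusted p = 0.0599; camera with an estimated correlation, adjusted p = 0.437), and 69 had an adjusted p under 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. With library totals alone the median was 0.93, against -0.34 for all tested genes. These genes are short, and fold changes fell with gene length. After the length correction and without YT-AKO 2 the median was still 0.84, and without YT-AKO 2 alone 0.92, which argues against length bias or that library as the whole cause. Leaving out each library in turn gave medians of 0.92 to 1.46. A rise of mitochondrial content or of mitochondrial translation in YT-AKO scWAT remains a hypothesis. No test here separates a change in the adipocytes from a change in the cells that make up the tissue.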

How the results depend on the processing

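The alternatives were chosen before the data were examined, except the correction for GC content, the length correction without YT-AKO 2 and TPM over gene spans, which were chosen after seeing the data, as were the tests of the cytosolic ribosomal genes and of the length trend given in the observations. Where the setting itself does not show it, the cause was not tested.

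Of 291 alternative values of the 17 main results, 205 kept their direction and side of the threshold or moved by less than 1.5 times (counts) or 1 SD (the ratio); 58 moved, 26 no longer passed and 2 reversed. The log2 fold changes of *Ucp1* and *S100b* kept an adjusted p under 0.05 under every alternative other than leaving out YT-FF 1 or YT-FF 2, and not always one under 0.01. Of 485 alternative values of 27 other results (single named genes and lists), 424 kept their call, 50 no longer passed, 8 newly passed and 3 reversed.

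With DESeq2, 1344 genes were higher and 646 lower (675 genes had no adjusted p), *Ucp1* ranked 1 and *S100b* 3. On simulated counts, DESeq2 called 23 unchanged genes and edgeR 3. With no filter, 30027 genes were tested, 1217 were higher and 507 lower, 367 and 364 passed the volcano thresholds, and the ranks were 1 and 2. With at least 10 counts in every library, which removes genes with low counts in either group, 38 genes passed as lower in the volcano plot and the median of the inflammatory genes was 0.53, no longer called; *Elovl3* gave no value. With limma-voom, 159 genes passed as higher in the volcano plot and the inflammatory median was 0.54, no longer called. Library totals alone gave ranks of 5 and 6, 109 genes higher and 271 lower in the volcano plot, and 0.59 for *Wwtr1* (adjusted p = 0.0798 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). This scaling lowers the median of all genes by construction, and among genes with an adjusted p under 0.05 in that test it left 28.7% higher (1137 higher, 2828 lower) against 58.3% (2121 higher, 1515 lower) with TMM. Among the genes called at 0.01, 58.8% were higher against 71.4%.

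The length correction reversed *Prdm16*, from -0.28 to 0.16 (adjusted p = 0.697), and took the inflammatory median to 0.31. It left 69.9% of the genes with an adjusted p under 0.05 higher. With the length correction and without YT-AKO 2, chosen after seeing the data, 463 genes were higher and 173 lower, including all 21 of the first test, 114 passed as higher in the volcano plot, *Ucp1* ranked 7 and the inflammatory median was 0.32, no longer called. The GC correction kept 17 of the 21 called genes. For the sets, camera with an estimated correlation kept none of the calls of the thermogenesis genes (2.25), complex I (1.93), cytosolic ribosomal proteins (1.30) and inflammatory genes (0.55), and fry lost the last 2, all before adjustment over the lists. The closest Reactome set reversed the inflammatory median to -0.25. The ratio of *S100b* to *Negr1* was 0.155 in CPM and 15.9 over gene spans, chosen after seeing the values; both follow from the length used, which is 1484 bp of exons for *S100b* and 10506 bp for *Negr1*, against spans of 7307 and 754652 bp. No called gene had another called gene within 0.2 Mb (0%, against 9.52% within 1 Mb); keeping one gene per tandem family removed no gene.

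With each library left out in turn, genes called higher ranged from 0 to 619 and lower from 0 to 324, genes in the volcano plot from 123 to 393 higher and from 91 to 206 lower, and thermogenesis genes with an adjusted p under 0.05 from 0 to 29. The high counts, 619 and 324, came without YT-AKO 2. The log2 fold changes ranged from -1.08 to -0.90 for *Yap1*, 0.81 to 1.03 for *Wwtr1*, 4.84 to 5.64 for *Ucp1* and 4.47 to 5.34 for *S100b*, the ranks from 2 to 15 for *Ucp1* and from 4 to 15 for *S100b*, the inflammatory median from 0.15 (without YT-AKO 1) to 0.79 and the muscle median from -0.0732 (skeletal muscle markers without YT-AKO replicate 1) to 3.03. Fits without one library have fewer samples. Of the 27 other results, 17 changed their call without YT-FF 1 and 14 without YT-FF 2, against 1 or 2 without any other library.

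Replicate numbers are shared by the groups, but the deviations of same-numbered libraries from their group means correlated at 0.139, -0.134 and -0.0911, so the numbers do not pair the samples. With the replicate block, 0 genes were called higher and 0 lower (5806 at an unadjusted p under 0.05), 151 passed as higher in the volcano plot, 1 thermogenesis gene had an adjusted p under 0.05, *S100b* ranked 4, and *Yap1* (-0.98) and *Wwtr1* (0.89) had edgeR adjusted p-values of 0.0584 and 0.0618 (Benjamini-Hochberg). With the block and the length correction these values were 0 and 0 (5035), 123, 2, rank 3, -0.57 (0.109) and 1.02 (0.0617), *Prdm16* was at 0.11 and the inflammatory median at 0.25. The replicate block changed the call of 8 of the 27 other results, and 7 with the length correction.

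The depth limits *Bdnf*, with 2 to 17 counts per YT-FF library, and *Ntf5*, with 1 count in YT-FF 1 and 5 in YT-AKO 1 and 0 in the other libraries, which was not tested for a change.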

Differences from the paper's values

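For the genes labelled in Fig. 3c, the paper's -log10 p was about 36 for *Ucp1*, about 32 for *S100b*, about 33 for *Cidea*, about 43 for *Rpl29*, about 41 for *Npr3*, about 28 for *Kcnj15* and about 20 for *Nnat* in Fig. 3c, read by eye. With edgeR's quasi-likelihood test the values were 5.08, 4.99, 5.56, 5.77, 5.39, 5.23 and 4.39. Of the 16 alternatives set before the data were examined, DESeq2, which the paper's methods name, gave values within 1.5 times of the paper's (32.0, 28.1, 32.0, 39.6, 37.1, 28.1 and 18.3), and the other 15 did not. The log2 fold changes of these 7 genes did not differ from the figure's.

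The paper's mean TPM in the control mice was about 5.3 for *S100b*, about 0.25 for *Ntf3* and about 0.5 for *Negr1* in Supplementary Fig. 3b, read by eye. Over summed exons the means were 13.5, 4.72 and 12.5 TPM. TMM-normalized counts per kilobase closed the gap for *S100b*, leaving out one YT-FF library did not, and none of the alternatives set before the data were examined closed it for *Ntf3* or *Negr1*. The paper's ratio of *S100b* to *Negr1* was about 11 in Supplementary Fig. 3b, read by eye, against 1.08 here, and none of the alternatives set before the data were examined closed this gap. TPM over gene spans with introns, chosen after seeing the values, gave 7.41, 0.330 and 0.465 TPM and a ratio of 15.9, each within 1.5 times of the paper's.

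In the source data of Fig. 2b, the paper's mean TPM of *Ucp1* was 6.00 in YT-FF and 135 in YT-AKO, against 15.5 and 357 over summed exons. The paper's median over 28 of the genes was 111 TPM in YT-FF and 298 in YT-AKO, against 194 and 520. The gap of *Ucp1* stayed open under every alternative set before the data were examined. Those of the medians closed without YT-FF 3 and without YT-AKO 2, and not when another library of the same group was left out. Over gene spans, chosen after seeing the values, *Ucp1* stood at 8.38 and 179 TPM and the medians were 129 and 297. The log2 ratios of the mean TPM of the 28 genes did not differ from the paper's (largest gap 0.06).

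The paper's source data list *Atp5o* at 0 TPM in YT-FF and at 0 in YT-AKO, against 148 and 354 TPM for ENSMUSG00000022956 here, and none of the alternatives set before the data were examined closed this gap. A second gene of the annotation with this symbol, ENSMUSG00000116933, had 0 counts in every library.

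The paper ranks *Ucp1* and *S100b* on the top of the genes higher in YT-AKO. By p-value they ranked 11 and 13 among the 325 genes with a log2 fold change over 2, with DESeq2 1 and 3, and with no filter 1 and 2. By fold change they ranked 2 and 5. The paper states that *S100b* is expressed far above the other neurotrophic genes. It was higher than *Negr1* in 1 of 3 libraries over summed exons. The paper reports no difference in inflammatory response sets. In the list used here 5 of 36 genes were higher and 0 lower, and camera passed 0.05 before adjustment over the lists and not after (adjusted p = 0.0824). It did not pass before adjustment under fry, camera with an estimated correlation, limma-voom, at least 10 counts in every library, the length correction, or without YT-FF 3 or YT-AKO 1. Reactome's cytokine signaling set fell (-0.25, adjusted p = 0.00949 with camera, 0.0417 with fry and 0.415 with camera and an estimated correlation). The innate immune, adaptive immune and inflammasome sets had medians of -0.04, -0.08 and -0.02 (camera, adjusted p = 0.795, 0.551 and 0.854). The paper names both *Yap* and *Taz* as deleted in YT-AKO. The *Wwtr1* count was higher in the libraries labelled YT-AKO, by 0.89 on the log2 scale. The paper's evidence is an immunoblot, with less YAP and TAZ protein in YT-AKO scWAT. The count is RNA of all cells of the tissue over all exons, so it does not measure the deletion in adipocytes.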

Other observations

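The tests of length bias in the thermogenesis genes, of Schwann cells, muscle, the brown depot and lymph nodes, of genes close to each other and of other splits of the libraries for the genes called higher were fixed before their results were seen, and the other tests were chosen only after. Directions follow the genotype labels, against which *Wwtr1* was higher in the libraries labelled YT-AKO.

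The 6 libraries can be split into 2 groups of 3 in 10 ways. For each of the 9 results tested, 1 of the 10 splits, the real one, gave a value as large: the genes called higher (15, at most 0 in any other split) and lower, the genes highlighted as higher (241, at most 21) and as lower in the volcano plot, the thermogenesis genes with an adjusted p under 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment (29, at most 0), and the medians of the thermogenesis genes (2.25, at most 1.43), complex I subunits (1.93, at most 1.14), cytosolic ribosomal proteins (1.30, at most 1.11) and inflammatory genes (0.55, at most 0.45). For the thermogenesis genes, which the study may have drawn from genes higher in the real split, this decides nothing. With 10 splits the share is never under 0.1. The groups did not overlap in 8652 of the 16807 tested genes, 51.5% against the 10% that chance gives, with 4311 higher and 4341 lower. The first principal component held 68.5% of the variance and separated the labels, with YT-AKO 2 at 99.1 and the other 2 YT-AKO libraries at 19.9 and 22.5. Pearson's r of log2 CPM was 0.983 to 0.989 within YT-FF, 0.979 between YT-AKO 1 and 3, and 0.947 and 0.950 between them and YT-AKO 2.

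Log2 fold changes fell with gene length (Spearman's rho -0.376 across genes). Within libraries, rho between length and the deviation of a gene's level from its mean over the libraries was 0.312 to 0.359 in YT-FF and -0.184, -0.382 and -0.200 in YT-AKO 1 to 3. The gene length below and above which equal numbers of counts fall was 4614 to 4753 bp in YT-FF and 3973, 3157 and 3823 bp in YT-AKO. The trend is argued against as the effect of YT-AKO 2 alone, as rho was -0.283 without it, and of the short mitochondrial and ribosomal protein genes, as rho was -0.367 without 258 of them. A difference in RNA integrity or fragment length between the libraries and a biological shift towards short transcripts cannot be told apart here: the length spanned 816 bp among the YT-AKO libraries and 139 bp among YT-FF, the group means differed by 1056 bp, and the counts carry no measure of integrity.

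The thermogenesis genes of Fig. 2b had a median of 1.96 after the length correction, 2.24 after the GC correction and 1.86 with library totals alone. Since the study may have drawn them from genes higher in these libraries, these values decide nothing about gene length, GC content or scaling. For the complex I subunits, a family not chosen by its change, these 3 are argued against as the whole cause, as their median was still 1.64, 1.94 and 1.56. Skeletal muscle in the YT-AKO samples is argued against too, as the muscle markers had a median of -0.0732 without YT-AKO replicate 1 while the complex I subunits still rose. Brown adipose tissue in the YT-AKO samples stays open. The brown depot markers had a median of 0.0786 with 3 rising and 3 falling. For these markers fry passed (adjusted p = 0.0287 over the lists). For them camera did not (adjusted p = 0.265, and 0.498 with an estimated correlation). *Zic1* had 0 counts in every library, Lhx8 had a log2 fold change of -0.27 and Fbxo31 one of 1.52. The 16 beige and brown thermogenic genes, some of which the study may have picked from these libraries, had a median of 2.31. Their adjusted p over the lists was 0.00520 with fry and 0.102 with camera and an estimated correlation. The 20 fatty acid oxidation genes had a median of 1.09, with adjusted p = 0.0226 in fry and 0.367 in camera with an estimated correlation. A browning of scWAT in YT-AKO, which the paper proposes, may explain these values, and a contribution of brown adipose tissue is not excluded by the 0.0786.

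The cytosolic ribosomal protein genes depended on one library. Their median of 1.30 fell to 0.55 without YT-AKO 2, and to 0.41 with the length correction in addition, so neither length bias nor YT-AKO 2 alone accounts for all of it, while most of its size may rest on that library. With library totals alone the median was 0.89.

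*Yap1* fell by 0.98 and *Wwtr1* rose by 0.89 on the log2 scale in the libraries labelled YT-AKO. Exchanged labels are argued against by the fall of *Yap1* (-0.98), and length bias by the values after correction, 1.01 for *Wwtr1* and -0.58 for *Yap1*. A lower share of adipocytes, with *Wwtr1* of other cells taking their place, stays open. Fibroblast and preadipocyte markers (0.44, 9 of 10 rising) and macrophage markers (0.39, 8 of 10 rising) rose, while B cell markers fell (median -0.98). This fall does not decide, since different lymph node content between the groups cannot be told apart here. The B cell fall was not called by camera with an estimated correlation (adjusted p = 0.367 over the lists). *Adipoq* does not decide, as its direction depends on the unit. Its log2 fold change was 0.43 with TMM. Its TPM went from 4511 ± 618 in YT-FF to 3853 ± 775 in YT-AKO (mean ± SD, n = 3). A change in fibroblasts or macrophages, with their *Wwtr1*, stays open. Open and untested too are a rise of *Wwtr1* transcripts in cells that keep the gene, and transcripts from the deleted allele that lack the floxed exons and are still counted on the others. YAP/TAZ target genes, 21 tested, had a median of -0.52 with 17 falling and 5 passing an adjusted p of 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment (camera, adjusted p = 0.0145 over the lists; fry, adjusted p = 0.0940; camera with an estimated correlation, adjusted p = 0.575). The median was -0.30 without YT-AKO 2, -0.27 with the length correction and -0.17 with both. These genes are long (median 5791 bp), and their fall is not separated here from the length trend. Amotl2, a member of this list named after its value was seen, had a log2 fold change of -1.68.

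More Schwann cells are argued against as the source of the higher *S100b*, as Schwann cell markers had a median of -0.35 over 11 genes (camera, adjusted p = 0.198). A rise in adipocytes, for which the paper gives evidence from separated cells, was not tested in these libraries.

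Between the groups, different lymph node content cannot be told apart from other sources. The B cell markers fell (median -0.98, 8 of 8 falling). Their adjusted p was 3.38e-05 with camera, 0.0117 with fry and 0.367 with camera and an estimated correlation. Cd79a, an example of them, had a log2 fold change of -0.14. The T cell markers went both ways around a median of 0.0407 (camera, adjusted p = 0.760), with Cd4 at -0.89. Ighv1-18, among the 5 largest falls, and Tlr9 (-2.19), chosen after its value was seen, were lower too. Dissection, fewer lymphocytes in YT-AKO scWAT and chance remain open as explanations.

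*Rpl29* fell by 4.74 on the log2 scale. Summed with its 6 near-identical copies it still fell, from 155 ± 67.8 to 37.7 ± 18.1 CPM (mean ± SD, n = 3), a log2 ratio of -2.04. This argues against a mere shift of counted fragments to the copies as the whole cause. Fragments that aligned to several places were left out, so a loss of such fragments is not tested by the sum. A strain variant in the region stays open: 13.5% of the 156 genes within 5 Mb changed, against 12.0% of all genes (Fisher's exact test, p = 0.537), and a variant in the gene alone would leave its neighbours unchanged. *Rpl29* itself stood at 107, 102 and 229 CPM in YT-FF 1 to 3.

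Of the 21 called genes, 9.52% (2 genes, *S100b* and Chchd10) had another called gene within 1 Mb, against 3.18% in 10000 draws (permutation of the calls among the tested genes, p = 0.287), and 19.0% within 5 Mb against 10.5% (p = 0.297). In 528 windows of 5 Mb, 0 held more calls than chance at an adjusted p under 0.05. Within 5 Mb of *Yap1*, *Wwtr1* and *Adipoq*, 7.69%, 6.25% and 10.3% of the genes changed, against 12.0% of all genes (Fisher's exact test, p = 0.762, 0.271 and 0.754, adjusted p = 0.762 for each). A region of strain origin around these loci as a general cause of the changes is argued against by these values.

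Beside *Npr3*, 2 genes chosen after their values were seen were at or under 3 counts in every library labelled YT-AKO. 1700047G03Rik (chromosome 15, 11964276 to 11970086) had 70 to 176 counts in YT-FF and 0 in YT-AKO, at least 29.2-fold lower (18.1-fold without YT-FF 3), and Gm5144 (11906519 to 11907464), of which *Npr3* overlaps 33.9%, was at least 10.4-fold lower (7.20-fold without YT-FF 3). No explanation was tested for this.

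Mest (-3.90), *Nnat* (-3.28) and Klf14 (at least 13.8-fold lower, 9.12-fold without YT-FF 3, 29 to 79 counts in YT-FF and at most 1 in YT-AKO) are imprinted genes. Mest and Klf14 were chosen after their values were seen, and 23.1% of the exon bases of Mest are shared with Copg2. Plagl1 (-1.75) and Peg3 (-0.79) fell as well. A shift of imprinted genes as a group stays open, since the other 24 had a median of -0.0781 with 10 rising and 14 falling. All 27 together had a median of -0.20, which went to -0.01 with the length correction.

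The TPM of the paper's source data differ from TPM over summed exons by a factor of each gene, 0.126 to 1.93, which is the same in the 6 libraries up to 1.09-fold. TPM computed over gene spans, from the first to the last base with introns, is a candidate explanation. All 28 genes with a value then lie within 1.5-fold of the source data (0.716 to 1.33, median 0.767), against 7 of 28 over summed exons. With either length, 3 of the 28 ratios lie within 5% of their median, so spans are not shown to be the exact length used. The paper's text does not state the length used. The wide lead of *S100b* over *Negr1*, whose introns make up most of its 754652 bp, then follows from this length, as the ratio of 15.9 against 1.08 shows.

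In these libraries, *Elovl3* (5.90, 0.249 CPM in YT-FF), *Dio2* (3.06) and *Cebpb* (1.86, adjusted p = 0.0177 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 20.7% of its exon bases shared with Tmem189) rose, and *Prdm16* had a log2 fold change of -0.28 (adjusted p = 0.413 from the same test). Among the adipocyte identity genes, *Adipoq* had 0.43, *Pparg* 0.29 and *Fabp4* 1.34 (adjusted p = 0.0475 from the same edgeR test), with a median of 0.43. The call of *Fabp4* changed in 9 of 18 alternatives. Its adjusted p ran from 0.00243 with DESeq2 to 0.180 in an edgeR fit with one library left out. The 5 neurotrophic factors tested, *S100b* among them, had a median of 0.52. Their adjusted p over the lists was 0.0419 with camera, 0.0599 with fry and 0.471 with camera and an estimated correlation. *Bdnf* stood at 0.37, *Negr1* at -0.10 and *Ntf3* at 1.02. The adjusted p-value of *Ntf3* was 0.0638 in edgeR's quasi-likelihood test and 0.0309 with DESeq2, both with Benjamini-Hochberg adjustment.

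For the other lists the medians were 3.87 for the thermogenic genes of Fig. 2c, -0.10 for the genes labelled in Fig. 3c, -0.04 for the targeted genes, 0.10 for the PRDM16 axis, -0.11 for the 3 pro-inflammatory genes the paper names, -0.01 for de novo lipogenesis, 0.39 for macrophages (camera, adjusted p = 0.0824), 0.44 for fibroblasts, -0.03 for endothelium, -0.31 for the 2 epithelial markers tested, 0.10 for the 4 sympathetic neuron genes tested and 0.16 for the genes next to *Adipoq*. *Th* and *Dbh* had 0 counts in every library. With library totals alone, which put the median of all tested genes at -0.34, the medians of T cells, the brown depot, sympathetic neurons, the PRDM16 axis and the genes next to *Adipoq* turned negative. Of the 13 Reactome sets, respiratory electron transport had a median of 1.86 (camera, adjusted p = 4.52e-38 over these sets), mitochondrial translation 1.26, translation 1.04 and the neuronal system -0.30.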
